# Multigenerational paternal obesity enhances the susceptibility to male subfertility in offspring via *Wt1* N6-methyladenosine modification

**DOI:** 10.1038/s41467-024-45675-4

**Published:** 2024-02-14

**Authors:** Yong-Wei Xiong, Hua-Long Zhu, Jin Zhang, Hao Geng, Lu-Lu Tan, Xin-Mei Zheng, Hao Li, Long-Long Fan, Xin-Run Wang, Xu-Dong Zhang, Kai-Wen Wang, Wei Chang, Yu-Feng Zhang, Zhi Yuan, Zong-Liu Duan, Yun-Xia Cao, Xiao-Jin He, De-Xiang Xu, Hua Wang

**Keywords:** Reproductive disorders, Reproductive biology, Epigenetics

## Abstract

There is strong evidence that obesity is a risk factor for poor semen quality. However, the effects of multigenerational paternal obesity on the susceptibility to cadmium (a reproductive toxicant)-induced spermatogenesis disorders in offspring remain unknown. Here, we show that, in mice, spermatogenesis and retinoic acid levels become progressively lower as the number of generations exposed to a high-fat diet increase. Furthermore, exposing several generations of mice to a high fat diet results in a decrease in the expression of Wt1, a transcription factor upstream of the enzymes that synthesize retinoic acid. These effects can be rescued by injecting adeno-associated virus 9-*Wt1* into the mouse testes of the offspring. Additionally, multigenerational paternal high-fat diet progressively increases METTL3 and *Wt1* N6-methyladenosine levels in the testes of offspring mice. Mechanistically, treating the fathers with STM2457, a METTL3 inhibitor, restores obesity-reduced sperm count, and decreases *Wt1* N6-methyladenosine level in the mouse testes of the offspring. A case-controlled study shows that human donors who are overweight or obese exhibit elevated N6-methyladenosine levels in sperm and decreased sperm concentration. Collectively, these results indicate that multigenerational paternal obesity enhances the susceptibility of the offspring to spermatogenesis disorders by increasing METTL3-mediated *Wt1* N6-methyladenosine modification.

## Abstract (web summary)

The mechanisms through which multigenerational paternal obesity affects spermatogenesis in offspring remain poorly understood. Here, the authors show that it affects *Wt1* m6A modifications, decreasing the fertility of offspring.

## Introduction

In the last 45 years (1973–2018), global semen quality has decreased by more than 62%^1^. Globally, the number of people with obesity and overweight are on the rise^2^. Body mass index (BMI) and the quality of semen were negatively correlated in population surveys^3,4^. Animal experiments also confirmed that a high-fat diet (HFD) induced testicular injury and spermatogenesis impairment in mice^5,6^. Paternal Origins of Health and Disease (POHaD) theory manifests that paternal exposure to adverse factors leads to the occurrence and development of adult offspring with chronic diseases^7,8^. Studies showed that paternal obesity impaired the structure of testicular seminiferous tubules and reduced the number of epididymal sperm in offspring^9,10^. Based on the above studies, paternal obesity may lead to spermatogenesis disorders in offspring. Recent study found that parental obesity intergenerationally induced reproductive damages in offspring^11^. Nevertheless, the intergenerational effect of multigenerational paternal obesity on the susceptibility to spermatogenesis disorders in offspring and its mechanism remain unknown.

N6-methyladenosine (m6A) is the most common RNA modification, dynamically regulates post-transcriptional processes^12^. In mammals, the modification of m6A is conferred by demethylases (ALKBH5 and FTO) and methylases, including METTL3 and METTL4^13^. Increasing evidences have presented that homeostasis of m6A modification is essential for spermatogenesis in mammals^14–16^. An earlier study found that the expression of methylases in mouse testes gradually increased from embryo to adult, while the expression of demethylases gradually decreased^17^. We previously demonstrated that HFD markedly increased m6A modification levels in contemporary mouse testes^18^. However, the effect of paternal HFD on the level of m6A modification in offspring testes is unknown. It’s well known that sperm plays an indispensable role in transmitting paternal phenotypes^19^. Previous studies found that sperm epigenetic modifications, such as small non-coding RNA, histone modification and DNA methylation, were involved in the intergenerational transmission of paternally acquired diseases^20–22^. It has not been clarified whether sperm m6A modifications contribute to multigenerational paternal obesity-induced susceptibility to spermatogenesis disorders in offspring.

In this work, we report that multigenerational paternal obesity enhances the susceptibility to male subfertility in offspring via Wilms tumor 1 (Wt1) m6A modification. A multigenerational paternal HFD mouse model was initially used to study the susceptibility of offspring to cadmium (Cd)-induced spermatogenesis disorder. Subsequently, we investigated the effect of WT1 overexpression on paternal susceptibility to spermatogenesis disorder in mouse offspring by injecting adeno-associated virus 9 (AAV9)-*Wt1*. STM2457, a specific METTL3 active inhibitor, was used to explore the role of sperm-derived modification of m6A in paternal HFD-downregulated testicular *Wt1* expression in offspring. Lastly, the relationship among sperm m6A level, sperm concentration and BMI were verified in a human case-control study.

## Results

### Multigenerational paternal HFD progressively enhances susceptibility to spermatogenesis disorder in their offspring

The obesity phenotype was first identified in male mice. As presented in Supplementary Figs. 1a–c, body weight and epididymal white fat weight in male mice increased after HFD exposure. Furthermore, HFD exposure induced fasting blood glucose elevation, glucose tolerance impairment, hepatic lipid deposition and serum triglyceride (TG) increase in mice (Supplementary Figs. 1d–h). The effects of multigenerational paternal HFD exposure on the fertility rate, pregnancy rate and litter size in mice were then investigated. As presented in Fig. 1a–c and Supplementary Fig. 2a, the gradual reductions of fertility rate were observed in mice with the increase of HFD generation, with no effect on litter size. The effect of paternal HFD exposure on the susceptibility of environmental stress-induced spermatogenesis impairment in offspring was also explored. Figure 1d, e showed that sperm counts were obviously reduced in the HFD1D (the offspring were treated with Cd after paternal exposure to one-generational HFD) group, and persistently lowered in the HFD2D (the offspring were treated with Cd after paternal exposure to bi-generational HFD) group compared to that of the NC and NCD mice. The rates of sperm motility were evidently decreased in HFD1D and HFD2D groups compared to the NCD group (Fig. 1f). Additionally, testicular HE staining showed that the gradual reductions of mature seminiferous tubules were observed in offspring with the increase of HFD generation (Fig. 1g, h). The above results indicate that multigenerational paternal HFD progressively enhances the susceptibility to spermatogenesis disorder in their offspring.

**Fig. 1:**
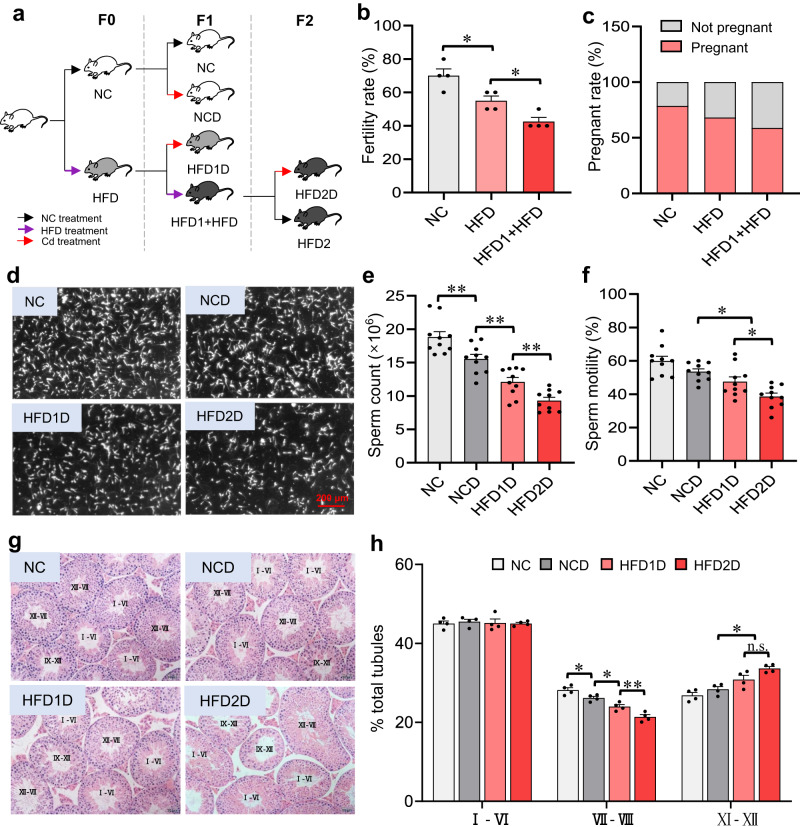
Multigenerational paternal HFD enhances susceptibility to spermatogenesis disorder in offspring. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl_2_ for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. All mice were euthanized at 15 weeks of age. **a** Experimental design flowchart of Cd-induced spermatogenesis impairment in mice with HFD-feeding. The black arrow indicated NC treatment. The purple arrow indicated HFD treatment. The red arrow indicated Cd treatment. **b** The fertility rate was calculated. *n* = 4 independent experiments, Degree of Freedom (DOF) = 11, *F* = 18.20, *P* = 0.0007. **c** The pregnancy rate was counted. *n* = 4 independent experiments, *P* = 0.3911. **d**, **e** Epididymal sperm counts were measured. *n* = 10 mice, DOF = 39, *F* = 37.68, *P* < 0.0001. **f** Sperm motility was recorded; *n* = 10 mice, DOF = 39, *F* = 14.01, *P* < 0.0001. **g** Testicular H&E staining. **h** The number of Testicular seminiferous tubules number at different stages were evaluated. *n* = 4 mice, DOF = 15, *F* = 30.25, *P* < 0.0001. n.s. not significant. *P < 0.05; **P < 0.01. In regard to Fig. 1b, e, f, h, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Multigenerational paternal HFD progressively exacerbates environmental stress-impaired testicular germ cell development in offspring

It is well known that spermatogenesis is determined by the development of testicular germ cells. Compared to the NCD group, testicular weight and DDX4 (marker of testicular germ cell) protein level were obviously lowered in the HFD1D group, which was further reduced in the HFD2D group (Fig. 2a–c). Furthermore, the mRNA levels of *Izumo3* (elongated spermatids marker), *Acrv1* (round spermatids marker), *Smc3* (spermatocytes marker) and *C-kit* (differentiating-spermatogonia marker) were reduced in HFD1D and HFD2D groups compared to NCD group, and *Smc3*, *Acrv1* and *Izumo3* mRNA levels were further decreased in HFD2D groups compared to HFD1D group (Fig. 2d). Correspondingly, the C-KIT and SYCP3 (spermatocytes marker) protein expressions were downregulated in the HFD1D and HFD2D groups compared with that of NCD group, and SYCP3 expression was persistently downregulated in the HFD2D group compared to the HFD1D group (Fig. 2e, f). Also, a gradual reduction of testicular SYCP3-positive cells was observed in the offspring with the increase of HFD generation (Fig. 2g, h). As mentioned, multigenerational paternal HFD progressively exacerbates environmental stress-impaired testicular germ cell development in offspring.

**Fig. 2:**
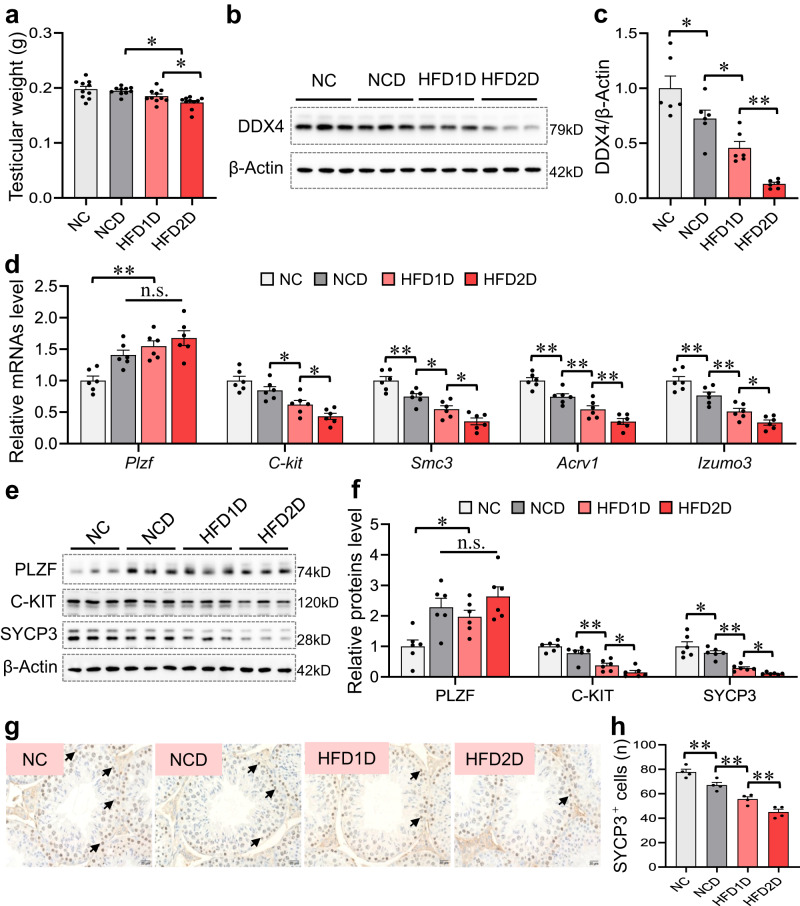
Multigenerational paternal HFD exacerbates environmental stress-impaired testicular germ cell development in offspring. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with normal female to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl_2_ for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. All mice were euthanized at 15 weeks of age. **a** Testicular weight. *n* = 10 mice, DOF = 39, *F* = 8.12, *P* = 0.0003. **b**, **c** Testicular DDX4 protein expression was detected by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 25.05, *P* < 0.0001. **d** Testicular *Izumo3*, *Acrv1*, *Smc3*, *C-kit* and *Plzf* mRNA levels were detected by RT-qPCR. *n* = 6 mice, DOF = 23, *F* = 10.68 and *P* = 0.0002 for *Plzf*; *F* = 16.53 and *P* < 0.0001 for *C-kit*; *F* = 25.24 and *P* < 0.0001 for *Smc3*; *F* = 31.55 and *P* < 0.0001 for *Acrv1*; *F* = 29.16 and *P* < 0.0001 for *Izumo3*. **e**, **f** Testicular PLZF, C-KIT and SYCP3 protein expression were detected by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 7.15 and *P* = 0.002 for PLZF; *F* = 27.78 and *P* < 0.0001 for C-KIT; *F* = 24.44 and *P* < 0.0001 for SYCP3. **g** The expression of testicular SYCP3 was measured via immunohistochemistry. **h** SYCP3-positive cells were counted. *n* = 4 mice, DOF = 15, *F* = 39.87, *P* < 0.0001. n.s. not significant. *P < 0.05; **P < 0.01. In regard to Fig. 2a, c, d, f, h, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Multigenerational paternal HFD progressively aggravates environmental stress-inhibited testicular retinoic acid synthesis in offspring

To investigate the mechanism by which paternal exposure to HFD exacerbates environmental stress-impaired testicular germ cell development in offspring, testicular RNA sequencing was performed in HFD1D and HFD2D groups. Compared with HFD1D group and HFD2D group, 229 mRNAs were upregulated and 268 mRNAs were downregulated, screened for a 1.2-fold change and adjusted with *P* < 0.05 (Supplementary Figs. 3a–c). As illustrated in Fig. 3a, b, GO analysis revealed that downregulated mRNAs were related to multiple biological processes, including the “retinol metabolic process”, the “reproductive process”, and the “spermatogenesis”. The retinol metabolic-related genes were presented in supplementary Fig. 3d. Results showed that the expressions of *Aldh1a1*, *Aldh1a2*, *Aldh1a3*, *Rarα* and *Stra8* were downregulated in the HFD2D group compared with the HFD1D group. Nevertheless, the levels of serum vitamin A (retinol) and testicular retinol-binding protein 4 (RBP4) were not reduced among the four groups (Supplementary Figs. 4a–c). Notably, a gradual decrease of testicular retinoic acid level was observed in the offspring with the increase of HFD generation (Fig. 3c). Further experiments showed that RARα and STRA8 proteins expression were progressively downregulated in offspring testes with the increase of HFD generation (Fig. 3d, e). To further explore and verify the expression of retinoic acid synthetase and retinoic acid metabolic enzyme in the four groups, the analysis of gene expression was conducted using RT-qPCR. The results presented that *Aldh1a1*, *Aldh1a2* and *Aldh1a3* mRNA levels were lowered in HFD1D and HFD2D groups, and *Aldh1a1* and *Aldh1a2* levels in HFD2D group were less than those in HFD1D group (Fig. 3f). Similarly, the gradual downregulation in the expression of ALDH1A1 and ALDH1A2 proteins was observed in offspring testes with the increase of HFD generation (Fig. 3g–i). The compilation of these studies suggests that multigenerational HFD progressively exacerbates the inhibition of synthesis of testicular retinoic acid in offspring exposed to environmental stress.

**Fig. 3:**
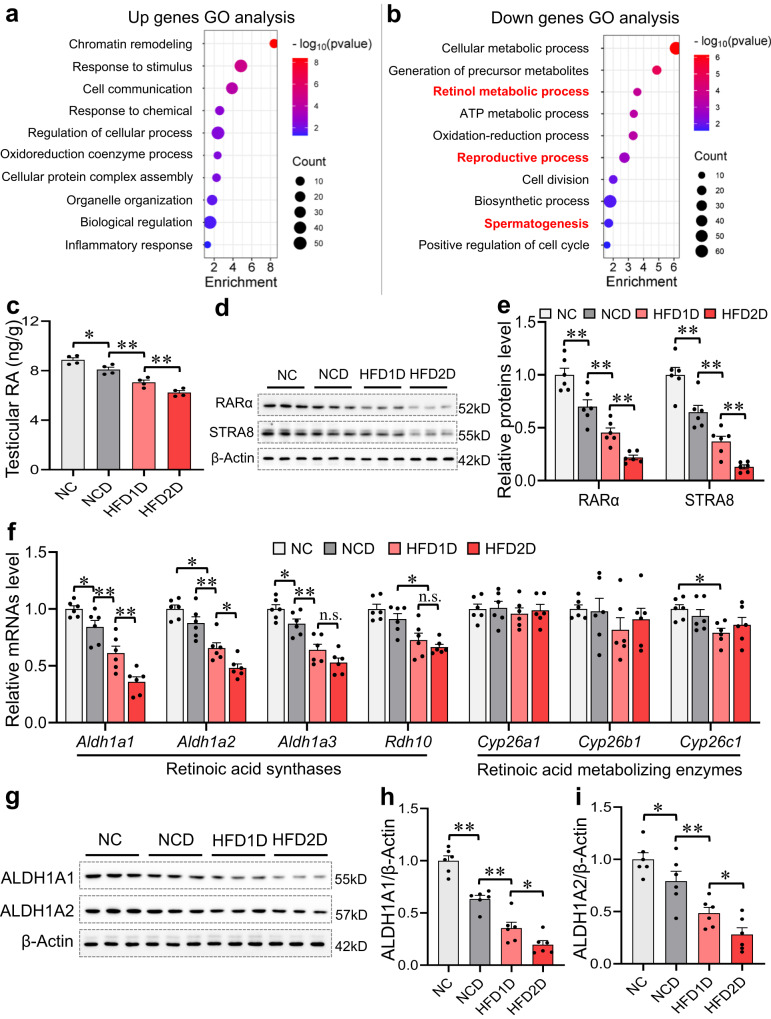
Multigenerational paternal HFD progressively aggravates environmental stress-inhibited testicular retinoic acid synthesis in offspring. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with normal mice to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl_2_ for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. All mice were euthanized at 15 weeks of age. **a**, **b** GO enrichment analysis of differentially expressed mRNAs in mouse testes between HFD1D and HFD2D groups. **c** Testicular retinoic acid level was detected by ELISA. *n* = 4 mice, DOF = 15, *F* = 41.13, *P* < 0.0001. **d**, **e** Testicular RARα and STRA8 protein expressions were measured by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 43.08 and *P* < 0.0001 for RARα; *F* = 46.65 and *P* < 0.0001 for STRA8. **f** Testicular *Aldh1a1*, *Aldh1a2*, *Aldh1a3*, *Rdh10*, *Cyp26a1*, *Cyp26b1* and *Cyp26c1* mRNA levels were tested by RT-qPCR. *n* = 6 mice, DOF = 23, *F* = 32.26 and *P* < 0.0001 for *Aldh1a1*; *F* = 27.78 and *P* < 0.0001 for *Aldh1a2*; *F* = 25.82 and *P* < 0.0001 for *Aldh1a3*; *F* = 11.75 and *P* = 0.0001 for *Rdh10*; *F* = 0.18 and *P* = 0.9063 for *Cyp26a1*; *F* = 0.78 and *P* = 0.5217 for *Cyp26b1*; *F* = 3.20 and *P* = 0.0459 for *Cyp26c1*. **g**–**i** Testicular ALDH1A1 and ALDH1A2 proteins were measured using immunoblotting. *n* = 6 mice, DOF = 23, *F* = 61.35 and *P* < 0.0001 for ALDH1A1; *F* = 20.01 and *P* < 0.0001 for ALDH1A2. n.s. not significant. *P < 0.05; **P < 0.01. In regard to Fig. 3c, e, f, h, i, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Multigenerational paternal HFD progressively exacerbates environmental stress-downregulated testicular WT1 expression in offspring

To investigate the potential mechanism for paternal HFD-inhibited testicular retinoic acid synthesis in offspring, the upstream transcription factors of *Aldh1a1*, *Aldh1a2* and *Aldh1a3* mRNAs were predicted from the ChEA3 database. Among all predictive transcription factors, Wilms tumor 1 (WT1) had the highest score (Fig. 4a). As shown in Fig. 4b–d, the mRNA and protein levels of WT1 were significantly reduced in the HFD1D group, and persistently lowered in the HFD2D group compared to those of the NC and NCD mouse testes. In line with this, the gradual reductions of testicular WT1-positive cells were observed in the offspring with the increase of HFD generation (Fig. 4e, f). Collectively, these results suggest that multigenerational paternal HFD slows the expression of testicular *Wt1* mRNA and protein in offspring under environmental stress.

**Fig. 4:**
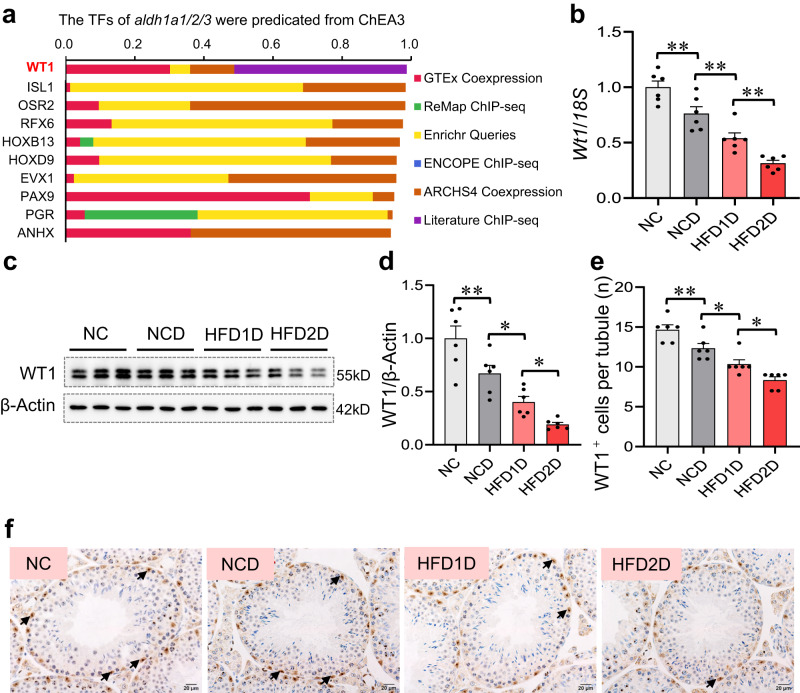
Multigenerational paternal HFD progressively exacerbates environmental stress-downregulated testicular WT1 expression in offspring. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with normal female to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl_2_ for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. All mice were euthanized at 15 weeks of age. **a** The upstream transcription factors of *Aldh1a1*, *Aldh1a2* and *Aldh1a3* were predicted from ChEA3 (https://maayanlab.cloud/chea3/). **b** Testicular *Wt1* mRNA level was tested using RT-qPCR. *n* = 6 mice, DOF = 23, *F* = 33.75, *P* < 0.0001. **c**, **d** Testicular WT1 protein expression was measured by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 21.59, *P* < 0.0001. **e**, **f** The number of testicular WT1^+^ positive cells per tubule were counted by immunohistochemistry. *n* = 6 mice, DOF = 23, *F* = 23.66, *P* < 0.0001. *P < 0.05; **P < 0.01. In regard to Fig. 4b, d, e, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Paternal HFD aggravates environmental stress-impaired testicular spermatogenesis via inhibiting WT1-mediated retinoic acid synthesis in offspring

To explore whether *Wt1* overexpression attenuates paternal HFD-impaired testicular spermatogenesis in offspring, a local testicular injection of AAV9-*Wt1* was performed in offspring whose fathers were exposed to HFD (Fig. 5a). As presented in Fig. 5b, c, sperm count was obviously reduced in HFD1D group compared to that in NCD group. As expected, *Wt1* overexpression markedly reversed HFD1D-induced reduction in sperm production in offspring (Fig. 5b, c). Figure 5d–f showed that *Wt1* overexpression attenuated HFD1D-downregulated the protein expression of RARα and STRA8 in offspring testes. Additionally, the reduced level of retinoic acid and ALDH1A1 protein were restored in HFD1D-treated testes after *Wt1* overexpression (Fig. 5g–i). Further studies found that *Wt1* overexpression restored HFD1D-reduced the level of WT1 in offspring testes (Fig. 5h, j and k). Therefore, paternal HFD aggravates environmental stress-impaired testicular spermatogenesis via inhibiting WT1-mediated retinoic acid synthesis in offspring.

**Fig. 5:**
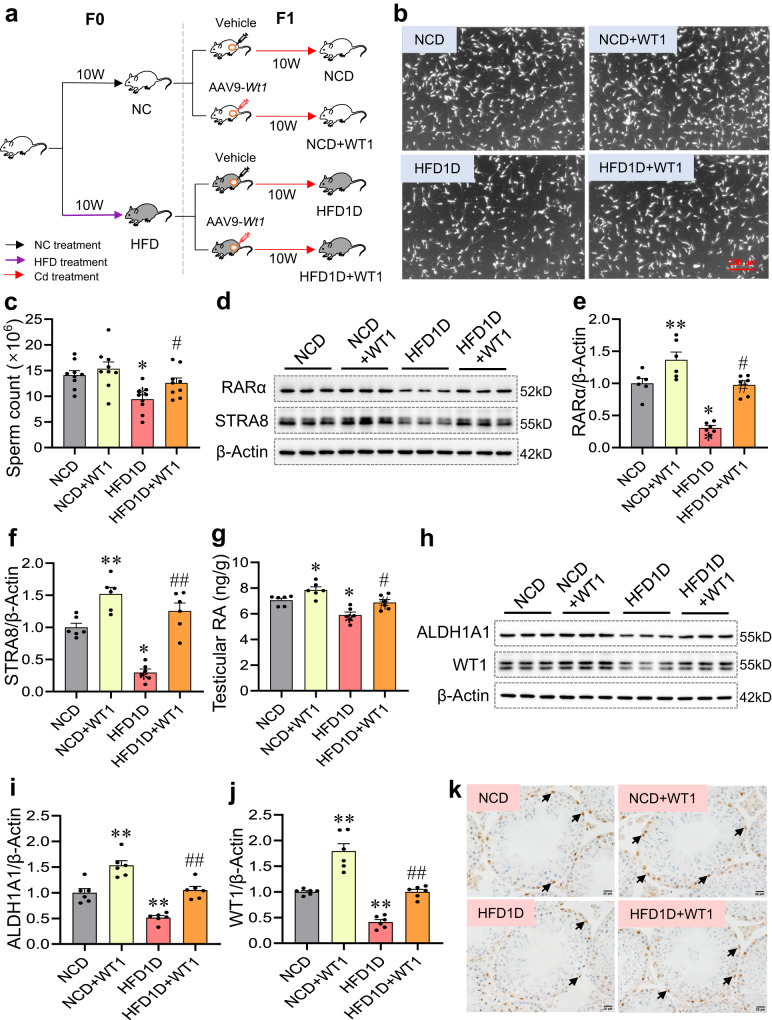
Paternal HFD aggravates environmental stress-impaired testicular spermatogenesis via inhibiting WT1-mediated retinoic acid synthesis in offspring. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and mated with normal female to breed F1 generation. At postnatal day 35, *Wt1* was overexpressed in F1 mice by local testicular injection of adeno-associated virus 9 (AAV9). After injection of AAV9-*Wt1* or vehicle, mice were exposed to CdCl_2_ for 10 weeks, and named NCD, NCD + WT1, HFD1D or HFD1D + WT1 group, respectively. All mice were euthanized at 15 weeks of age. **a** Experimental design flowchart. **b**, **c** Epididymal sperm counts were measured. *n* = 9 mice, DOF = 35, *F* = 6.36, *P* = 0.0017. **d**–**f** Testicular RARα and STRA8 protein expressions were measured by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 29.78 and *P* < 0.0001 for RARα; *F* = 33.45 and *P* < 0.0001 for STRA8. **g** Testicular retinoic acid level was detected by ELISA. *n* = 6 mice, DOF = 23, *F* = 13.88, *P* < 0.0001. **h**–**j** Testicular ALDH1A1 and WT1 protein levels were measured by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 30.92 and *P* < 0.0001 for ALDH1A1; *F* = 48.60 and *P* < 0.0001 for WT1. **k** Testicular WT1 expression was measured by immunohistochemistry. *n* = 4 mice. *P < 0.05; **P < 0.01 vs NCD. ^#^*P* < 0.05; ^##^*P* < 0.01 vs HFD1D. In regard to Fig. 5c, e-g, i, j, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Multigenerational paternal HFD progressively exacerbates environmental stress-elevated testicular *Wt1* m6A level in offspring

The effect of paternal HFD exposure on the level of testicular m6A in offspring is shown in Fig. 6a. Testicular m6A level was evidently elevated in HFD1D group compared to NCD group, which was further augmented in the HFD2D group. Furthermore, METTL3 protein level was progressively increased in offspring testes over generations of HFD plus Cd stress, but not in METTL14, ALKBH5 and FTO (Fig. 6b, c, Supplementary Fig. 5a–d). The expression of m6A reading proteins was investigated in the follow-up studies. Compared to the NCD group, *Ythdf1* and *Igf2bp1* mRNA expressions were negatively regulated, while *Ythdf2* mRNA was positively regulated in offspring testes of HFD1D and HFD2D groups (Fig. 6d). The altered trend of YTHDF1, YTHDF2 and IGF2BP1 proteins was similar to those of their mRNAs among four groups (Fig. 6e, f). However, it was predicted that only IGF2BP1 had a binding effect on *Wt1* mRNA through the ENCORI database. As displayed in Fig. 6g, the four high credibility m6A modification sites in *Wt1* mRNA were predicted by the online tool SRAMP. The results of MeRIP-qPCR confirmed that a gradual increase in the m6A level of testicular *Wt1* site1 was observed in the offspring with the increase of HFD generation, but not site2, site3 and site4 (Fig. 6h, Supplementary Fig. 6a–c). Altogether, multigenerational paternal HFD progressively exacerbates environmental stress-elevated testicular *Wt1* site1 m6A level in offspring.

**Fig. 6:**
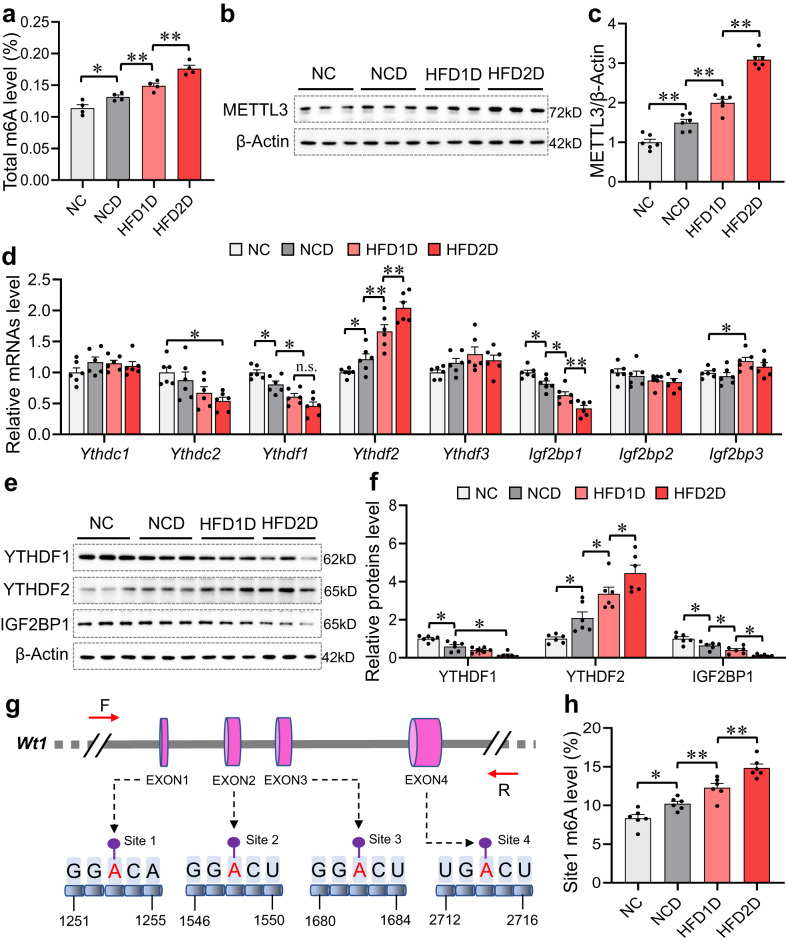
Multigenerational paternal HFD progressively exacerbates environmental stress-elevated testicular *Wt1* m6A level in offspring. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with normal female to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl_2_ for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. All mice were euthanized at 15 weeks of age. **a** Testicular total RNA m6A level was measured. *n* = 4 mice, DOF = 15, *F* = 23.52, *P* < 0.0001. **b**, **c** Testicular METTL3 protein expression was detected by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 117.00, *P* < 0.0001. **d** Testicular *Ythdc1*, *Ythdc2*, *Ythdf1*, *Ythdf2*, *Ythdf3*, *Igf2bp1*, *Igf2bp2* and *Igf2bp3* mRNA levels were tested by RT-qPCR. *n* = 6 mice, DOF = 23, *F* = 1.14 and *P* = 0.3565 for *Ythdc1*; *F* = 4.49 and *P* = 0.0145 for *Ythdc2*; *F* = 18.81 and *P* < 0.0001 for *Ythdf1*; *F* = 29.71 and *P* < 0.0001 for *Ythdf2*; *F* = 2.15 and *P* = 0.1259 for *Ythdf3*; *F* = 28.11 and *P* < 0.0001 for *Igf2bp1*; *F* = 1.46 and *P* = 0.2566 for *Igf2bp2*; *F* = 3.71 and *P* = 0.02858 for *Igf2bp3*. **e**, **f** Testicular YTHDF1, YTHDF2 and IGF2BP1 protein expressions were detected by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 26.49 and *P* < 0.0001 for YTHDF1; *F* = 22.44 and *P* <0.0001 for YTHDF2; *F* = 23.94 and *P* < 0.0001 for IGF2BP1. **g** The four m6A modification sites in *Wt1* mRNA were predicted by online tool SRAMP. **h** *Wt1* site1 m6A level was measured by MeRIP-qPCR. *n* = 6 mice, DOF = 23, *F* = 34.76, *P* < 0.0001. n.s. not significant. *P < 0.05; **P < 0.01. In regard to Fig. 6a, c, d, f, h, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Environmental stress decreases *Wt1* stability in an m6A-dependent manner in Sertoli cells

To verify the m6A modification regulation for environmental stress-downregulated *Wt1* mRNA, testicular Sertoli cells were selected for further experiments. As shown in Supplementary Fig. 7a, the dosage of Cd (20 μM) was selected based on a MTT assay. Supplementary Fig. 7b presented that the total m6A level was elevated in Sertoli cells after exposure to Cd. Additionally, METTL3 protein expression was upregulated, while IGF2BP1 and WT1 proteins expression were downregulated in Cd-treated Sertoli cells (Supplementary Figs. 7c–f). Figure 7a, b showed that *Wt1* mRNA level was reduced, and *Wt1* site1 m6A level was augmented in Cd-treated Sertoli cells. To determine whether Cd downregulated the expression of *Wt1* mRNA through the methylated site1, luciferase reporters containing mutant (MUT) or wild-type (WT) *Wt1* were constructed. As presented in Fig. 7c, the modification of m6A was abrogated in MUT *Wt1*, due to the replacement of adenine (A) by thymine (T) in consensus sequences (RRACH). Compared with the WT sequence, the MUT sequence markedly reversed Cd-reduced *Wt1* level in Sertoli cells (Fig. 7d). Further studies found *Mettl3* siRNA (siR) pretreatment markedly restored Cd-elevated *Wt1* site1 m6A level, and reversed Cd-lowered WT1 protein and mRNA level in Sertoli cells (Fig. 7e–h). *Mettl3* siR obviously alleviated Cd-augmented the rate of *Wt1* mRNA degradation in actinomycin D-treated Sertoli cells (Fig. 7i). In the present experiment, *Igf2bp1* siR was further performed on Cd-treated Sertoli cells. The results presented that *Igf2bp1* siR exacerbated Cd-decreased WT1 protein level in Sertoli cells (Fig. 7j, k). Additionally, *Igf2bp1* siR markedly aggravated Cd-increased the rate of *Wt1* mRNA degradation in Sertoli cells (Fig. 7m). The IGF2BP1-RIP assay confirmed that the binding capacity of IGF2BP1 to *Wt1* mRNA was decreased after Cd exposure (Fig. 7n). Thus, the above results indicate that Cd induces the reduction of *Wt1* stability in an m6A-dependent manner.

**Fig. 7:**
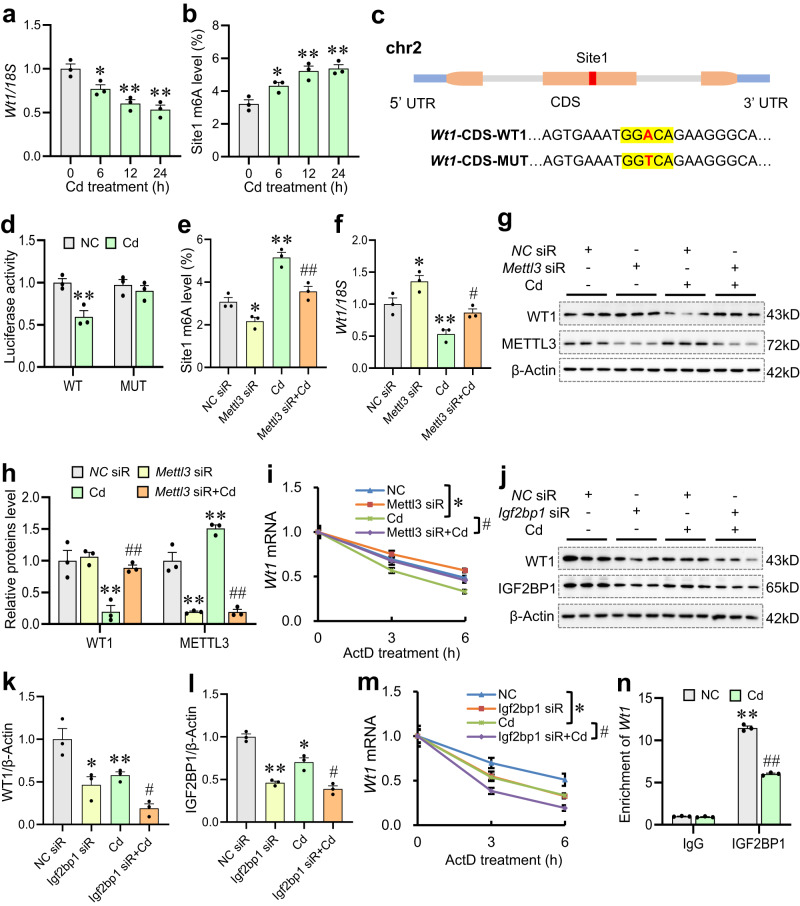
Environmental stress decreases *Wt1* stability in an m6A-dependent manner in Sertoli cells. **a**, **b** Treatment of TM4 cells with CdCl_2_ (20 μM) for 0, 6, 12 or 24 h. **a** Cellular *Wt1* mRNA expression was detected by RT-qPCR. *n* = 3 biologically independent samples, DOF = 11, *F* = 17.24, *P* = 0.0007. **b** *Wt1* site1 m6A level was measured using MeRIP-qPCR. *n* = 3 biologically independent samples, DOF = 11, *F* = 15.54, *P* = 0.0011. **c** Schematic representation of m6A motif and mutation position in CDS within *Wt1* mRNA were presented. **d** The luciferase activities of the mutant and wild-type *Wt1*-CDS were measured after Cd exposure by luciferase reporter assay. *n* = 3 biologically independent samples, DOF = 11, *F* = 8.79, *P* = 0.0065. **e**–**h** Treatment of TM4 cells with CdCl_2_ for 24 h after *Mettl3* siR. **e** *Wt1* site1 m6A level was detected. *n* = 3 biologically independent samples, DOF = 11, *F* = 33.43, *P* < 0.0001. **f** *Wt1* mRNA expression was measured. *n* = 3 biologically independent samples, DOF = 11, *P* = 0.0006, *F* = 18.46. **g**, **h** WT1 and METTL3 protein levels were detected via immunoblotting. *n* = 3 biologically independent samples, DOF = 11, *F* = 15.21 and *P* = 0.0011 for WT1; *F* = 78.05 and *P* < 0.0001 for METTL3. **i** *Wt1* mRNA level was measured after treating with ActD for 3 or 6 h using RT-qPCR. *n* = 3 biologically independent samples, *F* = 8.00, *P* = 0.0001. **j**–**l** Treatment of TM4 cells with CdCl_2_ for 24 h in the within or without of *Igf2bp1* siR. WT1 and IGF2BP1 protein levels were detected via immunoblotting. *n* = 3 biologically independent samples, DOF = 11, *F* = 22.13 and *P* = 0.0003 for WT1; *F* = 10.07 and *P* = 0.0043 for IGF2BP1. **m** *Wt1* mRNA level was detected after treating with ActD for 3 or 6 h using RT-qPCR. *n* = 3 biologically independent samples, *F* = 5.04, *P* = 0.0051. **n** The binding ability of IGF2BP1 and *Wt1* was evaluated after Cd exposure by RIP assays. *n* = 3 biologically independent samples, DOF = 11, *F* = 75.36, *P* < 0.0001. *P < 0.05; **P < 0.01 vs NC. ^#^*P* < 0.05; ^##^*P* < 0.01 vs Cd. In regard to Fig. 7a, b, d–f, h, k–l, n, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. In regard to Fig. 7i, m, statistical significance was evaluated by two-sided two-way *ANOVA*. Data are presented as mean ± SEM. Source data are provided with this paper.

### Multigenerational paternal HFD progressively increases m6A level and downregulates *Wt1* mRNA expression in paternal sperm

The effects of paternal HFD exposure on m6A modification in paternal sperm were investigated. As displayed in Fig. 8a, the gradual increases of m6A modification level were observed in paternal sperm with the increase of HFD generation. Figure 8b showed that sperm *Mettl3* mRNA expression was evidently upregulated in HFD group, which was further upregulated in HFD1 + HFD group. 

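Sperm RNA was hybridized to 6 arrays, 3 from the NC group and 3 from the HFD group, with one array per sample. The males had been fed normal chow or a diet with 60% fat for 10 weeks, from 5 to 15 weeks of age. The deposited sample labels give an age of 10 weeks, whereas the paper gives 15 weeks. On each array, RNA bound by the anti-m6A antibody (IP) was read in the Cy5 channel and RNA left in the supernatant (Sup) in the Cy3 channel. Each array carries 62976 spots, of which 61537 are not control spots, and the probes tested for RNA were drawn from 60706 distinct probe IDs. Apart from 50 Agilent probes that carry a database accession, the files pair these IDs with no gene, transcript or RNA class. The counts below are therefore counts of probes for mRNA and lncRNA together.

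The authors deposited the scanner software's output for every array. Its processed intensities, used here, were already corrected for background and equalized between the dyes within each array. From these, the log2 IP and Sup intensities of each array were reduced by the mean log2 intensity of the spike-in probes in the same channel. The m6A level of a probe was taken as IP/(IP+Sup) and its expression as IP+Sup. HFD was compared with NC by limma's test on the log2 values. The thresholds were those of the paper, a fold change over 1.5 and an unadjusted p under 0.05. The m6A level has an upper limit, so a probe with a high level in NC cannot rise 1.5-fold, while any level can fall that far. A probe was tested if it was well above background in at least 1 channel on at least 3 of the 6 arrays, which left 30224 probes, or 49.8% of the IDs. The share of spots well above background was lowest on NC 1, with 28.6% in the IP channel and 35.4% in the Sup channel. It was highest on HFD 3, with 55.3% in the IP channel and 50.4% in the Sup channel, and HFD 3 was scanned apart from the other arrays. Leaving that array out is the only way to separate the scan from the diet here. The number of arrays limits the precision of every value, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.10.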

The MeRIP-microarray of sperm was then investigated in NC and HFD groups. GO and KEGG analysis suggest that hyper-methylated mRNAs were involved in multiple biological processes, including the “reproductive process”, “gamete generation” and “spermatogenesis” (Fig. 8c, d). Furthermore, the sperm RNA-microarray revealed that 662 mRNAs increased and 530 mRNAs decreased after HFD consumption (Fig. 8e). 

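Under the spike-in normalization, 913 probes had a higher m6A level in HFD than in NC and 116 had a lower one. No probe passed a Benjamini-Hochberg adjusted p of 0.05 in limma's test, while 1743 of the 30224 probes had an unadjusted p under 0.05. On 745 of the hyper-methylated probes and 94 of the hypo-methylated probes, the 3 HFD arrays lay apart from the 3 NC arrays. Over all tested probes, the HFD arrays lay above the NC arrays on 10.6% and below them on 1.20%, where chance gives 5% in each direction. On the median intensities without background correction, which were also not equalized between the dyes, 25 probes were hyper-methylated and 9 hypo-methylated. With background correction of the same intensities by normexp, the counts were 4 and 6. On the processed intensities with IP alone as the m6A measure, they were 4834 and 330. Centring each channel on its median gave 235 and 213. Without NC 1 there were 560 hyper-methylated probes, without NC 2 there were 2508, and without NC 3 there were 1734. Without HFD 3 there were 611 hyper-methylated and 202 hypo-methylated probes.

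The probe with the largest rise in m6A level among those with separate groups, ASMM10EP3A100132869, went from 7.54% ± 3.08 (SD, n = 3) in NC to 65.7% ± 5.54 (SD, n = 3) in HFD. Its log2 fold change was 3.22 (standard error 0.34, adjusted p = 0.49 from limma's test with Benjamini-Hochberg adjustment). Its IP signal was well above background on 5 of the 6 arrays and its Sup signal on 4. Its IP+Sup fell, as given with the shared probes below, so most of the rise reflects a lower Sup signal. ASMM10EP3A115741140 had the largest fall, from 17.3% ± 4.90 (SD, n = 3) to 7.15% ± 4.14 (SD, n = 3), a log2 fold change of -1.50 (standard error 0.56, adjusted p = 0.78 from the same test). Its IP signal was well above background on 1 of the 6 arrays.

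The median m6A level over the tested probes was 40.3% ± 6.02 (SD, n = 3) in NC and 44.9% ± 1.31 (SD, n = 3) in HFD, which the spread between the arrays does not separate (exact permutation test, two-sided, p = 0.20). Because the processed intensities were equalized between the dyes, this median level largely mirrors the spike-in IP/Sup of each array. Without NC 1, the difference went from 4.61 to 1.20 percentage points. Gene ontology and KEGG pathways of tested probes are not analysed here, because the files pair all but the 50 Agilent probes with no genes. From the pathways of the hyper-methylated mRNAs, the paper proposes their involvement in reproduction and spermatogenesis (Fig. 8c, d).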

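With expression taken as IP+Sup, 3406 probes were higher in HFD and 555 were lower at the thresholds of the paper. After Benjamini-Hochberg adjustment, 1 probe had an adjusted p under 0.05 in limma's test and it fell, against 6396 probes with an unadjusted p under 0.05. The 3 HFD arrays lay apart from the 3 NC arrays on 2551 of the upregulated and 437 of the downregulated probes. Over all tested probes, the HFD arrays lay above the NC arrays on 20.4% and below them on 4.55%. The median log2 fold change over all tested probes was 0.18, so the excess of upregulated probes is relative to the spike-in probes. Relative to the median of each channel, 1637 probes were higher and 1185 lower. With Sup alone as the expression measure, 1933 probes were higher and 937 lower. Without HFD 1, 2054 probes were higher. Without HFD 3, 4718 were higher and 763 lower.

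Among probes with separate groups, ASMM10EP3A100009429 rose most, with a log2 fold change of 2.46 (standard error 0.44, adjusted p = 0.093 from limma's test). Its Sup signal was well above background on 1 of the 6 arrays. The largest fall was that of ASMM10EP3A100156277, with a log2 fold change of -4.07 (standard error 0.89, adjusted p = 0.10 from the same test). Its log2 expression varied widely among the NC arrays, -1.16 ± 2.25 (SD, n = 3), and was -5.24 ± 0.25 (SD, n = 3) in HFD. Its IP signal was well above background on 3 of the 6 arrays and its Sup signal on 2, so the size of this fall is uncertain.

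**Figure D1:**
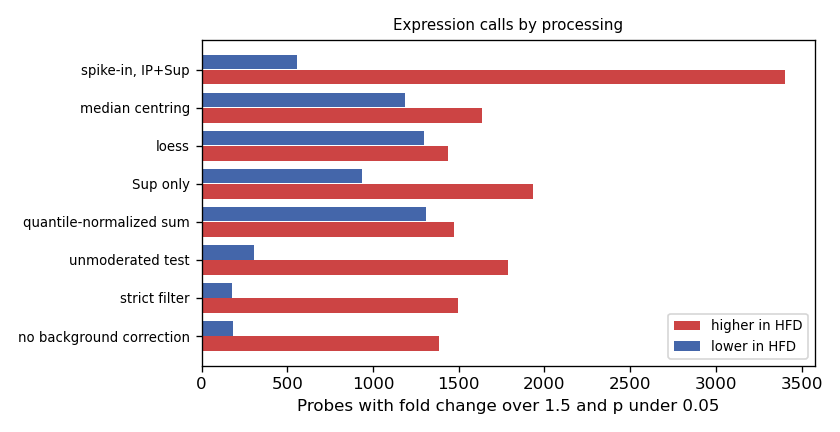
Number of probes past the thresholds in expression (x axis) under a selection of the processing settings (y axis), with red bars for probes higher in HFD and blue bars for probes lower in HFD. Among the settings drawn, the number of higher probes was 3406 under the spike-in normalization with IP+Sup and 1437 under loess, and the number of lower probes was 555 and 1298.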

The intersection between hyper-methylated mRNAs and downregulated mRNAs was identified. 

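The hyper-methylated and the downregulated probes shared 36 probes, where independent calls would share 16.8. The odds ratio was 2.28 (95% confidence interval from 1.57 to 3.22, Fisher's exact test over the 30224 tested probes, which are not independent replicates). In 100 simulated sets of arrays without any group difference, in which both measures again came from the same 2 channels, the odds ratio was 7.22, with noise simulated independently for each probe. The 9 other splits of the 6 arrays into groups of 3 were taken in both directions. Their odds ratio ranged from 0 to 15.0 with a median of 3.05, and was at least 2.28 in 12 of 18 cases. The highest ratio rested on 4 shared probes and the lowest on 0, so these ratios are imprecise. On 22 of the 36 probes shared under the real grouping, the 3 HFD arrays lay apart from the 3 NC arrays in both measures. The shared count was 110 when Sup alone was the expression measure, and 1 when IP alone was the m6A measure. It was 16 without NC 1, 120 without NC 2 and 23 without HFD 2. One shared probe, ASMM10EP3A100132869, was also the only probe with an adjusted p under 0.05 in expression, with a log2 fold change of -2.80 (standard error 0.20, adjusted p = 0.0069 from limma's test). Its IP signal was well above background on 5 arrays and its Sup signal on 4. A lower Sup signal accounts for most of both its rise in m6A level and its fall in expression. The files do not say which probe measures Wt1, so its values are not analysed here. The paper, which had already studied Wt1 in the testes of offspring, reports Wt1 among the shared mRNAs of its own calls. It also reports lower Wt1 mRNA in sperm by qPCR (Fig. 8h).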

As shown in Fig. 8f, g, 72 overlapped mRNAs were found, and *Wt1* was one of them. The qPCR results confirmed that *Wt1* mRNA expression was progressively downregulated in the sperm with the increase of HFD generation (Fig. 8h). Overall, these results suggest that multigenerational paternal HFD progressively increases m6A level and downregulates *Wt1* mRNA expression in paternal sperm.

**Fig. 8:**
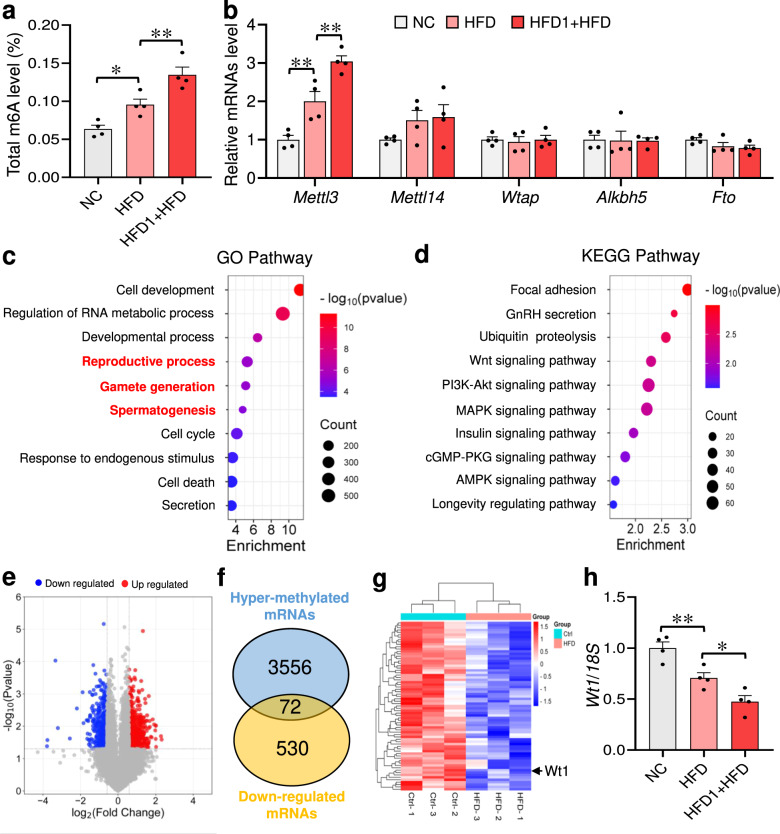
Multigenerational paternal HFD progressively increases m6A level and downregulates *Wt1* mRNA expression in paternal sperm. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with normal female to breed F1 generation. Similarly, partial F1 generation male mice continued to be fed HFD for 10 weeks. Sperm were collected for MeRIP-microarray and RNA-microarray. **a** The total RNA m6A level of sperm was measured. *n* = 4 mice, DOF = 11, *F* = 20.97, *P* = 0.0004. **b** Sperm *Mettl3*, *Mettl14*, *Wtap*, *Alkbh5* and *Fto* mRNA levels were tested using RT-PCR. *n* = 4 mice, DOF = 11, *F* = 31.58 and *P* < 0.0001 for *Mettl3*; *F* = 1.77 and *P* = 0.2242 for *Mettl14*; *F* = 0.10 and *P* = 0.9066 for *Wtap*; *F* = 0.01 and *P* = 0.9926 for *Alkbh5*; *F* = 2.13 and *P* = 0.1750 for *Fto*. **c**, **d** GO and KEGG enrichment analysis of hyper-methylated mRNAs in sperm. **e** The distribution of differentially expressed mRNAs in sperm were presented. **f** Hyper-methylated mRNAs and down-regulated mRNAs in sperm were intersected. **g** Heatmap of overlapping mRNAs in sperm was depicted. **h** Sperm *Wt1* mRNA expression was tested using RT-qPCR. *n* = 4 mice, DOF = 11, *F* = 21.19, *P* = 0.0004. *P < 0.05. In regard to Fig. 8a, b, h, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Paternal HFD enhances testicular *Wt1* downregulation and spermatogenesis disorder in offspring via increasing METTL3-mediated paternal sperm m6A level

To further investigate the effect of reduced sperm m6A level on paternal HFD-impaired spermatogenesis in offspring, F0 generation male mice were treated with STM2457, a specific inhibitor of METTL3 activity. Results presented that the sperm count was reduced in HFD1D group, and the above effect was significantly restored after STM2457 treatment (Fig. 9a–c). As shown in Fig. 9d–f, the decreased protein and mRNA levels of *Wt1* in HFD1D testes were markedly reversed after STM2457 treatment. In addition, STM2457 treatment evidently restored HFD1D-increased the levels of *Wt1* site1 m6A and METTL3 protein in offspring testes (Fig. 9g–i). Further studies found that STM2457 treatment markedly attenuated HFD-increased m6A and *Mettl3* mRNA levels in paternal sperm (Fig. 9j, k). Furthermore, the decreased sperm level of *Wt1* mRNA in HFD group was also reversed after STM2457 treatment (Fig. 9k). The above results collectively demonstrate that paternal HFD aggravates Cd-induced testicular *Wt1* downregulation and spermatogenesis disorder in offspring via increasing METTL3-mediated paternal sperm m6A level.

**Fig. 9:**
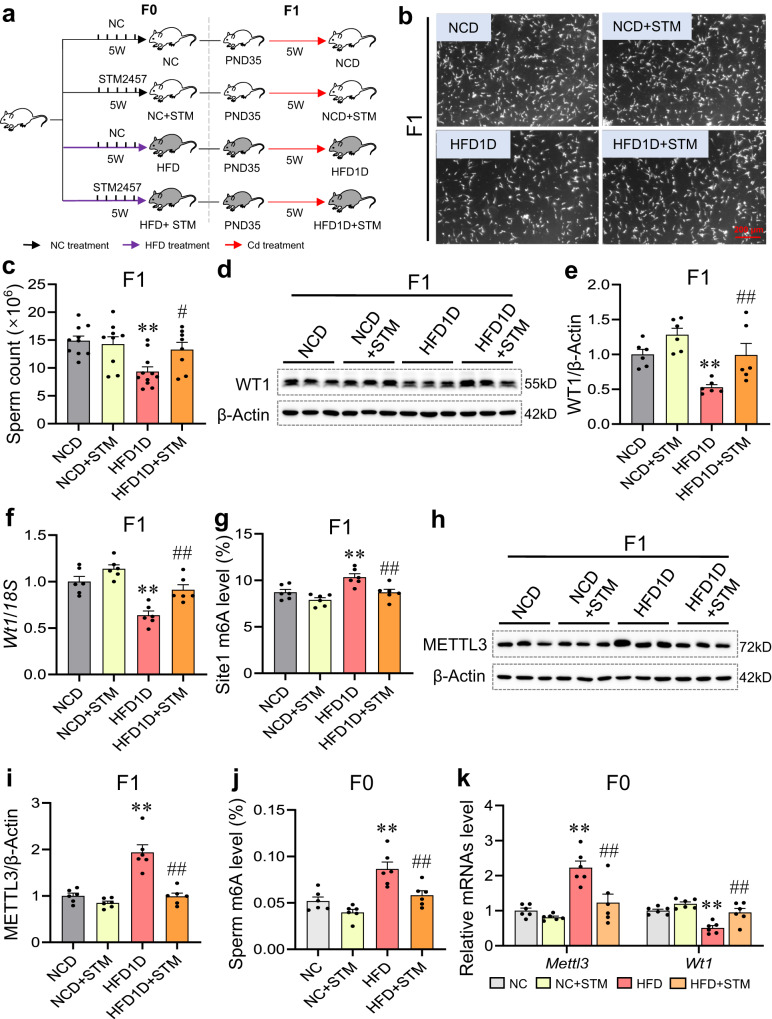
Paternal HFD enhances testicular *Wt1* downregulation and spermatogenesis disorder in offspring via increasing METTL3-mediated paternal sperm m6A level. F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and treated with STM2457 once a week from 10 weeks to 15 weeks old. F1 generation male mice were exposed to CdCl_2_ from 5 weeks to 10 weeks old, and named NCD, NCD + STM, HFD1D or HFD1D + STM group, respectively. **a** Experimental design flowchart. **b**, **c** Epididymal sperm counts were measured. *n* = 10 mice for NCD group; *n* = 9 mice for NCD + STM group; *n* = 11 mice for HFD1D group; *n* = 8 mice for HFD1D + STM group; DOF = 37, *F* = 6.10, *P* = 0.0020. **d**, **e** Testicular WT1 protein expression was measured by immunoblotting. *n* = 6 mice, DOF = 23, *F* = 8.94, *P* = 0.0006. **f** The mRNA level of testicular *Wt1* was detected. *n* = 6 mice, DOF = 23, *F* = 17.81, *P* < 0.0001. **g** Testicular *Wt1* site1 m6A level was measured by MeRIP-qPCR. *n* = 6 mice, DOF = 23, *F* = 10.20, *P* = 0.0003. **h**, **i** The protein level of testicular METTL3 was measured. *n* = 6 mice, DOF = 23, *F* = 27.16, *P* < 0.0001. **j** Sperm total RNA m6A level was tested. *n* = 6 mice, DOF = 23, *F* = 14.33, *P* < 0.0001. **k** Sperm *Mettl3* and *Wt1* mRNA level were detected by RT-qPCR. *n* = 6 mice, DOF = 24, *F* = 15.51 and *P* < 0.0001 for *Mettl3*; *F* = 14.90 and *P* < 0.0001 for *Wt1*. *P < 0.05; **P < 0.01 vs NCD. ^#^*P* < 0.05; ^##^*P* < 0.01 vs HFD1D. In regard to Fig. 9c, e–g, i–k, statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as mean ± SEM. Source data are provided with this paper.

### Elevated sperm m6A level and decreased sperm concentration is observed in donors who were overweight or obese

The effects of paternal single- or double-generation HFD exposure on sperm and testicular parameters, retinoic acid level, WT1 and METTL3 expression in offspring mice were investigated. Analogously, the gradual reduction in sperm count, the impairment in testicular germ cell development, the inhibition in retinoic acid synthesis, the downregulation in WT1 expression, the upregulation in METTL3 expression and the elevation in m6A level were observed in offspring testes with the increase of HFD generation (Supplementary Figs. 8–10). To further verify the relationship among sperm m6A level, sperm concentration and BMI, a case-control study was established. As presented in Fig. 10a, b, the BMI of the case group was higher than that of the control group, but the sperm concentration was lower. Figure 10c showed that sperm m6A levels were elevated in the case group compared to the control group. The correlations of sperm m6A level and BMI or sperm concentration were further analyzed. The positive association was observed between sperm m6A level and BMI (*r* = 0.57, *P* < 0.01; Fig. 10e). The negative correlation was also observed between sperm m6A level and sperm concentration (*r* = −0.51, *P* < 0.01; Fig. 10f). In addition, restricted cubic splines were used to describe the nonlinear correlation among sperm concentration, BMI and sperm m6A level. As shown in Supplementary Figs. 11a–c, a linear relationship was observed between the three sets of data (*P* for overall <0.001, and *P* for nonlinearå 0.05). The above results suggest that elevated sperm m6A level and decreased sperm concentration is observed in donors who were overweight or obese.

**Fig. 10:**
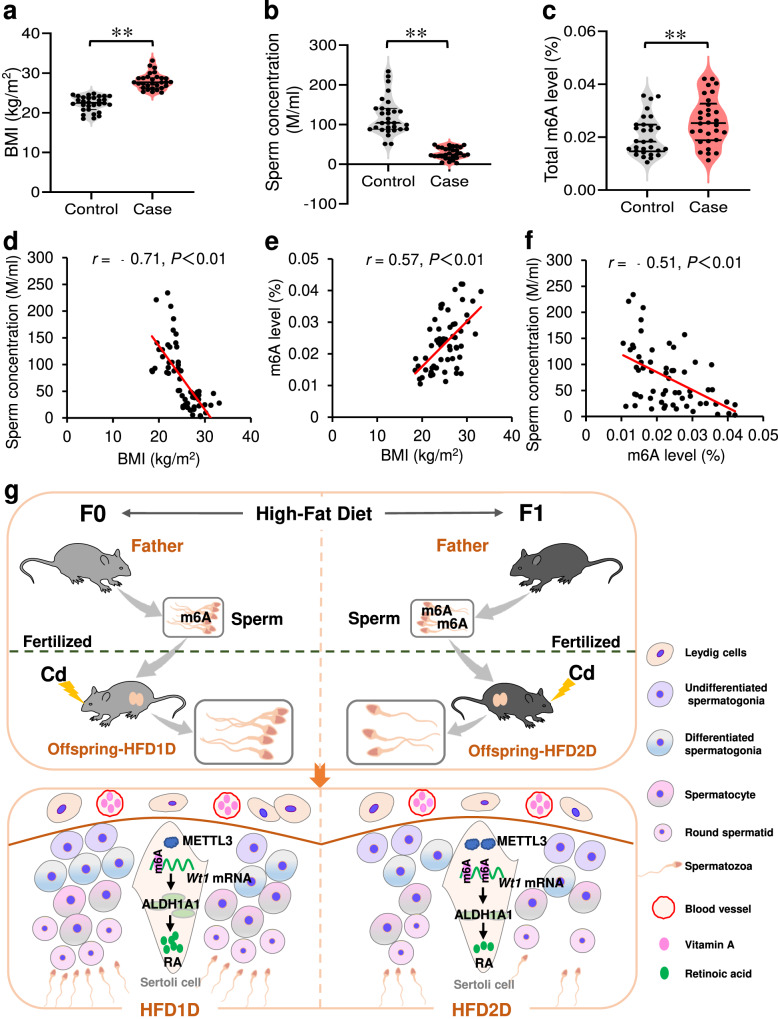
Elevated sperm m6A level and decreased sperm concentration is observed in donors who were overweight or obese. After removal of smoking or alcohol drinking donors, 30 pairs of cases with overweight/obesity and corresponding controls were obtained by matching age. **a** BMI. *n* = 30 human sperm, *t* = −11.20, *P* < 0.0001. Two-tailed *t* test was used to analyze the differences. **b** Sperm concentration. *n* = 30 human sperm, *t* = 10.50, *P* < 0.0001. Two-tailed *t* test was used to analyze the differences. **c** Sperm m6A level. *n* = 30 human sperm, *t* = −2.74, *P* = 0.0083. Two-tailed *t* test was used to analyze the differences. **d** The association between sperm concentration and BMI. **e** The association between sperm m6A level and BMI. **f** The association between sperm m6A level and sperm concentration. **g** Graphical abstract. **P < 0.01. Source data are provided with this paper.

## Discussion

A substantial body of evidence showed that early-life exposure to adverse factors impaired the reproductive development of male offspring^23,24^. Nevertheless, the intergenerational effects of paternal HFD exposure on susceptibility to spermatogenesis disorders in offspring is unknown. The present study revealed that fertility rate and sperm count were progressively reduced in the offspring with the increase of HFD generation. Additionally, mature testicular seminiferous tubules were progressively reduced in the offspring over generations of HFD plus Cd stress. Normal development of testicular germ cells is the premise for spermatogenesis, involving spermatogonia proliferation and differentiation, spermatocyte meiosis and spermatid deformation and elongation^25,26^. This study found that multigenerational paternal HFD persistently lowered testicular weight and testicular germ cell marker in offspring. During successive generations of HFD with Cd stress, offspring testes were progressively depleted of differentiating spermatogonia, spermatocytes, round spermatids, and elongated spermatids. In line with our findings, previous study found that paternal exposure to HFD decreased sperm count and motility in F1 offspring^9^. Taken together these findings suggest that multigenerational paternal HFD enhances susceptibility to testicular spermatogenesis disorder and germ cells impairment in their offspring.

Retinoic acid (RA), a retinol metabolite, plays a crucial role in testicular germ cells development and spermatogenesis^27,28^. In this study, the results of transcriptome sequencing suggested that downregulated mRNAs were related to retinol metabolism. The experimental results showed that multigenerational paternal HFD reduced the level of RA in offspring testes. Analogously, previous studies found that spermatogonia differentiation was blocked in rodents with RA deficiency, whereas normal spermatogenesis could be restored after RA supplementation^29,30^. In the testis, RA synthesis requires a two-step oxidative dehydrogenation reaction. The first step occurs under the action of retinol dehydrogenase RDH10 to form the retinal. Then, the retinal layer is further oxidized to RA by the retinal dehydrogenases ALDH1A1, ALDH1A2 and ALDH1A3^31,32^. Our results demonstrated that the gradual reductions in the level of *Aldh1a1*, *Aldh1a2*, and *Aldh1a3* were observed in offspring testes over generations of HFD plus Cd stress. During the development of testicular germ cells, RA regulates the expression of its downstream target gene *Stra8* by binding to its receptor RARα^33^. The present study showed that RARα and STRA8 levels were progressively reduced in offspring with increasing HFD generation. In the context of Cd-impaired germ cell formation, multigenerational paternal HFD progressively diminishes the expression of retinal dehydrogenases.

Multiple transcription factors regulate the expression of *Aldh1a1*, *Aldh1a2* and *Aldh1a3*^34,35^. In this study, we discovered that WT1 has the highest score of any predicted transcription factor in the ChEA3 database. WT1 is located in Sertoli cells and participates in testicular development and steroidogenesis^36–38^. The current study found that multigenerational paternal HFD progressively reduced the mRNA and protein level of WT1 in offspring testes. Additionally, *Wt1* overexpression markedly reversed HFD1D-reduced sperm number, attenuated HFD1D-downregulated RARα and STRA8 expression, restored HFD1D-decreased RA and ALDH1A1 levels in offspring testes. An earlier study discovered that Sertoli cells *Wt1* knockout resulted in abnormal germ cell differentiation and meiosis in mouse testes^39^. Overall, the above results indicate that multigenerational paternal HFD progressively aggravates Cd-impaired testicular RA synthesis and spermatogenesis by inhibiting the *Wt1* mRNA expression.

Methylases (METTL3 and METTL14) and demethylases (ALKBH5 and FTO) regulate the balance of m6A in mammal^40–42^. m6A modification participates in the processes of testicular development and spermatogenesis^43,44^. This study found that multigenerational paternal HFD progressively exacerbated Cd-increased METTL3 and m6A in offspring testes. The results of the double luciferase reporter showed that Cd decreased the expression of *Wt1* mRNA by methylating modificatory site1. Furthermore, *Mettl3* siR effectively reversed the Cd-induced increase in the m6A level at *Wt1* site 1, alleviated the Cd-induced downregulation of *Wt1* in Sertoli cells. Reading proteins determine the function and fate of m6A-modified transcripts^45,46^. The present study found that YTHDF1 and IGF2BP1 were progressively downregulated, while YTHDF2 expression was upregulated in offspring testes with the increase of HFD generation. However, the prediction showed that only IGF2BP1 had binding effects on *Wt1* mRNA through the ENCORI database. IGF2BP1 was reported to maintain the stability of m6A-modified transcripts^47–49^. Our results showed that *Igf2bp1* siR markedly exacerbated Cd-induced degradation rate of *Wt1* mRNA in actinomycin D-treated Sertoli cells. The IGF2BP1-RIP assay confirmed that the binding ability of IGF2BP1 to *Wt1* mRNA was decreased after Cd exposure. These results suggest that multigenerational paternal HFD aggravates Cd-induced reduction of *Wt1* stability in an m6A-dependent manner in offspring testes.

Paternally acquired phenotypes are transmitted through sperm to offspring^19,50^. Previous studies found that paternal exposure to harmful factors impaired the health of their offspring by altering sperm DNA methylation and histone modification^51–53^. However, few studies have explored the role of sperm m6A modification in the transmission of paternal-inherited diseases. We found that *Mettl3* mRNA and m6A modification levels in sperm were progressively elevated with the increase of paternal HFD generation. The MeRIP-microarray results showed that hypermethylated mRNAs were involved in multiple biological processes, including the “reproductive process”, the “gamete generation” and the “spermatogenesis”. Further experiments presented that paternal STM2457 treatment evidently restored HFD1D-reduced sperm count and *Wt1* level, reversed HFD1D-increased *Wt1* site1 m6A and METTL3 levels in offspring testes. An earlier study found that an increase in m6A modification in human sperm was associated with morbidity of asthenozoospermia^54^. In our case-control study, the elevated sperm m6A level and decreased sperm concentration was observed in donors with overweight/obesity. As thus, the above results suggest that multigenerational paternal HFD progressively aggravates Cd-induced testicular *Wt1* downregulation and spermatogenesis disorder in offspring via METTL3-mediated sperm m6A.

In conclusion, our results suggest that multigenerational paternal obesity progressively enhances the susceptibility to spermatogenesis disorders in male offspring via downregulating *Wt1* mRNA expression, and METTL3-mediated sperm m6A modification is involved in paternal HFD-induced a decrease of *Wt1* mRNA stability in offspring testes (Fig. 10g). As result of these findings, it opens an avenue for mechanistic exploration of paternally acquired male subfertility and intergenerational transmission, including m6A modification and *Wt1* expression. Among them, sperm m6A modification may be one of the genetic markers for early screening of paternally acquired male subfertility.

## Methods

### Ethics

All animal treatments were approved by the Laboratory Animal Ethics Committee of Anhui Medical University (ethical approval number: LLSC20220640 and LLSC20190297). The case-control study design complied with all relevant regulations regarding the use of human study participants and was conducted in accordance to the criteria set by the Declaration of Helsinki. This was approved by the Clinical Medical Research Ethics Review Committee of the First Affiliated Hospital of Anhui Medical University (ethical approval number: PJ2023-04-12) and obtained informed consent from the donor.

### Animal treatments

The C57BL/6 N mice were provided by Beijing Vital River Laboratory Animal Technology Co., Ltd (Beijing, China). All animals were accustomed to standard conditions (20–25 °C environment temperature, 50–60% air humidity and 12-h light/dark cycle) for a week. The purified control feed (TP23302) and 60% fat high-fat feed (TP23300) were acquired from Trophic Animal Feed High-Tech Co., Ltd (Nantong, China). In the different generations, 8 to 11 pregnant mice were obtained in each group after mating with different male mice, and the balances of sexes between pups (male: female, 3: 3) were performed on postnatal day (PND) 1. At PND28, one male mouse from each litter was selected. For euthanasia, all mice were injected intraperitoneally with 2,2,2-tribromoe-thanol (250 mg/kg), and then cervical dislocation was executed under anesthesia.

Experiment 1. The experimental design used to investigate the susceptibility to spermatogenesis disorders in the offspring of fathers stressed by multigenerational HFD is shown in Fig. 1a. Briefly, 20 F0 generation male mice were fed with HFD or normal chow (NC) from 5 weeks to 15 weeks old, and then mated with normal female mice to breed F1 generation. After mating, 10 pregnant mice were obtained in each group. Similarly, 10 F1 generation male mice (whose fathers were exposed to HFD) from different litter continued to be fed HFD for 10 weeks, and mated with normal females to breed F2 generation. Then, 10 male mice from each group of F1 and F2 generations were exposed to CdCl_2_ (0 or 100 mg/L) by drinking water for 10 weeks, and named NC (normal control), NCD (the offspring were treated with Cd after paternal treatment with normal chow), HFD1D (the offspring were treated with Cd after paternal exposure to one-generational HFD) or HFD2D (the offspring were treated with Cd after paternal exposure to bi-generational HFD) groups, respectively. Cd, a well-known reproductive toxicant, impairs testicular development and spermatogenesis. Population-based studies found that Cd concentrations in blood and semen were negatively correlated with sperm quality^55,56^. A series of animal experiments also confirmed that Cd exposure impaired testicular development and reduced sperm count in mice^18,57^. Here, Cd was used as an inducer of reproductive toxicity to induce spermatogenesis disorders in mice. It’s well-known that Cd exposure impairs testicular spermatogenesis mainly via the dose of internal exposure. In the present study, the dosage of 100 mg/L CdCl_2_ was chosen according to the internal exposure level in population studies and previous research^18,58^. Our pervious study showed the sera Cd concentration when mice were exposed to CdCl_2_ (100 mg/L) through drinking water was close to the blood Cd of patients with low semen quality and was related to Cd level of human in severe Cd-contaminated areas and smokers^58,59^. Meanwhile, single- and double-generations of HFD-fed fathers named HFD and HFD1 + HFD group, and their offspring named HFD1 and HFD2 group, were created. Euthanasia was performed in all groups at 15 weeks of age. The testes, epididymal sperm and serum from mice were obtained for further analysis.

Experiment 2. The experimental design used to explore the effect of WT1 overexpression on multigenerational paternal HFD-enhanced susceptibility to spermatogenesis disorders in offspring, as presented in Fig. 5a. In summary, F0 generation male mice were fed with HFD or NC from 5 weeks to 15 weeks old, and mated with normal female mice to breed F1 generation. After mating, 9 pregnant mice were obtained in each group. At PND35, 9 F1 generation mice from each group overexpressed WT1 or NC by local testicular injection of adeno-associated virus 9 (AAV9). After injection of AAV9-*Wt1* or *NC*, mice were exposed to CdCl_2_ for 10 weeks, and named the NCD, NCD + WT1, HFD1D or HFD1D + WT1 group, respectively. All mice were euthanized at 15 weeks of age. Mouse epididymal sperm and testes were obtained.

Experiment 3. To investigate the effect of reduced sperm m6A level on paternal HFD-inhibited testicular WT1 expression and spermatogenesis in offspring, F0 generation male mice were treated with STM2457 by local testicular injection. As shown in Fig. 9a, F0 generation male mice were fed with HFD or NC from 5 weeks to 15 weeks old, and treated with STM2457 once a week from 10 weeks to 15 weeks old. After mating, 8–11 pregnant mice were obtained in each group. Then, 8–11 F1 generation male mice from each group were exposed to CdCl_2_ from 5 weeks to 10 weeks old, and named NCD, NCD + STM, HFD1D or HFD1D + STM group, respectively. Mouse serum, epididymal sperm and testes were obtained for further analysis.

### Case-control study

To investigate the effect of overweight/obesity on sperm m6A levels, a case-control study was established. A total of 428 human sperm were obtained from the reproductive medicine center of the First Affiliated Hospital of Anhui Medical University with the donor’s informed consent. After removal of smoking or alcohol drinking donors, 168 sperm samples were available. Finally, 30 pairs of cases with overweight/obesity and corresponding controls were obtained by matching age. Semen specimens were centrifuged at 600 g for 10 min to remove seminal plasma. After PBS resuspension, sperm were incubated in somatic cell lysate (0.5% Triton X and 0.1% sodium dodecyl sulfate in nuclease-free water) at 4 °C for 10 min to remove somatic cells. After washing, sperm pellets were collected for m6A detection.

### Cell culture

TM4 cells, the normal mouse testicular Sertoli cell lines, were from the Cell Bank of the Chinese Academy of Sciences (catalog number: GNM41). TM4 cells were cultured using DMEM/F-12 medium and supplemented with 5% horse serum, 2.5% fetal bovine serum, and 1% penicillin-streptomycin solution. To determine the dose of Cd-impaired TM4 cell growth, cells were exposed to CdCl_2_ at different concentrations, and cell viability was detected by the MTT assay at different time points. To investigate the effects of Cd exposure on WT1 expression and m6A modification level, TM4 cells were exposure to CdCl_2_ for 0–24 h. To investigate the effect of *Mettl3* or *Igf2bp1* siR on Cd-downregulated WT1 expression, cells were exposure to CdCl_2_ for 24 h after *Mettl3* or *Igf2bp1* siR treatment. To determine whether Cd downregulated *Wt1* mRNA expression by methylating site1, cells were exposure to CdCl_2_ for 24 h after wild type (WT)-*Wt1* or mutant (MUT)-*Wt1* plasmids treatment.

### Fertility test

For fertility rate, one male mouse was mated with two female mice at night, and vaginal plug were checked in the next morning. The number of fertile male mice was recorded and divided by the total number of male mice to calculate the fertility rate of each group on that day. This test was repeated twice again every 4 days, a total of 4 repetitions. For pregnant rate, female mice with vaginal plug were fed at single caged, and the pregnancy results were recorded. The litter sizes were also observed after delivery.

### Glucose tolerance test (GTT)

The F0 generation male mice were intraperitoneally injected with 2.0 g/kg glucose solution after fasting (maintaining normal water intake) for 12 h. The blood glucose was then detected in the caudal vein using a glucometer, and recorded at different time points.

### Local testicular injection

Local testicular injections were performed according to previous study with corresponding modification^60^. In brief, the mice were injected intraperitoneally with 250 mg/kg 2,2,2-tribromoe-thanol. After anesthesia, both testes of the mice were found by touch pressure. Then, 20 μL AAV9 or STM2457 were injected into the middle of each testes using a micropipette. After injection, the mice were placed flat in cage and observed for 30 min until they were fully awake and returned to normal. Among them, 1.03×10^12^ vg/ml AAV9-*Wt1* were injected once into mice at PND35. The control was injected with vehicle. AAV9-*Wt1* and vehicle were synthesized by General Biol Co., Ltd. STM2457 were injected at a dose of 50.0 mg/kg, once a week for 5 weeks. 20% SBE-β-CD was used as control. STM2457 and SBE-β-CD were purchased from MedChemExpress. The dose of STM2457 was chosen according to previous research^61^.

### Evaluation of sperm count

Sperm motility and count were evaluated by an automatic sperm analyzer (Hamilton Thorne, USA). Mouse left epididymis was sectioned into slices and placed in a preheated medium. The medium was then incubated at 37 °C for 5 min until sperm was completely released. In the final step, the sperm suspension was diluted with preheated medium, and 50 μL of suspension was dropped into a slide for parameter evaluation.

### Sperm isolation

To obtain sperm, fresh mouse epididymis was completely cut into pieces in preheated medium and incubated at 37 °C for 10 min until mature sperm were fully released. Then, the tissue debris were removed by 40-μm cell strainer. The sperm mixture was incubated with somatic cell lysate (0.5% Triton X and 0.1% sodium dodecyl sulfate in nuclease-free water) on ice for 40 min to clear somatic cell. Next, the mixture was centrifuged at 600 g for 5 min and the precipitates were resuspended with PBS. After washing twice, sperm pellets were collected for the methylated RNA microarray.

### MTT assay

First, TM4 cells were treated with different concentrations CdCl_2_ for 6, 12, or 24 h after culture in 96 well plates for 12 h. Following that, the cells were treated with 5 mg/ml MTT, and were persistently cultured for 2 h in a 37 °C incubator. Prior to this, the cells were grown in DMEM/F-12 medium and supplemented with 5% horse serum, 2.5% fetal bovine serum and 1% penicillin-streptomycin solution. After aspirating the medium, DMSO was added to the culture plate. As a final step, the cellular absorbance at 570 nm was detected by a multimode reader (SYNERGY4, Biotek, USA).

### Immunohistochemistry

Dewaxing, rehydrating, quenching endogenous peroxidase, and recovery of antigens were performed in testicular sections before immunostaining. The antibodies specific for SYCP3 and WT1 were subsequently incubated with sections overnight. On the second day, secondary antibody incubation, diaminobenzidine-staining, and hematoxylin-counterstaining were performed, respectively. An Olympus BX53F microscope was used to count positive cells in the testes.

### Immunoblotting

The protein lysates from TM4 cells and mouse testes were obtained after homogenizing with RIPA buffer, and Immunoblotting was implemented as previously described^62^. Briefly, cellular and testicular protein extracts (6–30 ug) were separated by 10.0–12.5% SDS-PAGE electrophoresis and then transferred into PVDF membrane. After blocking with 5% skim milk for 1.5 h, the membranes were incubated with antibodies of rabbit anti-DDX4 (1:1000, Abcam, ab13840), mouse anti-PLZF (1:200, Santa Cruz Biotechnologies, sc-28319), mouse anti-C-KIT (1:200, Santa Cruz Biotechnologies, sc-365504), mouse anti-SYCP3 (1:200, Santa Cruz Biotechnologies, sc-74569), rabbit anti-STRA8 (1:1000, Abcam, ab49602), rabbit anti-RARα (1:1000, Cell Signaling Technology, 62294 S), rabbit anti-RBP4 (1:1000, Abcam, ab188230), rabbit anti-ALDH1A1 (1:1000, Abcam, ab52492), rabbit anti-ALDH1A2 (1:1000, Cell Signaling Technology, 83805 S), rabbit anti-WT1 (1:1000, Abcam, ab89901), rabbit anti-METTL3 (1:2000, Abcam, ab195352), rabbit anti-METTL14 (1:1000, Cell Signaling Technology, 51104 S), rabbit anti-ALKBH5 (1:1000, Abcam, ab195377), mouse anti-FTO (1:1000, Abcam, ab92821), rabbit anti-YTHDF1 (1:1000, Proteintech, 17479-1-AP), rabbit anti-YTHDF2 (1:1000, Proteintech, 24744-1-AP) and rabbit anti-IGF2BP1 (1:1000, Proteintech, 22803-1-AP) for 1–3 h at room temperature. Antibody of β-Actin (1:10000) for loading control. After washing, the corresponding secondary antibody were used to incubate membranes for 1–2 h. Finally, the imaging system Bio-Rad ChemiDoc™ MP was used to detect immunoreactive protein signal. The protein signal was quantified by Image J software (version 1.8.0).

### Enzyme-linked immunosorbent assay (ELISA)

The quantity of retinoic acid (RA) in mouse testes and retinol in mouse serum were measured using the mouse RA-ELISA kit (MyBiosource, MBS706971) and the mouse retinol-ELISA kit (CUSABIO, CSB-E07891m), respectively. Assays were implemented according to the manufacturer’s specifications. To detect testicular RA, 50 mg of testes was accurately weighed and homogenized in 900 ml ice PBS with protease inhibitor. After centrifugation at 6000 g for 15 min, the supernatant was collected for RA detection. The concentration of testicular RA was presented as ng/g.

### m6A-mRNA&lncRNA epitranscriptomic microarray

Sperm total RNA was initially extracted with TRIzol reagent, and quantified using the NanoDrop ND-1000. The methylated RNA epitranscriptomic microarray were performed at Aksomics (Shanghai, China). Briefly, the total RNAs were immunoprecipitated with anti-m6A antibody. The modified RNAs were eluted from the immunoprecipitated magnetic beads as the IP. The unmodified RNAs were recovered from the supernatant as Sup. After Sup and IP RNAs labeling with Cy3 and Cy5 respectively, the cRNAs were combined together and hybridized onto Arraystar Mouse mRNA&lncRNA Epitranscriptomic Microarray. Then, the arrays were scanned in two-color channels by an Agilent Scanner G2505C. Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the collected chip fluorescence signals. The raw signal strength of IP and Sup was normalized using the mean value of Log_2_-converted spik-in RNA fluorescence intensity. 

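Of the 102 spike-in probe IDs on each array, 13 were well above background in both channels on all 6 arrays, and these set the normalization used here. Their mean log2 IP intensity was 11.09, 11.27 and 11.49 on NC 1, NC 2 and NC 3, and 11.23, 11.17 and 11.57 on HFD 1, HFD 2 and HFD 3. The mean log2 Sup intensity was 10.19 on NC 1 and lay between 10.78 and 11.29 on the other arrays. NC 1 therefore had a mean log2 IP/Sup of 0.90 over the spike-in probes. The other 5 arrays lay between 0.22 and 0.46. Because the deposited processed intensities were already equalized between the dyes, the median IP and Sup intensities of one array were close to each other before this step, for example 297 and 315 on NC 1 and 585 and 588 on HFD 3. After the step, the median m6A level was 33.5% on NC 1, 44.9% on NC 2 and 42.6% on NC 3. It was 46.0%, 43.5% and 45.4% on HFD 1, HFD 2 and HFD 3.

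**Figure D2:**
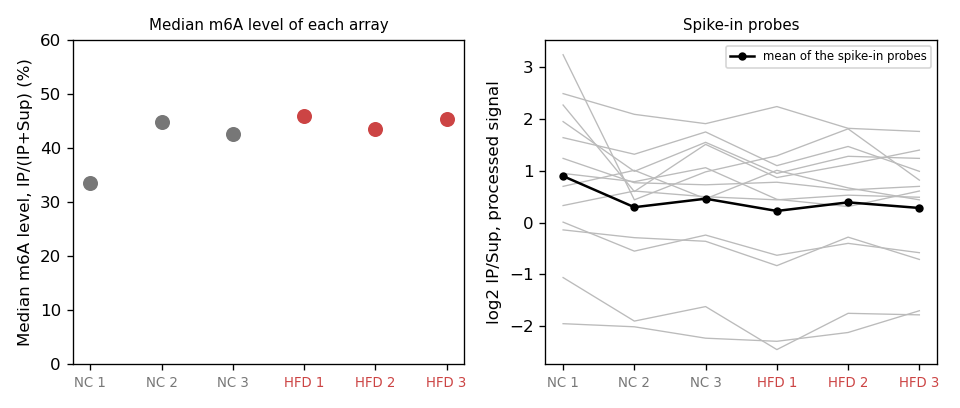
Left, the median m6A level in percent (y axis) of the tested probes on each array (x axis), with NC in grey and HFD in red. Right, the log2 IP/Sup (y axis) of each of the 13 spike-in probes on each array (grey lines) and their mean (black). NC 1 has the lowest median m6A level, 33.5%, and the highest spike-in mean, 0.90.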

After standardization, the difference in m6A methylation levels between the two groups was calculated using a T-test statistical model. FC (Fold Change) >1.5 and *P*-value < 0.05 were set as screening thresholds for differential expression.

### RNA sequencing

Total RNA of mouse testes was extracted, and quality inspections were performed. The sequencing library was constructed with 2.0 μg total RNA from each sample at Aksomics (Shanghai, China). In brief, mRNA enrichment was performed using NEB Next® Poly(A) mRNA Magnetic Isolation Module kit. The library from enriched RNA was constructed by KAPA Stranded RNA-Seq Library Prep Kit (Illumina) and inspected by Agilent 2100 Bioanalyzer. Then, the final quantification of library was conducted by qPCR. After denaturing with 0.1 M NaOH, 8 pM single stranded DNA was amplified in situ at the NovaSeq S4 Reagent Kit. The end of generated fragment was sequenced using Illumina NovaSeq 6000 sequencer for 150 cycles. After StringTie comparison of the sequencing results to the known transcriptome, the transcriptional abundances at Gene Level and Transcript Level were calculated using Ballgown. The unit of expression quantity was expressed by FPKM (Fragments Per Kilobase of gene/transcript model per Million mapped fragments). A gene or transcript with an expression value of FPKM > 0.5 was considered to be effectively expressed in the group. Finally, Ballgown software was used for statistical analysis by the F-test statistical model, FC > 1.2 and *P*-value < 0.05 were set as the screening threshold for differential expression.

### Isolation of total RNA and real-time RT-PCR

The cellular and testicular total RNA were initially extracted with TRIzol reagent (Invitrogen). The cDNA from 2 μg total RNA was obtained using AMV reverse transcriptase (Promega). The mRNAs expression of targeted genes was then detected by the Lightcycler®480 real-time fluorescence quantitative PCR machine (Roche, Switzerland). The primer sequences in this study are presented in Supplementary Table 1. *18* *S* as the internal parameter. The expression of targeted mRNAs was analyzed by comparative the CT method.

### Quantification of m6A modifications

Total RNA in mouse testes and sperm was extracted by TRIzol reagent. The m6A level of total RNA was detected using the EpiQuik m6A RNA Methylation Quantification Kit (Epigentek). A total of 200 ng of RNA or positive controls were added separately to the assay wells, along with the captured antibody solution, the detected antibody solution, the enhanced solution, and the developer solution diluted to a suitable concentration. The absorbance was read at 450 nm, and the m6A levels of the RNA sample were calculated based on the standard curve.

### MeRIP-qPCR

Sperm total RNA was initially extracted with TRIzol reagent, and mRNA was enriched with Arraystar Seq-Star TM poly (A) mRNA isolation kit. The interrupted mRNA (1/10 of which was left as the input control) was mixed with 2 μg anti-m6A rabbit polyclonal antibody and IgG Dynabeads into a 500 μL IP reaction system (50 mM Tris-HCl, pH 7.4, 0.1% NP-40, 150 mM NaCl and 40 U/ml RNase inhibitor), and incubated at 4 °C for 2 h. After washing and elution, the binding RNA was leached by TRIzol^16,63^. Afterward, reverse transcription and amplification were performed. The SRAMP website (http://www.cuilab.cn/sramp/) predicted that *Wt1* mRNA has four highly credible m6A-modified sites. The corresponding primer sequences are shown in Supplementary Table 2. The different site m6A level of *Wt1* mRNA was quantified by RT-qPCR, which was calculated with the following formula: Site m6A level (%) = 2^Ct(Input)-Ct(MeRIP)^ × Fd × 100%. Among them, Fd is the input dilution factor.

### RNA interference

RNA interferences were performed following the approach of our previous study^18^. Briefly, mouse *Mettl3* or *Igf2bp1* specific small interference RNA (siR, GenePharma) were mixed with Lipofectamine 3000 for 15 min in serum-free medium. The mixtures were added to the culture medium for 6 h to transfect TM4 cells. Ather this, the medium was replaced with fresh medium and TM4 cells were cultured for 42 h. The sequence of *Mettl3* siRNA was 5′-GUCAGUAUCUUGGGCAAAUTT-3′ (forward) and 5′-AUUUGCCCAA GAUACUGACTT-3′ (reverse). The sequence of *Igf2bp1* siRNA was 5′- GUCCCAAGGAGGAAGUAAATT-3′ (forward) and 5′- UUUACUUCCUCCUUGGGACTT-3′ (reverse).

### RNA stability assay

Actinomycin D (5 μg/mL) inhibited transcription in TM4 cells. The mRNA expression of *Wt1* was detected by qRT-PCR after 0, 3, and 6 h of Cd treatment.

### RNA immunoprecipitation

Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore) was used to implement RNA immunoprecipitation. After lysing with complete RIP lysis buffer, TM4 cells were incubated with magnetic beads coated with antibodies against IgG or IGF2BP1 for 4 h at room temperature. Then, the complexes were hatched with proteinase K digestion buffer to extract immunoprecipitated-RNA. qPCR was used to determine the relative interaction between *Wt1* and IGF2BP1.

### Luciferase reporter assay

The *Wt1* CDS sequence containing the mutated motif (GAC to GTC) or the wild-type m6A motif was inserted into the pmirGLO-REPORT luciferase reporter vector (Promega). Then, plasmid transfections were conducted in TM4 cells with or without Cd treatment. The firefly and Renilla luciferase activities were detected by a dual-luciferase reporter assay system (Promega).

### Chemicals and reagents

Detailed information on chemical reagents and primary antibodies are listed in Supplementary Table 3.

### Statistical analysis

All statistical analyses were conducted by SPSS23.0 software, and data were expressed as means ± SEM. One-way *ANOVA* was used to compare means in multiple groups. Mean comparisons between the two groups were performed using two-tailed Student’s *t*-test. Repeated-measures *ANOVA* was applied to analyze the GTT data. Two-way *ANOVA* was applied to analyze RNA stability assay and mouse body weight data. The data were graphically presented by GraphPad Prism 8.0 or R (version 3.6.0) processing. Experimental design flowchart (Figs. 1a, 5a, 9a and Supplementary Fig. 8a) and graphical abstract (Fig. 10g) were generated using PowerPoint software (office 2019). *P* < 0.05 meant the difference was statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Materials

Peer Review File NEW

Reporting Summary

### Source data

Source data

## Data Availability

The m6A-mRNA&lncRNA Epitranscriptomic Microarray data and RNA sequencing used in this study data have been deposited in Gene Expression Omnibus database under accession code GSE241195 and GSE241413, respectively. The ChEA3 database are available at https://maayanlab.cloud/chea3/. The ENCORI database are available at https://starbase.sysu.edu.cn/index.php. The mRNA m6A site was predicted by the online tool SRAMP at http://www.cuilab.cn/sramp/. Source data are provided with this paper.

# Supplementary material for: Multigenerational paternal obesity enhances the susceptibility to male subfertility in offspring via Wt1 N6-methyladenosine modification
**Source:** Nat Commun. 2024 Feb 14;15:1353. doi: 10.1038/s41467-024-45675-4
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Figure 1**

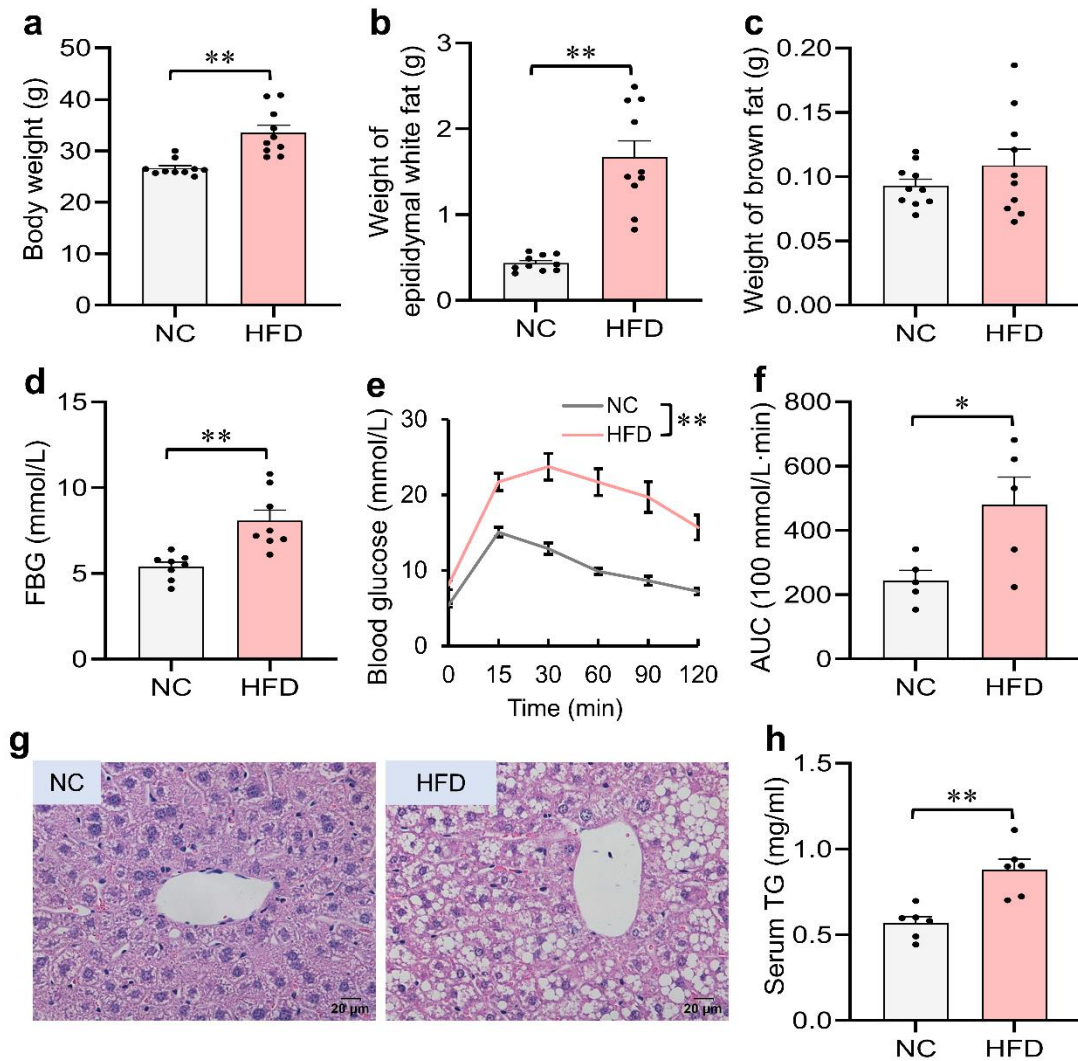

**Supplementary Fig.1. HFD induces obesity phenotype in mice.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old. **(a)** Body weight of mice.  $n=10$  mice,  $t=-4.59$ ,  $P=0.0008$ . **(b)** The weight of epididymal white fat.  $n=10$  mice,  $DOF=19$ ,  $t=-6.45$ ,  $P<0.0001$ . **(c)** The weight of brown fat.  $n=10$  mice,  $DOF=19$ ,  $t=-1.15$ ,  $P=0.2745$ . **(d)** Fasting blood glucose (FBG).  $n=8$  mice,  $DOF=15$ ,  $t=-4.07$ ,  $P=0.0025$ . **(e)** Glucose tolerance test (GTT) was performed.  $n=8$  mice,  $P<0.0001$  **(f)** AUC for GTT.  $n=5$  mice,  $DOF=9$ ,  $t=-2.57$ ,  $P=0.0332$ . **(g)** Liver H&E staining. **(h)** Serum triglyceride (TG) was detected by ELISA.  $n=6$  mice,  $DOF=11$ ,  $t=-4.33$ ,

$P=0.0024$ .  $*P < 0.05$ ;  $**P < 0.01$  vs NC. In regard to Supplementary Fig.1a-d, f, h, statistical significance was evaluated by two-tailed  $t$  test. Repeated-measures  $ANOVA$  was applied to analyze the GTT data. Data are presented as  $mean \pm SEM$ . Source data are provided with this paper.

### Supplementary Figure 2

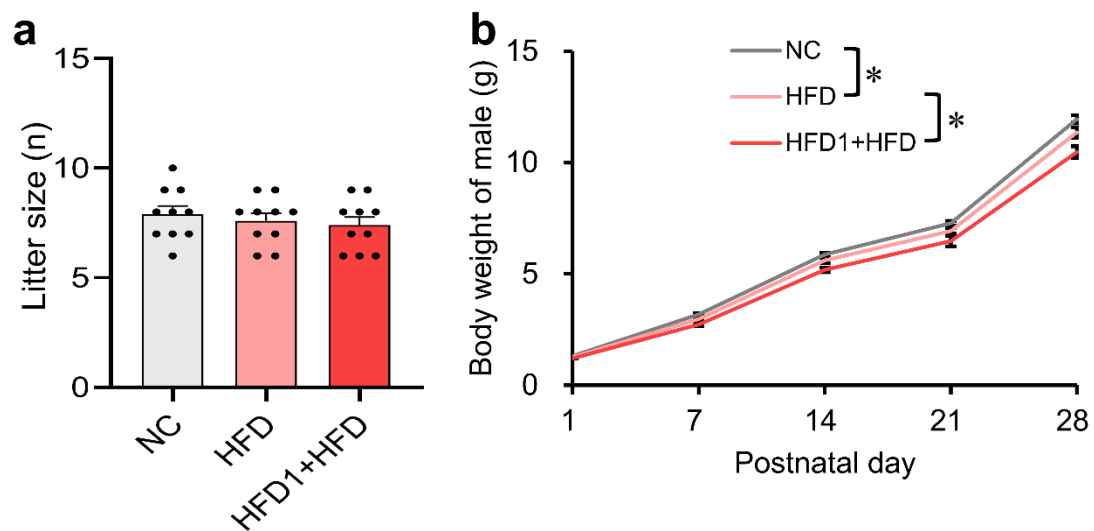

**Supplementary Fig.2. The effect of multigenerational paternal HFD on litter size and body weight in offspring.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. **(a)** Litter size.  $n=10$  mice,  $DOF=29$ ,  $F=0.48$ ,  $P=0.6246$ . Statistical significance was evaluated by two-sided one-way  $ANOVA$ . **(b)** Body weight of male.  $n = 10$  mice,  $F=31.45$ ,  $P<0.0001$ . Two-way  $ANOVA$  was applied to analyze mouse body weight data.  $*P < 0.05$ . Data are presented as  $mean \pm SEM$ . Source data are provided with this paper.

Supplementary Figure 3

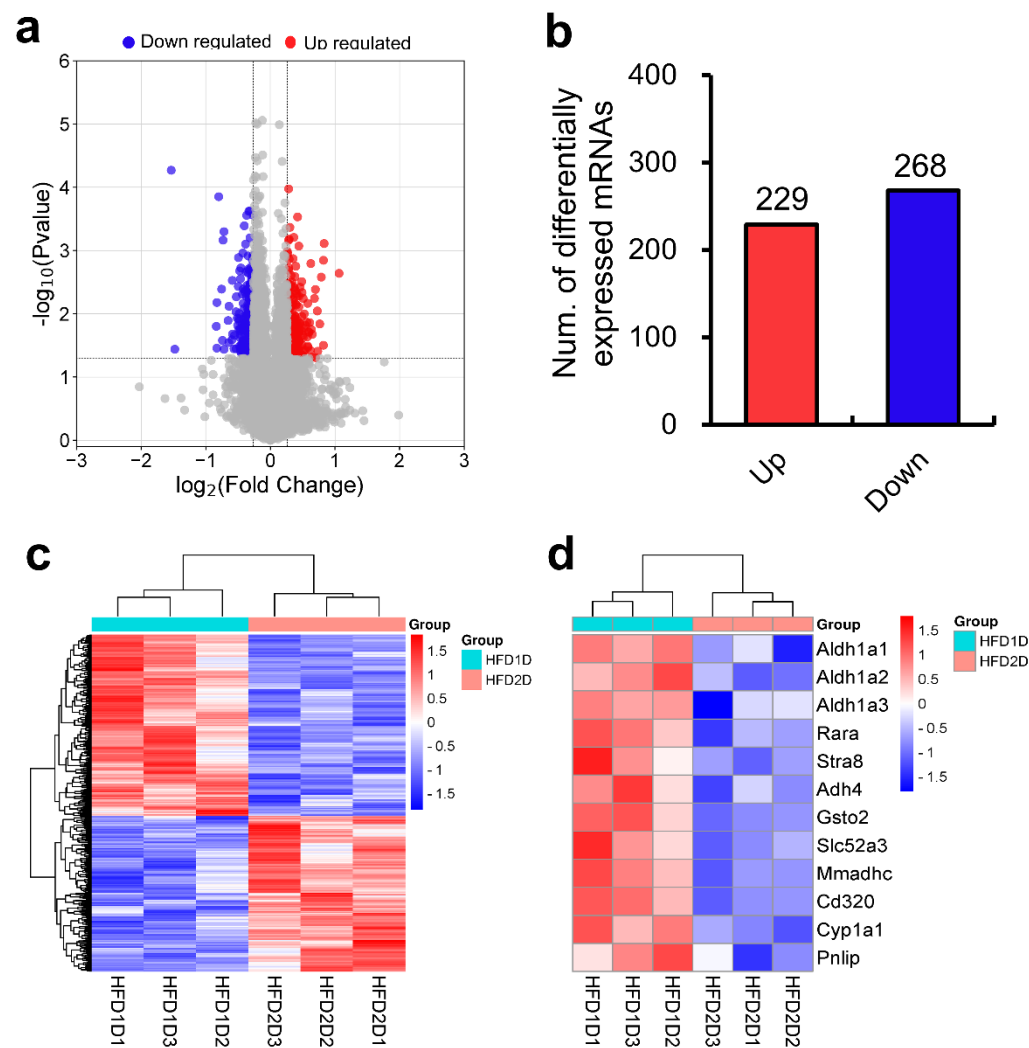

**Supplementary Fig.3. Multigenerational paternal HFD gradually exacerbates environmental stress-induced testicular dysregulated expression of mRNAs in offspring.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to  $\text{CdCl}_2$  (0 or 100 mg/L) by drinking water for 10 weeks, and named HFD1D or HFD2D group respectively. Testes of HFD1D and HFD2D groups were

collected for RNA-seq. (a) The distribution of differentially expressed mRNAs in testes were presented. (b) The number of up-regulated and down-regulated mRNAs was shown. (c) Heatmap of differentially expressed mRNAs in testes was presented. (d) Heatmap of retinol metabolic process-related mRNAs in testes was presented.

#### Supplementary Figure 4

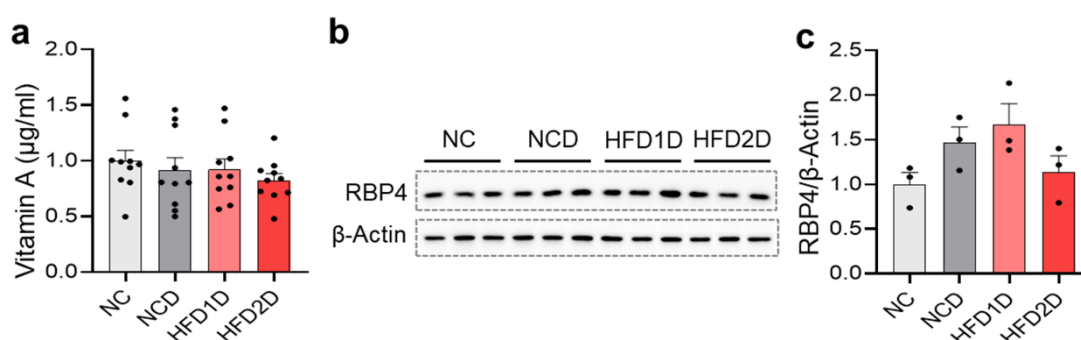

**Supplementary Fig.4. The effect of multigenerational paternal HFD on the level of vitamin A and RBP4 in offspring.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl<sub>2</sub> (0 or 100 mg/L) by drinking water for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. (a) Serum vitamin A was measured by ELISA.  $n=10$  mice,  $DOF=39$ ,  $F=0.47$ ,  $P=0.7031$ . (b and c) Testicular RBP4 protein expression was measured by immunoblotting.  $n=3$  mice,  $DOF=11$ ,  $F=2.76$ ,  $P=0.1113$ . Statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as *mean* ± *SEM*. Source data are provided with this paper.

**Supplementary Figure 5**

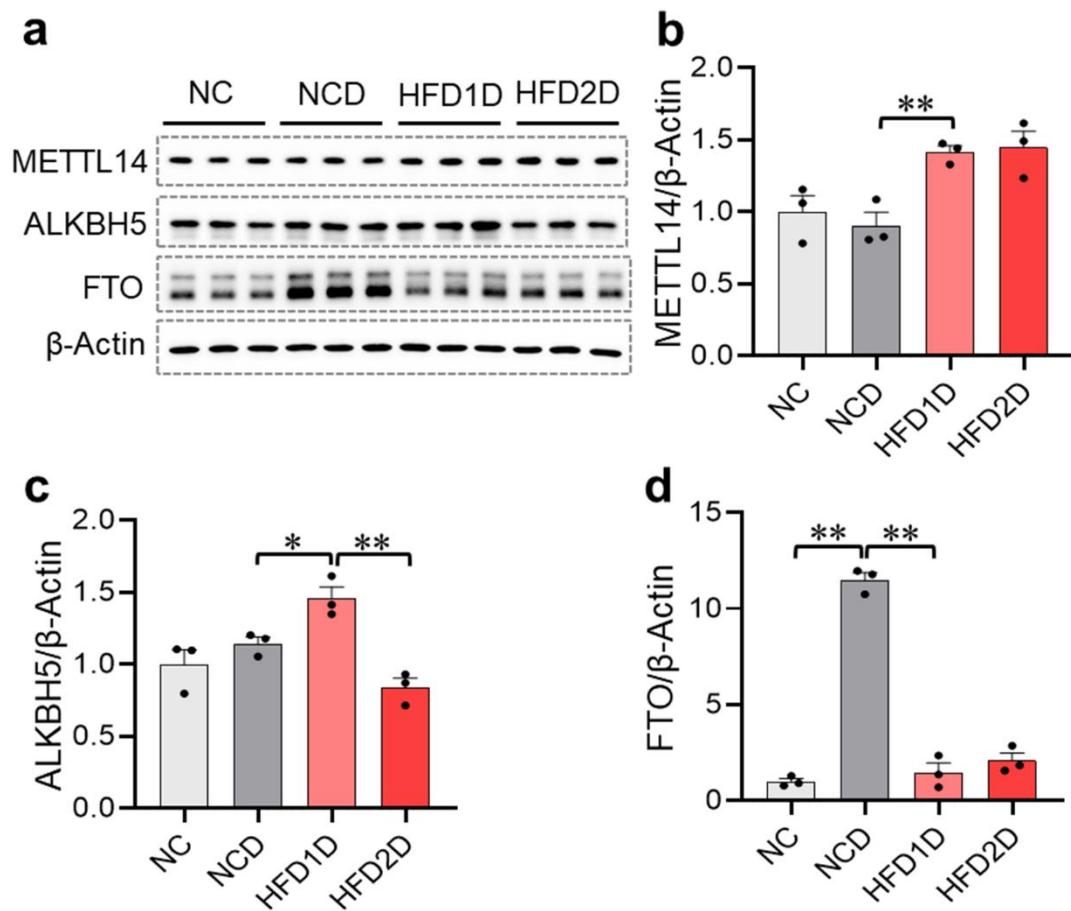

**Supplementary Fig.5. Effect of multigenerational paternal HFD on testicular METTL14, ALKBH5 and FTO expression in offspring.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl<sub>2</sub> (0 or 100 mg/L) by drinking water for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. **(a-d)** Testicular METTL14, ALKBH5 and FTO proteins expression were measured by immunoblotting.  $n=3$  mice, DOF=11,  $F=8.85$  and  $P=0.0064$  for METTL14;  $F=12.19$  and  $P=0.0021$  for ALKBH5;  $F=182.34$  and  $P<0.001$  for FTO.

\* $P < 0.05$ ; \*\* $P < 0.01$ . Statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as *mean*  $\pm$  *SEM*. Source data are provided with this paper.

### Supplementary Figure 6

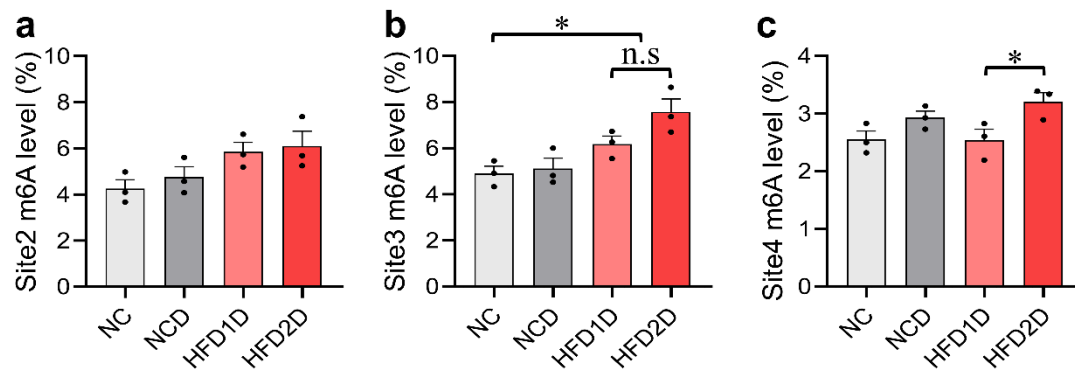

### Supplementary Fig.6. Effect of multigenerational paternal HFD on testicular *Wt1*

**Site2-4 m6A modification in offspring.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, a subset of the males in F1 generation were continued to be treated with HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations were exposed to CdCl<sub>2</sub> (0 or 100 mg/L) by drinking water for 10 weeks, and named NC, NCD, HFD1D or HFD2D group respectively. (a-c) Testicular *Wt1* site 2, 3 and 4 m6A levels were detected by MeRIP-qPCR.  $n=3$  mice, DOF=11,  $F=3.29$  and  $P=0.0791$  for Site2;  $F=7.97$  and  $P=0.0087$  for Site3;  $F=4.35$  and  $P=0.0428$  for Site4. n.s., not significant. \* $P < 0.05$ . Statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as *mean*  $\pm$  *SEM*. Source data are provided with this paper.

## Supplementary Figure 7

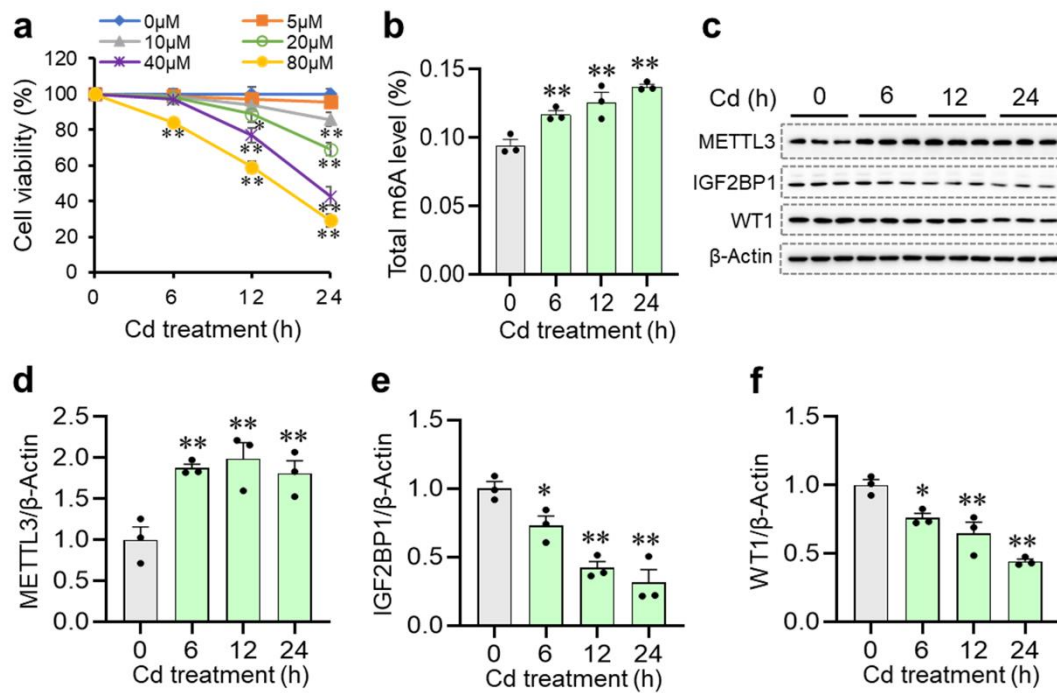

### Supplementary Fig.7. Cd increases the level of m6A modification in Sertoli cell. (a)

Cell viability of TM4 was detected after exposure to different concentrations of CdCl<sub>2</sub> for different time points. (b–f) Treatment of TM4 cells with CdCl<sub>2</sub> (20 μM) for 0, 6, 12 or 24 h. (b) Cellular total RNA m6A levels were measured.  $n=3$  biologically independent samples,  $\text{DOF}=11$ ,  $F=17.14$ ,  $P=0.0007$ . (c–f) Cellular METTL3, IGF2BP1 and WT1 protein levels were detected via immunoblotting.  $n=3$  biologically independent samples,  $\text{DOF}=11$ ,  $F=9.05$  and  $P=0.0060$  for METTL3;  $F=20.86$  and  $P=0.0004$  for IGF2BP1;  $F=21.68$  and  $P=0.0003$  for WT1.  $*P < 0.05$ ;  $**P < 0.01$  vs 0 h. Statistical significance was evaluated by two-sided one-way ANOVA with post hoc LSD tests. Data are presented as  $\text{mean} \pm \text{SEM}$ . Source data are provided with this paper.

**Supplementary Figure 8**

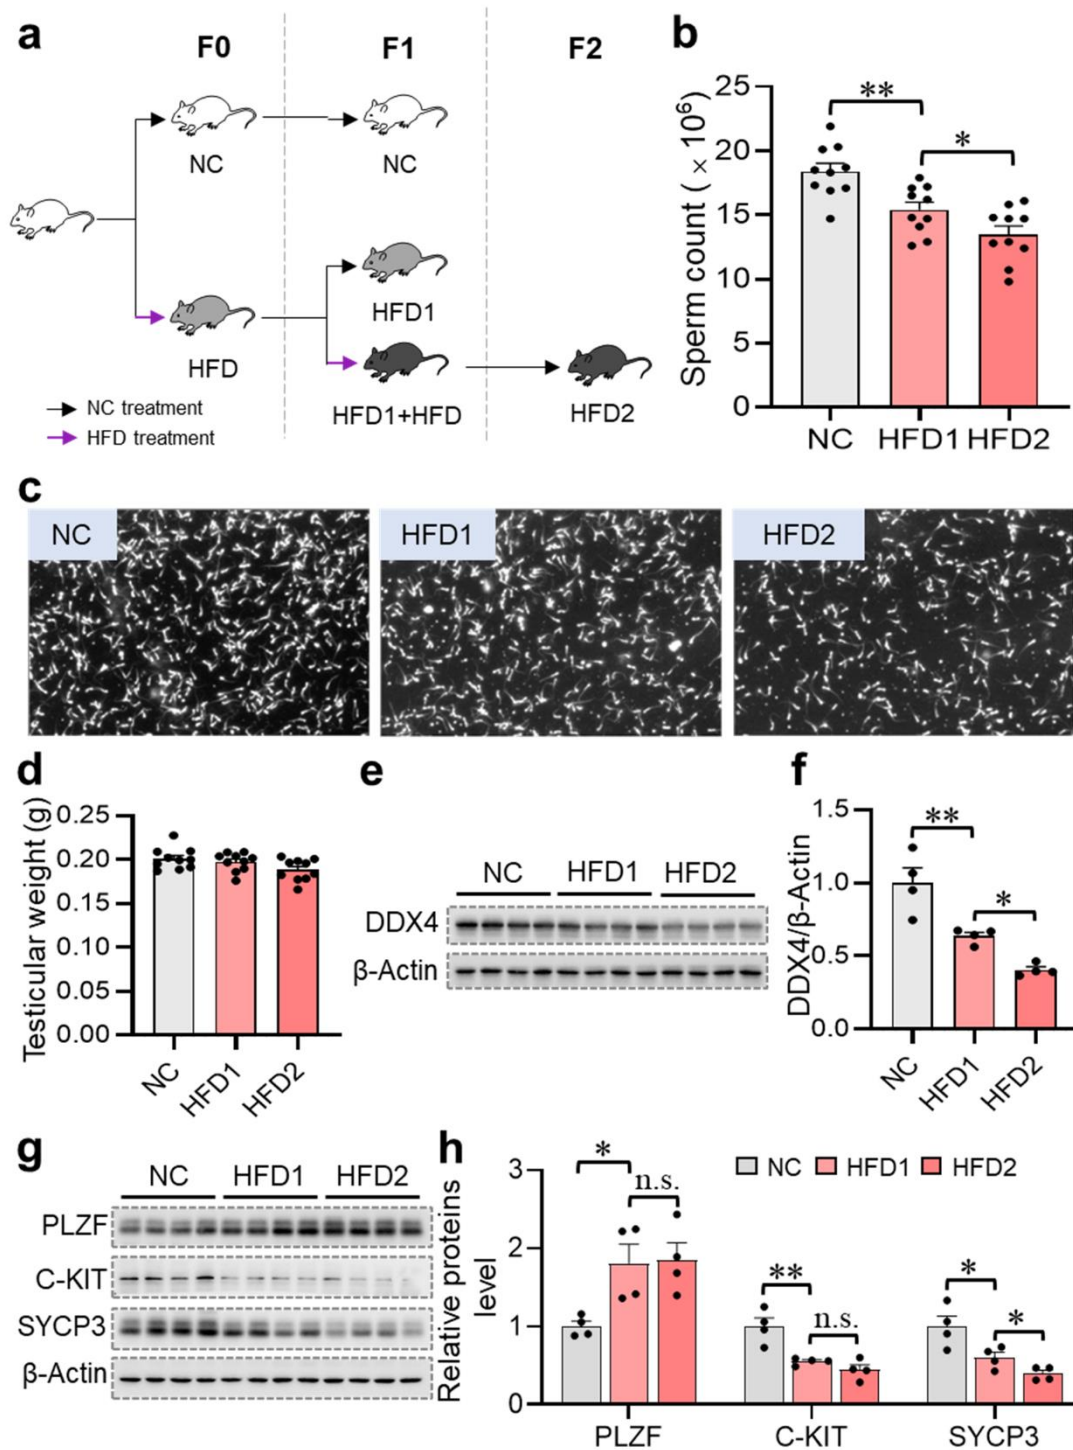

**Supplementary Fig.8. The effects of paternal single- or double-generation HFD exposure on testicular development and spermatogenesis in offspring mice.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then

mated with NC-fed female mice to breed F1 generation. Similarly, F1 generation male mice whose fathers were exposed to HFD continued to be fed HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations named NC, HFD1 or HFD2 group respectively. All mice were euthanized at 15 weeks of age. **(a)** Experimental design flowchart. The black arrow indicated NC treatment. The purple arrow indicated HFD treatment. **(b and c)** Epididymal sperm counts were measured.  $n=10$  mice,  $DOF=29$ ,  $F=15.19$ ,  $P<0.0001$ . **(d)** Testicular weight.  $n=10$  mice,  $DOF=29$ ,  $F=3.09$   $P=0.0618$ . **(e and f)** Testicular DDX4 protein expression was detected by immunoblotting.  $n=4$  mice,  $DOF=11$ ,  $F=22.85$ ,  $P=0.0003$ . **(g and h)** Testicular PLZF, C-KIT and SYCP3 protein expression were detected by immunoblotting.  $n=4$  mice,  $DOF=11$ ,  $F=6.20$  and  $P=0.0203$  for PLZF;  $F=15.91$  and  $P=0.0011$  for C-KIT;  $F=11.60$  and  $P=0.0032$  for SYCP3. n.s., not significant.  $*P < 0.05$ ;  $**P < 0.01$ . Statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as *mean*  $\pm$  *SEM*. Source data are provided with this paper.

Supplementary Figure 9

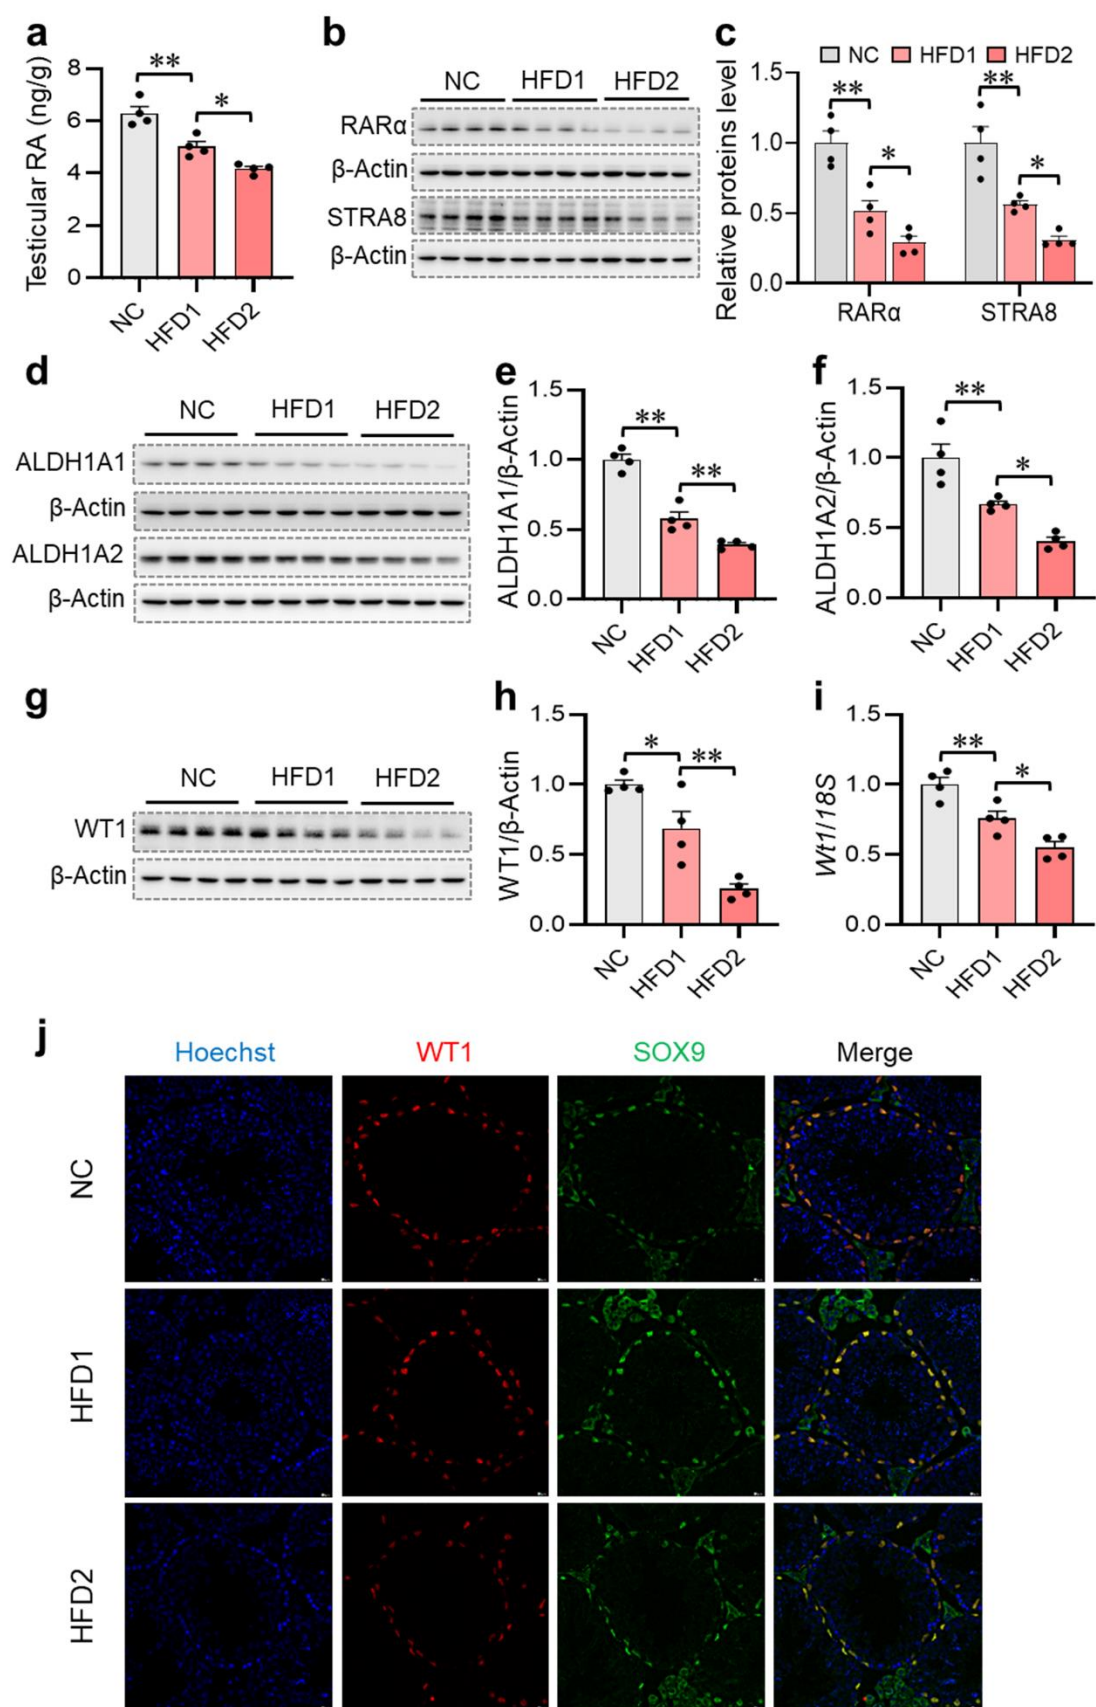

**Supplementary Fig.9. The effects of paternal single- or double-generation HFD exposure on testicular retinoic acid synthesis and WT1 expression in offspring mice.** F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, F1 generation male mice whose fathers were exposed to HFD continued to be fed HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations named NC, HFD1 or HFD2 group respectively. All mice were euthanized at 15 weeks of age. **(a)** Testicular retinoic acid level was detected by ELISA.  $n=4$  mice,  $DOF=11$ ,  $F=30.91$ ,  $P<0.0001$ . **(b and c)** Testicular RAR $\alpha$  and STRA8 protein expression were measured by immunoblotting.  $n=4$  mice.,  $DOF=11$ ,  $F=26.55$  and  $P=0.0002$  for RAR $\alpha$ ;  $F=24.69$  and  $P=0.0002$  for STRA8. **(d-f)** Testicular ALDH1A1 and ALDH1A2 protein expression were measured by immunoblotting.  $n=4$  mice,  $DOF=11$ ,  $F=73.44$  and  $P<0.0001$  for ALDH1A1;  $F=24.17$  and  $P=0.0002$  for ALDH1A2. **(g and h)** Testicular WT1 protein expression was measured by immunoblotting.  $n=4$  mice,  $DOF=11$ ,  $F=23.93$ ,  $P=0.0002$ . **(i)** Testicular *Wtl* mRNA level was tested using RT-qPCR.  $n=4$  mice,  $DOF=11$ ,  $F=20.85$ ,  $P=0.0004$ . **(j)** Representative testicular images of immunofluorescent staining for WT1 and SOX9. Scale bar, 20  $\mu$ m. Hoechst33258 were used to tag the nuclei.  $*P < 0.05$ ;  $**P < 0.01$ . Statistical significance was evaluated by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as *mean*  $\pm$  *SEM*. Source data are provided with this paper.

**Supplementary Figure 10**

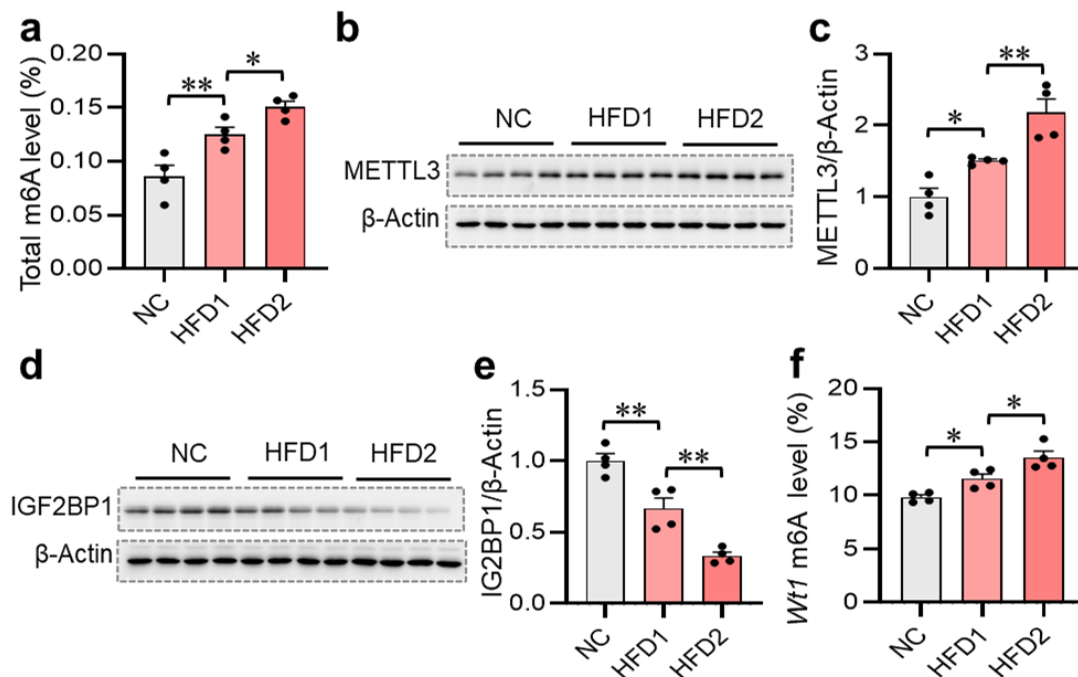

**Supplementary Fig.10. The effects of paternal single- or double-generation HFD exposure on testicular METTL3 expression and *Wt1* m6A level in offspring mice.**

F0 generation male mice were fed NC or HFD from 5 weeks to 15 weeks old, and then mated with NC-fed female mice to breed F1 generation. Similarly, F1 generation male mice whose fathers were exposed to HFD continued to be fed HFD for 10 weeks, and mated with normal female to breed F2 generation. Male mice of F1 and F2 generations named NC, HFD1 or HFD2 group respectively. All mice were euthanized at 15 weeks of age. **(a)** Testicular total RNA m6A level was measured.  $n=4$  mice,  $\text{DOF}=11$ ,  $F=18.14$ ,  $P=0.0007$ . **(b and c)** Testicular METTL3 protein expression was detected by immunoblotting.  $n=4$  mice,  $\text{DOF}=11$ ,  $F=20.14$ ,  $P=0.0005$ . **(d and e)** Testicular IGF2BP1 protein expression was detected by immunoblotting.  $n=4$  mice,  $\text{DOF}=11$ ,  $F=38.67$ ,  $P<0.0001$ . **(f)** *Wt1* site1 m6A level was measured by MeRIP-qPCR.  $n=4$  mice,  $\text{DOF}=11$ ,  $F=17.14$ ,  $P=0.0009$ . \* $P < 0.05$ . Statistical significance was evaluated

by two-sided one-way *ANOVA* with post hoc *LSD* tests. Data are presented as *mean*  $\pm$  *SEM*. Source data are provided with this paper.

### Supplementary Figure 11

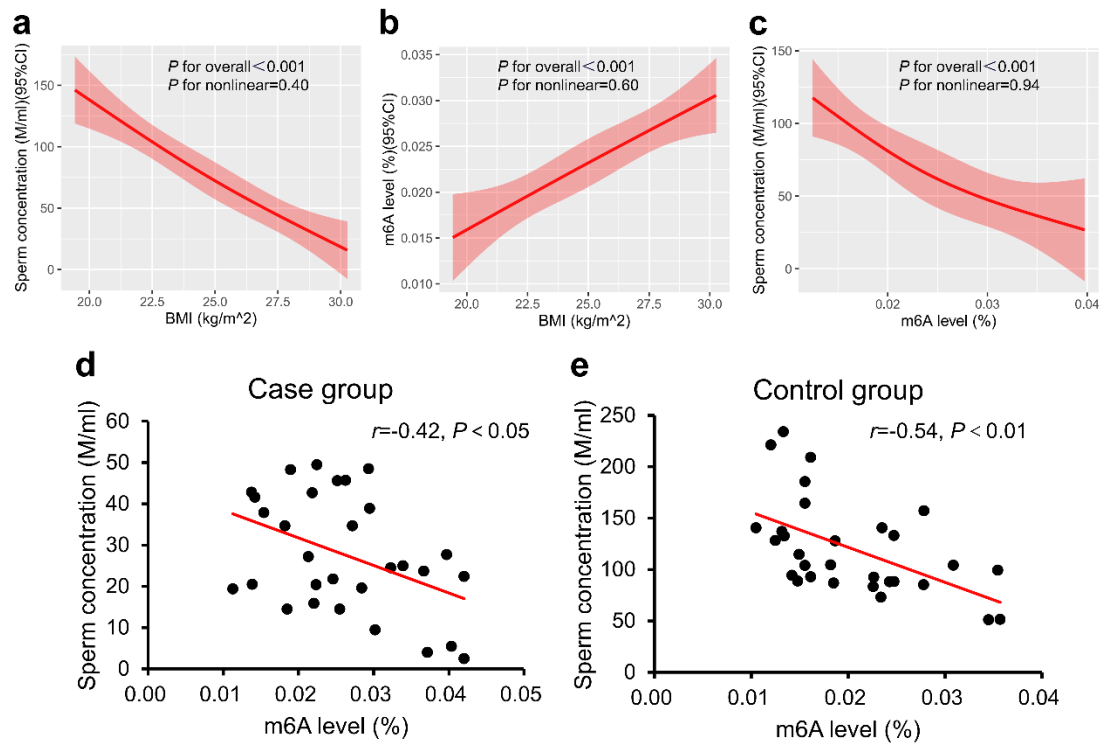

**Supplementary Fig.11. The association among sperm concentration, BMI and sperm m6A level were analyzed.** After removal of smoking or alcohol drinking donors, 30 pairs of cases with overweight/obesity and corresponding controls were obtained by matching age. (a-c) Restricted cubic splines were used to describe the nonlinear correlation among sperm concentration, BMI and sperm m6A level. (d and e) The linear correlation analysis of sperm concentration and sperm m6A level was performed in both the case and control groups, respectively.

## Supplementary Table 1

Primers for real-time RT-PCR.

| Genes          | Sequences                                                         | Species |
|----------------|-------------------------------------------------------------------|---------|
| <i>18S</i>     | <b>F:</b> GTAACCCGTTGAACCCCAT <b>R:</b> CCATCCAATCGGTAGTAGCG      | M       |
| <i>Plzf</i>    | <b>F:</b> GTTGGGGGTCAGCTAGAAAGC <b>R:</b> TTCCTTCTCTGCTCTGCAAGG   | M       |
| <i>C-kit</i>   | <b>F:</b> CCTCTGGGAGCTCTTCTCCT <b>R:</b> TGTGGCCTTTTCAAGGGGT      | M       |
| <i>Smc3</i>    | <b>F:</b> GCTCTGAATGATGAAATCCGTC <b>R:</b> GCGTTTCCTCAGATTCTCATTC | M       |
| <i>Acrv1</i>   | <b>F:</b> GAATCAAGTGAGCATGCTGTAG <b>R:</b> CTGAAGTGTTCTGACAAGTG   | M       |
| <i>Lzumo3</i>  | <b>F:</b> TCTCACATCGGAGGAAAATGAA <b>R:</b> CCAGTTTGCAATTCTGACTCAG | M       |
| <i>Aldh1a1</i> | <b>F:</b> TCAGAGCAGGAGCCAGAA <b>R:</b> ACACCATACCCCAAACCTCCA      | M       |
| <i>Aldh1a2</i> | <b>F:</b> CCGTGTTCTCCAACGTCCT <b>R:</b> CCGTAAGCCAAACTCACCCA      | M       |
| <i>Aldh1a3</i> | <b>F:</b> CGGAGAGTGCGAACCAGTTA <b>R:</b> TCCACTCTTGGATTCGTGCC     | M       |
| <i>Rdh10</i>   | <b>F:</b> AGACACGGGCATGTTTCAGAG <b>R:</b> CACACGACGGCTTCAAAAGG    | M       |
| <i>Cyp26a1</i> | <b>F:</b> TCTGGGACCTGTACTGTGTGA <b>R:</b> AAGCCGTATTCCTGCGCTT     | M       |
| <i>Cyp26b1</i> | <b>F:</b> TGCCCATACCCCATCGCC <b>R:</b> GGCTGCGAGGTGATCGAAGA       | M       |
| <i>Cyp26c1</i> | <b>F:</b> CCTCTTCTCACTGCCCTTGG <b>R:</b> CTGGCTGTGGTGAAAAAGGC     | M       |
| <i>Wt1</i>     | <b>F:</b> CCCAGCTTGAATGCATGACC <b>R:</b> CTGACCGGACAAGAGTTGGG     | M       |
| <i>Mettl3</i>  | <b>F:</b> GAGCTAGGATGTCGGACACG <b>R:</b> GCCGCTTCTGGGTTCTCTTA     | M       |
| <i>Mettl14</i> | <b>F:</b> GCTTGCGAAAGTGGGGTTAC <b>R:</b> AATGAAGTCCCCGTCTGTGC     | M       |
| <i>Wtap</i>    | <b>F:</b> CATTTTGTGGCTGCGAGACC <b>R:</b> ACTCATCCCGTGCCATAACT     | M       |
| <i>Alkbh5</i>  | <b>F:</b> ATTGCCACCCAGCTATGCTT <b>R:</b> AGACCGCCGGTTTTCTTCTT     | M       |
| <i>Fto</i>     | <b>F:</b> AGAACCTGGTGGACAGGTCA <b>R:</b> CTGGTGTCTCGATGTCCCAA     | M       |
| <i>Ythdf1</i>  | <b>F:</b> GCCCTACCTTTCTGGACAGT <b>R:</b> AGATACGGGATGGGAGGGTC     | M       |
| <i>Ythdf2</i>  | <b>F:</b> AGGATCCGAGAGCCATGTCG <b>R:</b> TATTCGGCCTTGCCCTGTGG     | M       |
| <i>Ythdf3</i>  | <b>F:</b> CAGAGACCTAAAGGGCAAGGA <b>R:</b> GGAAATCCAATGGACGGAGC    | M       |
| <i>Ythdc1</i>  | <b>F:</b> CGGGAGGAGAAAGATGGGGA <b>R:</b> TGTCGCTTGGTGTGTCAGTAGAC  | M       |
| <i>Ythdc2</i>  | <b>F:</b> TGACCAGTACGGAAAGAGCC <b>R:</b> GGTCACTATTGCATGAGCTGT    | M       |
| <i>Igf2bp1</i> | <b>F:</b> GCTGTGGTCAACGTCACCTA <b>R:</b> CCATTCTCAGGACCTTGCGT     | M       |
| <i>Igf2bp2</i> | <b>F:</b> ATTCGGCCCATTCACACAT <b>R:</b> GGACCTTCTGCTGGAGCAAT      | M       |
| <i>Igf2bp3</i> | <b>F:</b> TTCCTGGTGAAGACGGGCTA <b>R:</b> CATTGTAAGTGGGGCGGGAT     | M       |

## Supplementary Table 2

Primer sequence of *Wt1* for MeRIP-PCR.

| Genes           | Sequences                                                     | Species |
|-----------------|---------------------------------------------------------------|---------|
| <i>Wt1-1253</i> | <b>F:</b> CCCAGCTTGAATGCATGACC <b>R:</b> CTGACCGGACAAGAGTTGGG | M       |
| <i>Wt1-1548</i> | <b>F:</b> CACGGCACAGGGTATGAGAG <b>R:</b> GTTGGGGCCACTCCAGATAC | M       |
| <i>Wt1-1682</i> | <b>F:</b> CAGCGAAAGTTTTCCCGGTC <b>R:</b> ATGTTGTGATGGCGGACCAA | M       |
| <i>Wt1-2714</i> | <b>F:</b> TCCGGTCAGCATCTGAAACC <b>R:</b> ATGAGTCCTGGTGTGGGTCT | M       |

### Supplementary Table 3

#### Chemical reagents and antibodies

| Chemical reagents and antibodies       | Source                     | Identifier |
|----------------------------------------|----------------------------|------------|
| CdCl <sub>2</sub>                      | Sigma-Aldrich              | 202908     |
| STM2457                                | Med Chem Express           | HY-134836  |
| Actinomycin D                          | Med Chem Express           | HY-17559   |
| MTT                                    | Med Chem Express           | HY-15924   |
| Lipofectamin®3000                      | Invitrogen                 | L3000-015  |
| Rabbit polyclonal anti-DDX4            | Abcam                      | ab13840    |
| Mouse polyclonal anti-PLZF             | Santa Cruz Biotechnologies | sc-28319   |
| Mouse polyclonal anti-C-KIT            | Santa Cruz Biotechnologies | sc-365504  |
| Mouse polyclonal anti- SYCP3           | Santa Cruz Biotechnologies | sc-74569   |
| Rabbit polyclonal anti-RBP4            | Abcam                      | ab188230   |
| Rabbit polyclonal anti-RAR $\alpha$    | Cell Signaling Technology  | 62294S     |
| Rabbit polyclonal anti-STRA8           | Abcam                      | ab49602    |
| Rabbit polyclonal anti-ALDH1A1         | Abcam                      | ab52492    |
| Rabbit polyclonal anti-ALDH1A2         | Cell Signaling Technology  | 83805S     |
| Rabbit polyclonal anti-WT1             | Abcam                      | ab89901    |
| Rabbit polyclonal anti-METTL3          | Abcam                      | ab195352   |
| Rabbit polyclonal anti-METTL14         | Cell Signaling Technology  | 51104S     |
| Rabbit polyclonal anti-ALKBH5          | Abcam                      | ab195377   |
| Mouse polyclonal anti-FTO              | Abcam                      | ab92821    |
| Rabbit polyclonal anti-YTHDF1          | Proteintech                | 17479-1-AP |
| Rabbit polyclonal anti-YTHDF2          | Proteintech                | 24744-1-AP |
| Rabbit polyclonal anti-IGF2BP1         | Proteintech                | 22803-1-AP |
| Rabbit polyclonal anti- $\beta$ -Actin | Sigma-Aldrich              | A1978      |

# Supplementary material for: Multigenerational paternal obesity enhances the susceptibility to male subfertility in offspring via Wt1 N6-methyladenosine modification
**Source:** Nat Commun. 2024 Feb 14;15:1353. doi: 10.1038/s41467-024-45675-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Agilent Feature Extraction software (version 11.0.1.1)  
StringTie software  
The ENCORI database are available at <https://starbase.sysu.edu.cn/index.php>.  
The ChEA3 database are available at <https://maayanlab.cloud/chea3/>.  
R (Version 3.6.0) <https://www.r-project.org/>

Data analysis

All statistical analyses were conducted by SPSS23.0 software.  
The data were graphically presented by GraphPad Prism 8.0 or R (Version 3.6.0) processing.  
The protein signal was quantified by Image J software (Version 1.8.0, <https://imagej.nih.gov/ij/>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The m6A-mRNA&IncRNA Epitranscriptomic Microarray data and RNA sequencing used in this study data have been deposited in Gene Expression Omnibus database under accession code GSE241195 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241195>) and GSE241413 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241413>), respectively. The ChEA3 database are available at <https://maayanlab.cloud/chea3/>. The ENCORI database are available at <https://starbase.sysu.edu.cn/index.php>. The mRNA m6A site was predicted by the online tool SRAMP at <http://www.cuilab.cn/sramp/>. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

In the last 45 years (1973–2018), global semen quality has decreased by more than 62%. Globally, the number of obese and overweight people are on the rise. However, the effect of overweight/obesity on sperm m6A levels remain unknown. A case-control study containing 30 pairs were obtained to explore the effects. Our results suggest that elevated sperm m6A level and decreased sperm concentration is observed in overweight/obesity donors.

### Reporting on race, ethnicity, or other socially relevant groupings

The study did not address race, ethnicity, or other socially relevant grouping.

### Population characteristics

To investigate the effect of overweight/obesity on sperm m6A levels, a case-control study was established. A total of 428 human sperm were obtained from the reproductive medicine center of the First Affiliated Hospital of Anhui Medical University with the donor's informed consent. After removal of smoking or alcohol drinking donors, 168 sperm samples were available. Finally, 30 pairs of overweight/obesity cases and corresponding controls were obtained by matching age (20–40 age).

### Recruitment

A total of 428 human sperm were obtained from the reproductive Center of the First Affiliated Hospital of Anhui Medical University with the donor's informed consent.

### Ethics oversight

Approved by the Clinical Medical Research Ethics Committee of the First Affiliated Hospital of Anhui Medical University (ethical approval number: PJ2023-04-12)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample-size calculation was performed. Based on community standards, n=6 or more mice per group was acceptable for animal studies (Nat Commun. 2023; 14(1): 2656.). In case-control study, sample size was determined according to the previous experimental observations and guidance in the field (Hum Reprod. 2018; 33(4): 553-562. ).

### Data exclusions

In animal experiments, to ensure the development of the pups, the balances of sexes between pups (male: female, 3: 3) were performed on postnatal day (PND) 1. In case-control study, we removed smoking and alcohol donors because they are risk factors for low semen quality.

### Replication

In this study, all results were replicated at least 4-6 times, and there was little individual difference within the group.

### Randomization

In animal experiments, mice were randomly assigned to each treatment group based on body weight. In case-control study, a total of 428 human sperm were obtained from the reproductive medicine center of the First Affiliated Hospital of Anhui Medical University with the donor's informed consent. After removal of smoking or alcohol drinking donors, 168 sperm samples were available. Finally, 30 pairs of overweight/obesity cases and corresponding controls were obtained by matching age.

### Blinding

The investigators were blinded to group allocation during data collection and analysis.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                 |

## Antibodies

### Antibodies used

- (1) Rabbit anti-DDX4, Abcam, ab13840, 1:1000;
- (2) Mouse anti-PLZF, Santa Cruz Biotechnologies, sc-28319, 1:200;
- (3) Mouse anti-C-KIT, Santa Cruz Biotechnologies, sc-365504, 1:200;
- (4) Mouse anti- SYCP3, Santa Cruz Biotechnologies, sc-74569, 1:200;
- (5) Rabbit anti-RBP4, Abcam, ab188230, 1:1000;
- (6) Rabbit anti-RAR $\alpha$ , Cell Signaling Technology, 62294S, 1:1000;
- (7) Rabbit anti-STRA8, Abcam, ab49602, 1:1000;
- (8) Rabbit anti-ALDH1A1, Abcam, ab52492, 1:1000;
- (9) Rabbit anti-ALDH1A2, Cell Signaling Technology, 83805S, 1:1000;
- (10) Rabbit anti-WT1, Abcam, ab89901, 1:1000;
- (11) Rabbit anti-METTL3, Abcam, ab195352, 1:2000;
- (12) Rabbit anti-METTL14, Cell Signaling Technology, 51104S, 1:1000;
- (13) Rabbit anti-ALKBH5, Abcam, ab195377, 1:1000;
- (14) Mouse anti-FTO, Abcam, ab92821, 1:1000;
- (15) Rabbit anti-YTHDF1, Proteintech, 17479-1-AP, 1:1000;
- (16) Rabbit anti-YTHDF2, Proteintech, 24744-1-AP, 1:1000;
- (17) Rabbit anti-IGF2BP1, Proteintech, 22803-1-AP, 1:1000;
- (18) Rabbit anti- $\beta$ -Actin, Sigma-Aldrich, A1978, 1:10000;
- (19) CyTM3 affipure donkey anti-rabbit IgG (H+L), Jackson ImmunoResearch, 711-165-152, 1:500;
- (20) Alexa Fluor® 488 affipure donkey anti-rabbit IgG (H+L), Jackson ImmunoResearch, 11-545-152, 1:500.

### Validation

All the primary antibodies in this paper were obtained from the manufacturer with validation and citations.

Validation of the antibodies used in this study:

- (1) Rabbit anti-DDX4, Abcam, ab13840. REF: PMID: 34747116. <https://www.abcam.cn/products/primary-antibodies/ddx4--mvh-antibody-ab13840.html>.
- (2) Mouse anti-PLZF, Santa Cruz Biotechnologies, sc-28319. REF: PMID: 10611298. <https://www.scbt.com/p/plzf-antibody-d-9?requestFrom=search>.
- (3) Mouse anti-C-KIT, Santa Cruz Biotechnologies, sc-365504. REF: PMID: 1371359. <https://www.scbt.com/p/c-kit-antibody-e-3?requestFrom=search>.
- (4) Mouse anti- SYCP3, Santa Cruz Biotechnologies, sc-74569. REF: PMID: 11483963. <https://www.scbt.com/p/scp-3-antibody-d-1?requestFrom=search>.
- (5) Rabbit anti-RBP4, Abcam, ab188230. REF: PMID: 35830795. <https://www.abcam.cn/products/primary-antibodies/rbp4-antibody-epr18020-115-ab188230.html>.
- (6) Rabbit anti-RAR $\alpha$ , Cell Signaling Technology, 62294S. REF: PMID: 36031407. <https://www.cellsignal.cn/products/primary-antibodies/rara-e6z6k-rabbit-mab/62294>.
- (7) Rabbit anti-STRA8, Abcam, ab49602. REF: PMID: 33603791. <https://www.abcam.cn/products/primary-antibodies/stra8-antibody-ab49602.html>.
- (8) Rabbit anti-ALDH1A1, Abcam, ab52492. REF: PMID: 35318302. <https://www.abcam.cn/products/primary-antibodies/aldh1a1-antibody-ep1933y-c-terminal-ab52492.html>.
- (9) Rabbit anti-ALDH1A2, Cell Signaling Technology, 83805S. REF: PMID: 34994166. <https://www.cellsignal.cn/products/primary-antibodies/aldh1a2-antibody/83805>.
- (10) Rabbit anti-WT1, Abcam, ab89901. REF: PMID: 35396346. <https://www.abcam.cn/products/primary-antibodies/wilms-tumor-protein-antibody-can-r9ihc-56-2-ab89901.html>.
- (11) Rabbit anti-METTL3, Abcam, ab195352. REF: PMID: 36719213. <https://www.abcam.cn/products/primary-antibodies/mettl3-antibody-epr18810-ab195352.html>.
- (12) Rabbit anti-METTL14, Cell Signaling Technology, 51104S. REF: PMID: 36094741. <https://www.cellsignal.cn/products/primary-antibodies/mettl14-d8k8w-rabbit-mab/51104>.

(13) Rabbit anti-ALKBH5, Abcam, ab195377. REF: PMID: 37095108. <https://www.abcam.cn/products/primary-antibodies/alkbh5-antibody-epr18958-ab195377.html>.  
 (14) Mouse anti-FTO, Abcam, ab92821. REF: PMID: 35098923. <https://www.abcam.cn/products/primary-antibodies/fto-antibody-5-2h10-ab92821.html>.  
 (15) Rabbit anti-YTHDF1, Proteintech, 17479-1-AP. <https://www.ptgcn.com/products/YTHDF1-Antibody-17479-1-AP.htm>  
 (16) Rabbit anti-YTHDF2, Proteintech, 24744-1-AP. <https://www.ptgcn.com/products/YTHDF2-Antibody-24744-1-AP.htm>  
 (17) Rabbit anti-IGF2BP1, Proteintech, 22803-1-AP. <https://www.ptgcn.com/products/IGF2BP1-Antibody-22803-1-AP.htm>  
 (18) Rabbit anti-β-Actin, Sigma-Aldrich, A1978. <https://www.sigmaaldrich.cn/CN/zh/search/a1978?focus=products&page=1&perpage=30&sort=relevance&term=a1978&type=product>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                       |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | TM4 cells, the normal mouse testicular Sertoli cell lines, were from the Cell Bank of the Chinese Academy of Sciences |
| Authentication                                                       | The cell line was validated based on the morphology and STR profiling before use.                                     |
| Mycoplasma contamination                                             | The cell lines were not tested for mycoplasma contamination                                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell lines                                                                                           |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The C57BL/6N mice were provided by Beijing Vital River Laboratory Animal Technology Co., Ltd (Beijing, China). All animals (4 weeks old) were accustomed to standard conditions for a week. The purified control feed (TP23302) and 60% fat high-fat feed (TP23300) were acquired from Trophic Animal Feed High-Tech Co., Ltd (Nantong, China). In the different generations, 8 to 11 pregnant mice were obtained in each group after mating with different male mice, and the balances of sexes between pups (male: female, 3: 3) were performed on postnatal day (PND) 1. At PND28, one male mouse from each litter was selected. For euthanasia, all mice were injected intraperitoneally with 2,2,2-tribromoethanol (250 mg/kg), and then cervical dislocation was executed under anesthesia. This study was approved by the Laboratory Animal Ethics Committee of Anhui Medical University (ethical approval number: LLSC20220640). |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | In the last 45 years (1973–2018), global semen quality has decreased by more than 62%. Globally, the number of obese and overweight people are on the rise. However, the effects of multigenerational paternal obesity on the susceptibility to spermatogenesis disorders in offspring remain unknown. We aimed to investigate this effect and its m6A-dependent mechanism using a mouse model for multigenerational paternal high-fat diet (HFD) combined with offspring cadmium (Cd, a well-known reproductive toxicant) treatment. As a result, sperm count, the expression of differentiating-spermatogonia and subsequent germ cell marker, and retinoic acid (RA) levels were gradually reduced in offspring with the increase of HFD generation.                                                                                                                                                                                  |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | This study was approved by the Laboratory Animal Ethics Committee of Anhui Medical University (ethical approval number: LLSC20220640)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Multigenerational paternal obesity enhances the susceptibility to male subfertility in offspring via Wt1 N6-methyladenosine modification
**Source:** Nat Commun. 2024 Feb 14;15:1353. doi: 10.1038/s41467-024-45675-4

Figure 2b

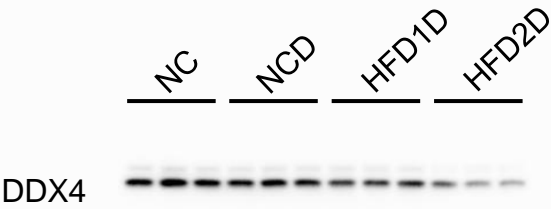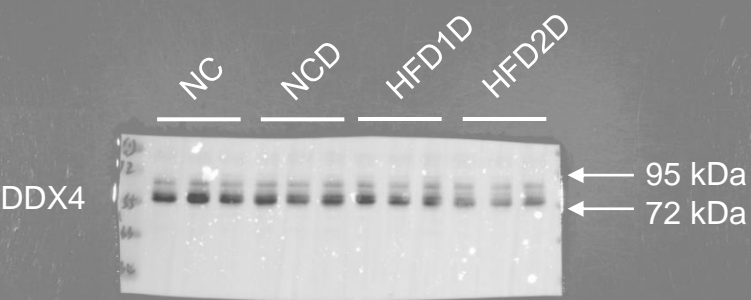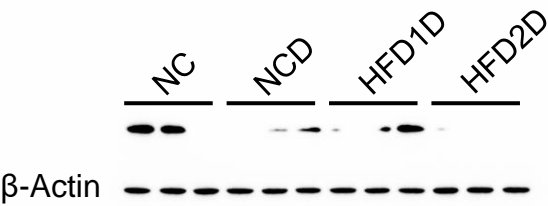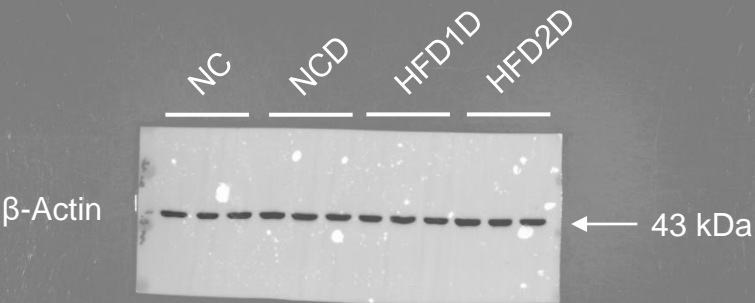

Figure 2e

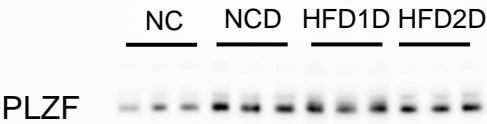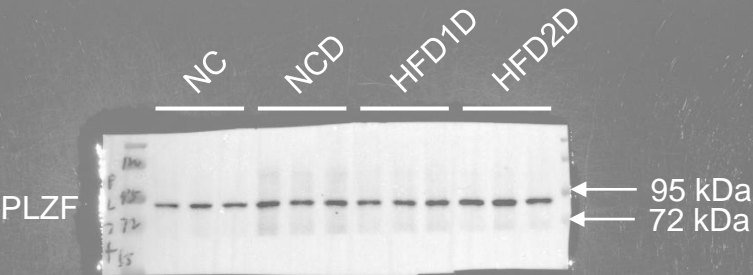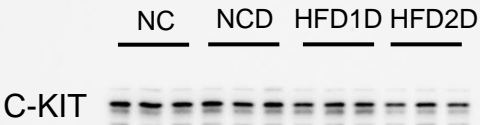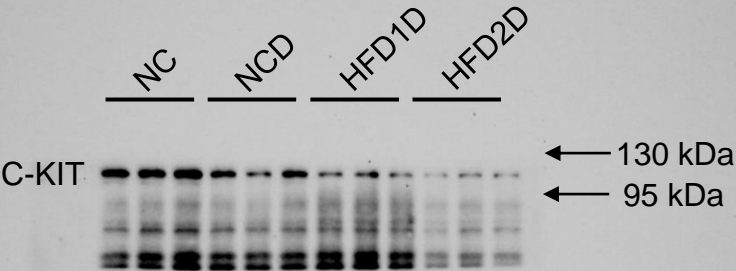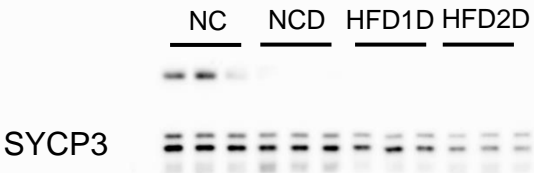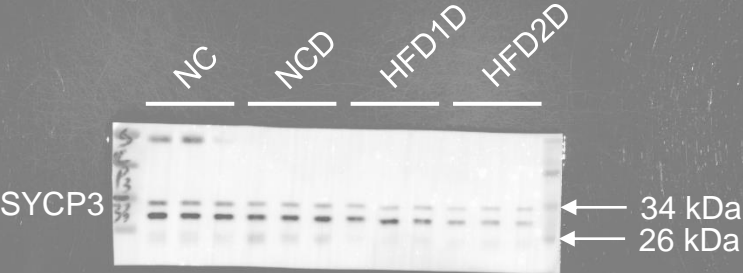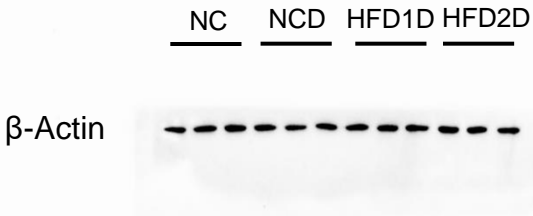

**Figure 3d**

NC NCD HFD1D HFD2D

RAR $\alpha$

NC NCD HFD1D HFD2D

RAR $\alpha$

55 kDa  
43 kDa

NC NCD HFD1D HFD2D

STRA8

NC NCD HFD1D HFD2D

STRA8

55 kDa

NC NCD HFD1D HFD2D

$\beta$ -Actin

NC NCD HFD1D HFD2D

$\beta$ -Actin

43 kDa

**Figure 3g**

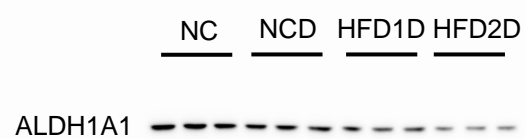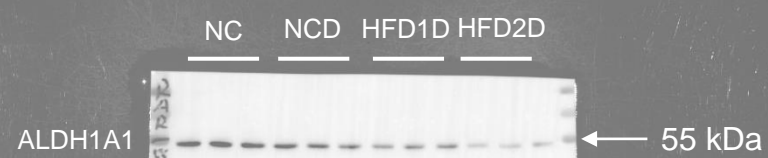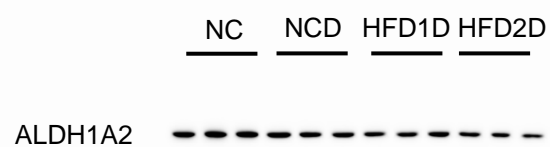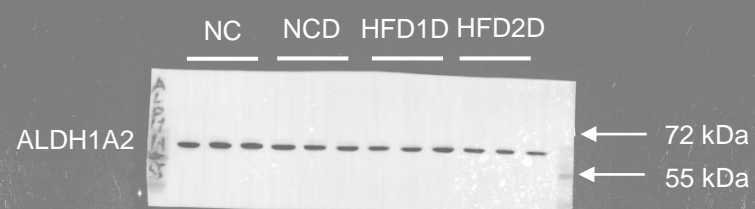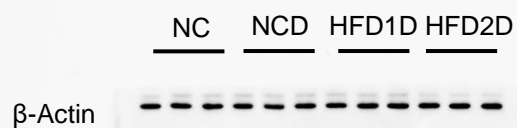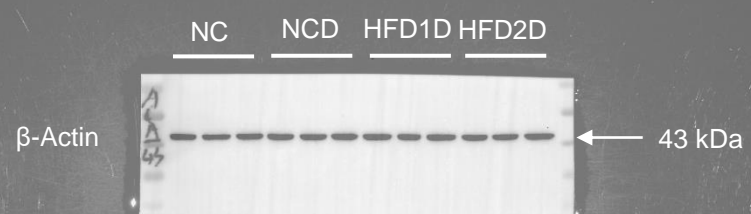

Figure 4c

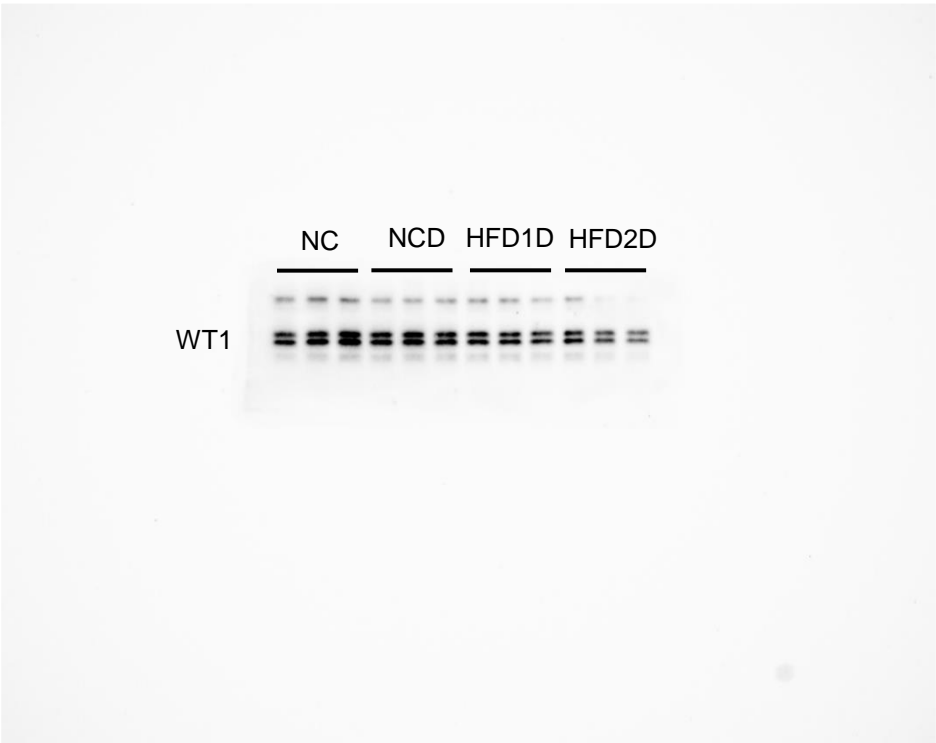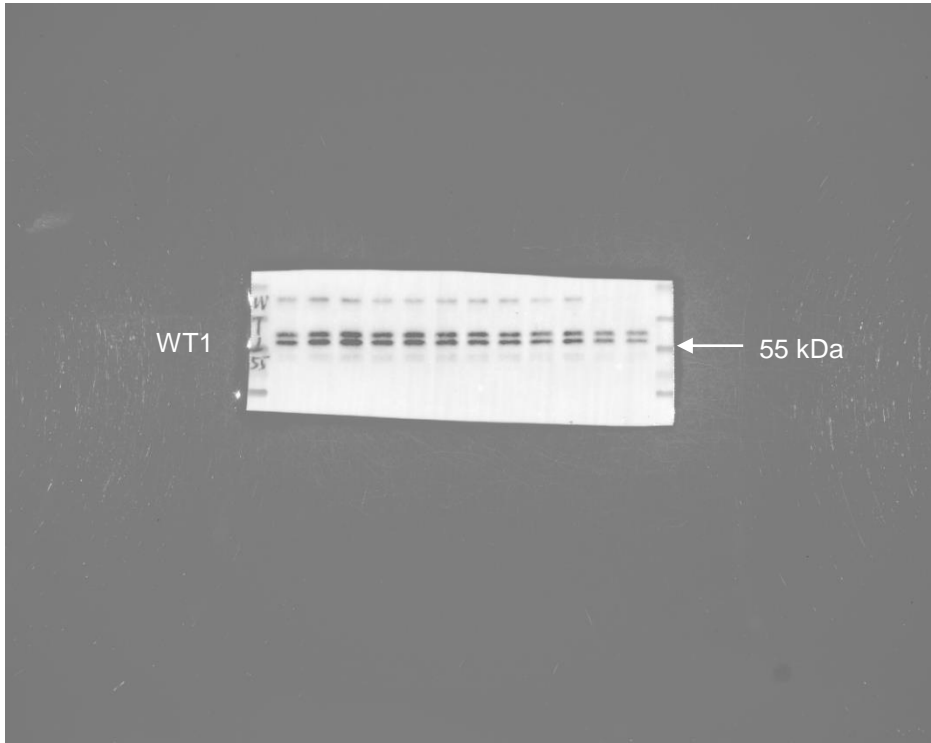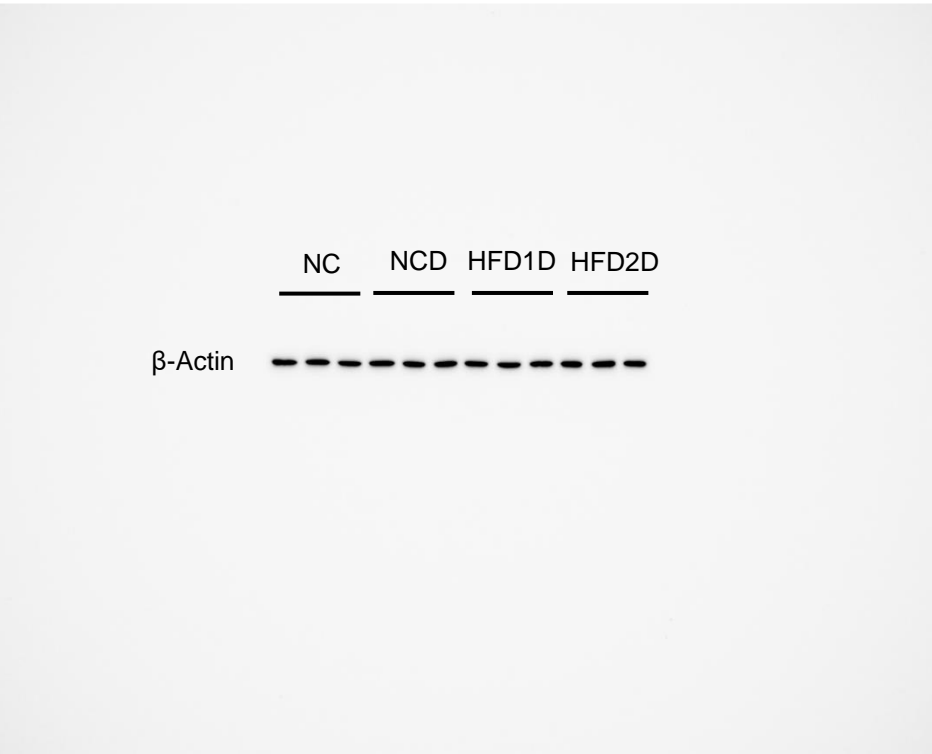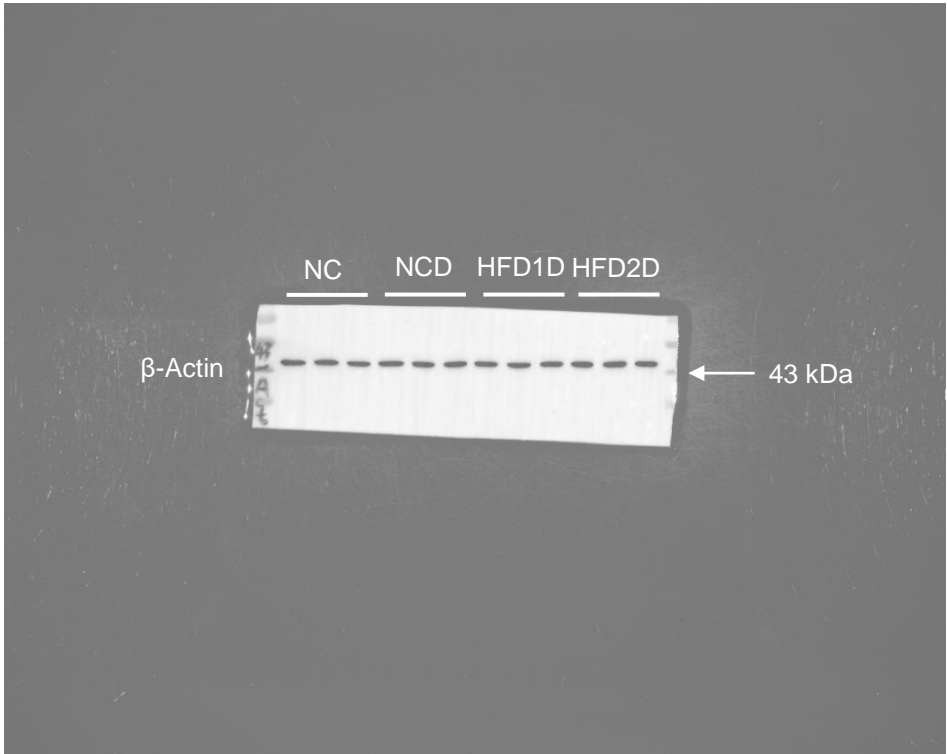

Figure 5d

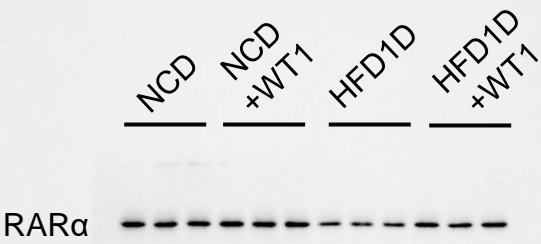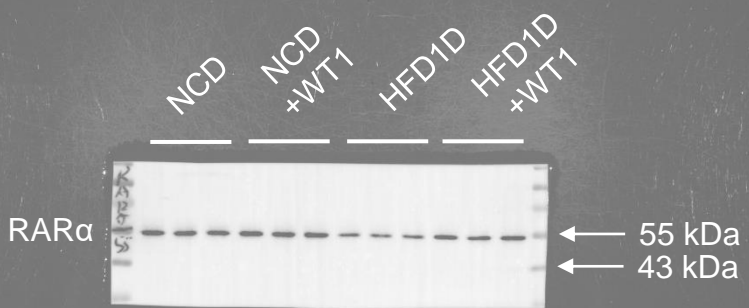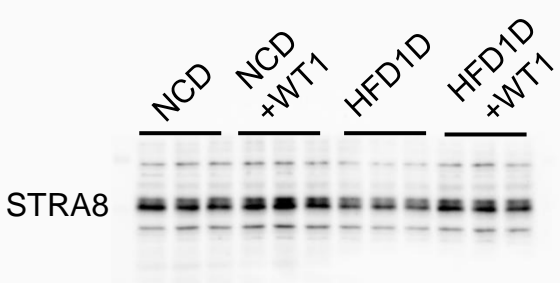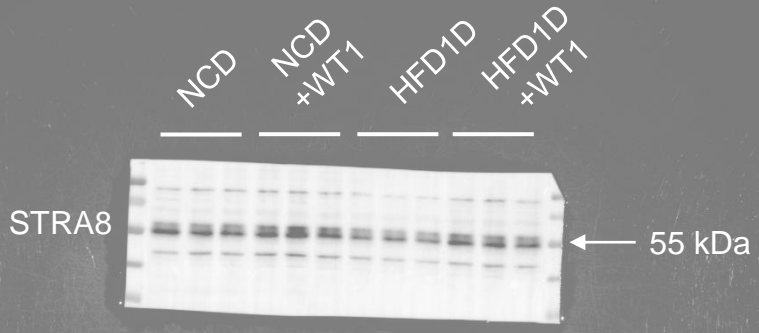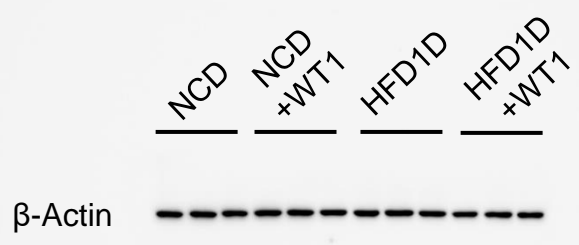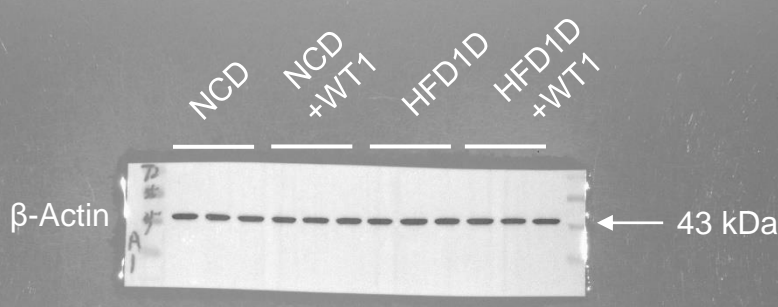

Figure 5h

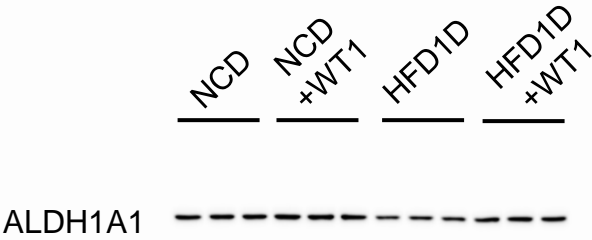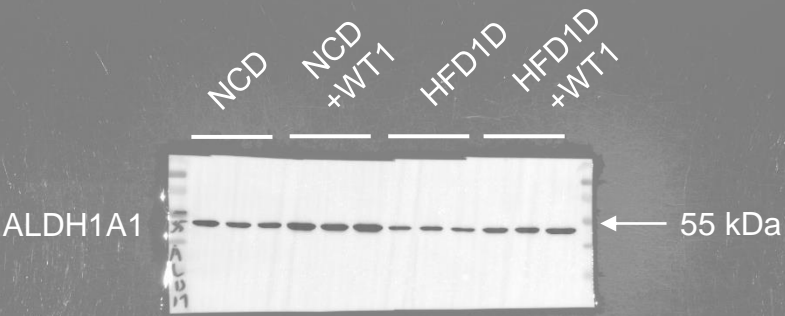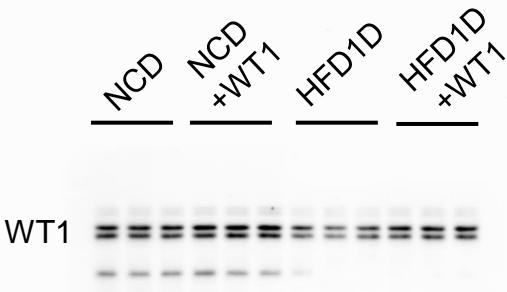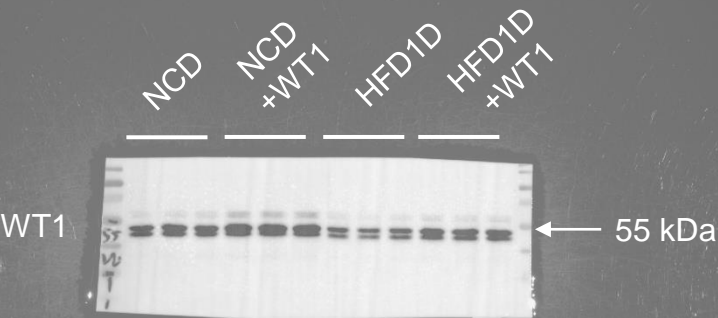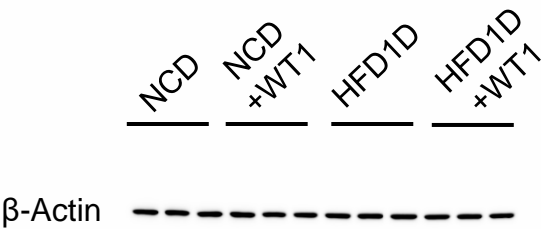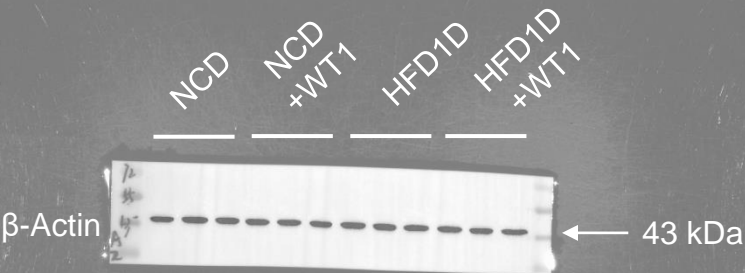

Figure 6b

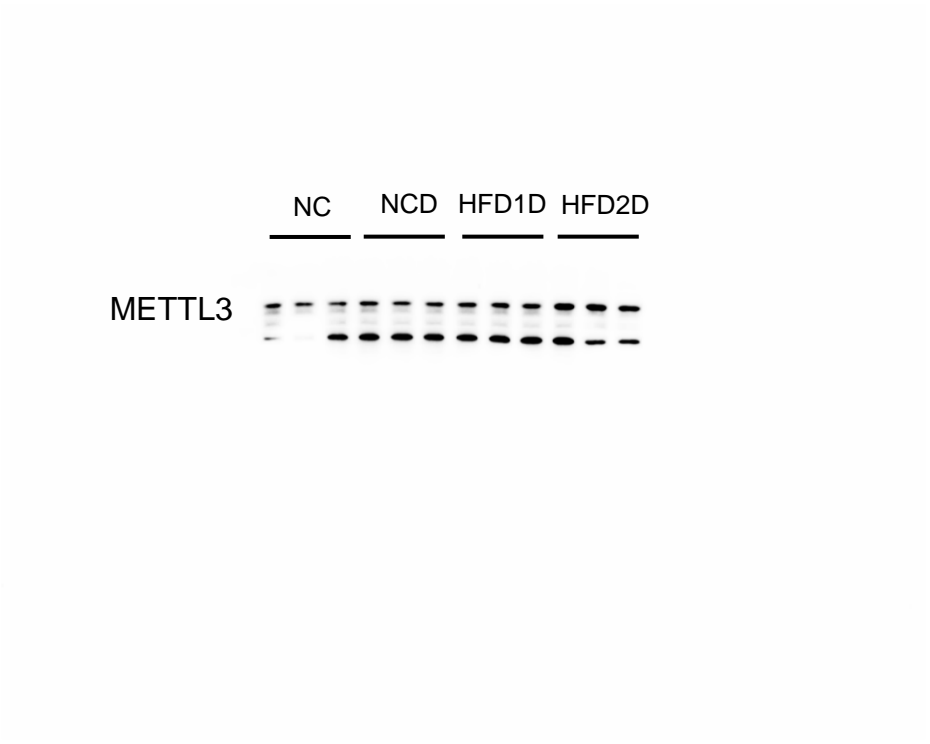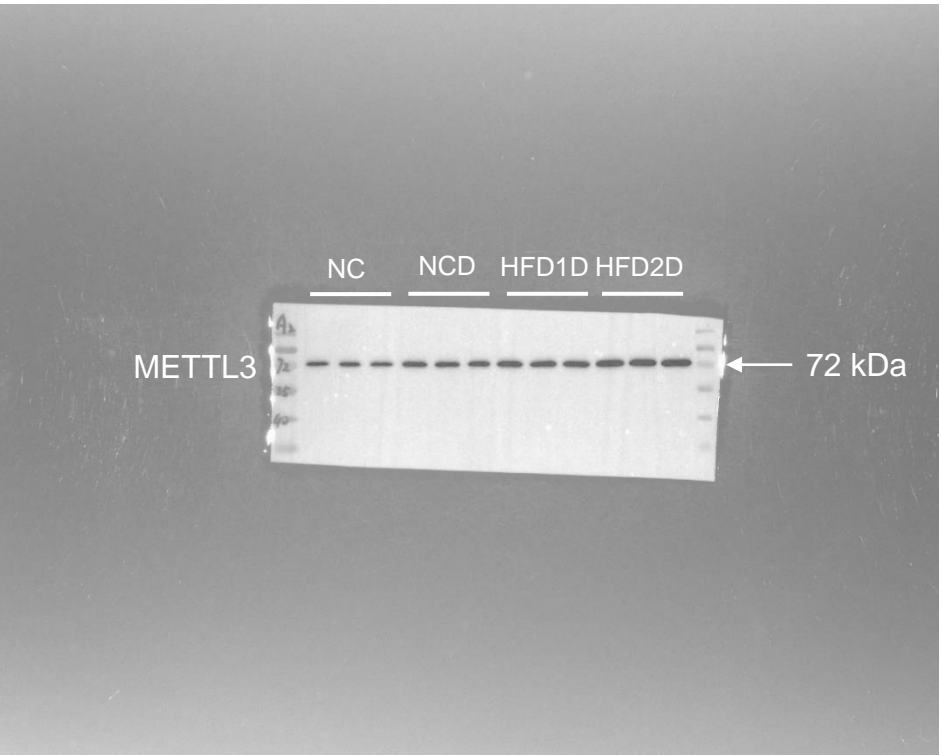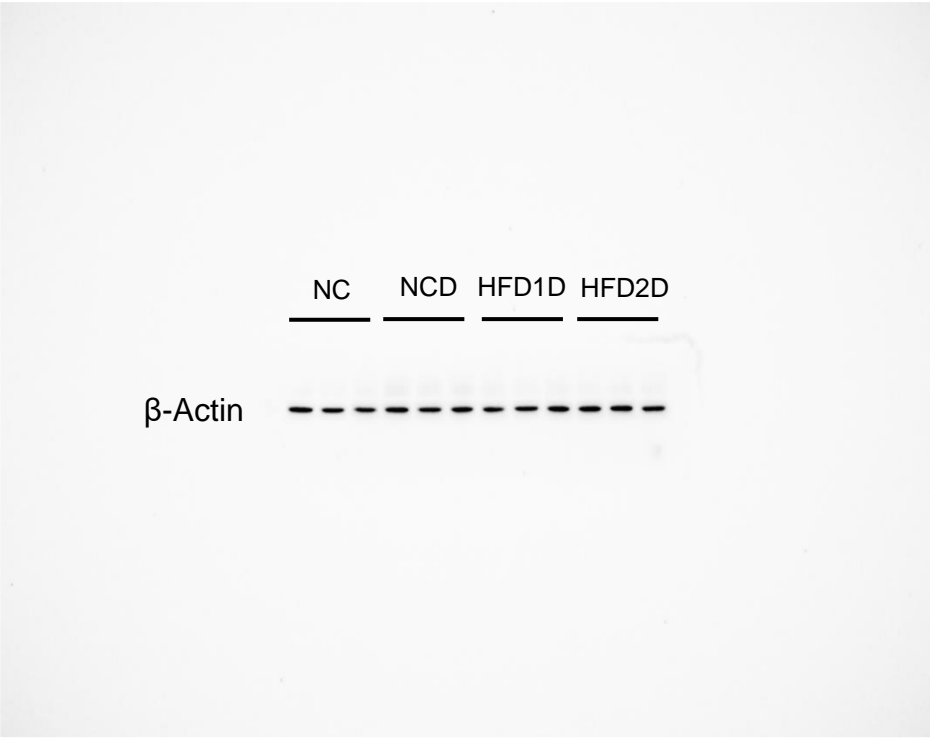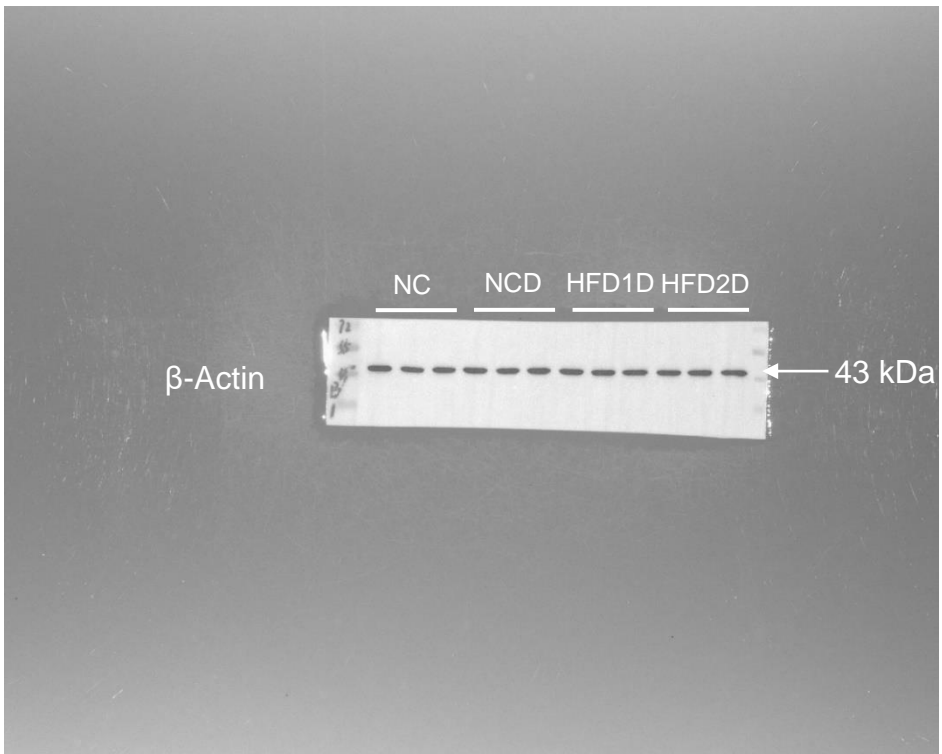

Figure 6e

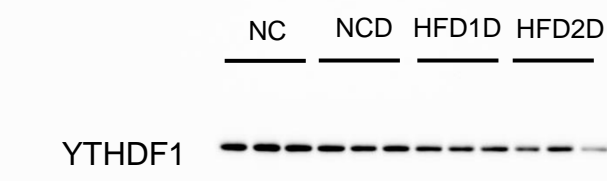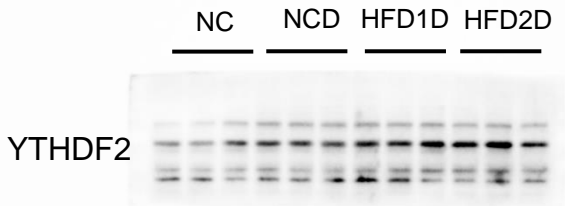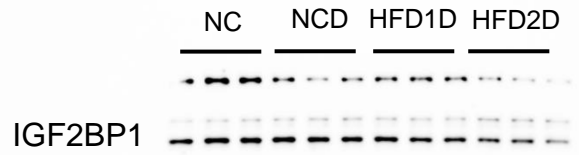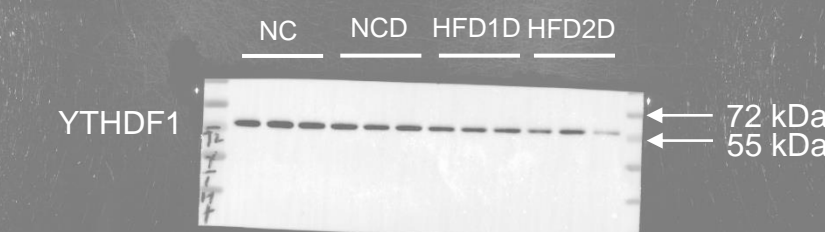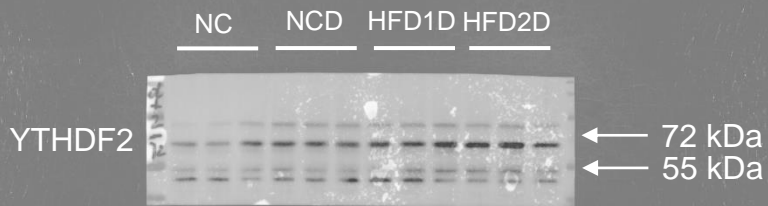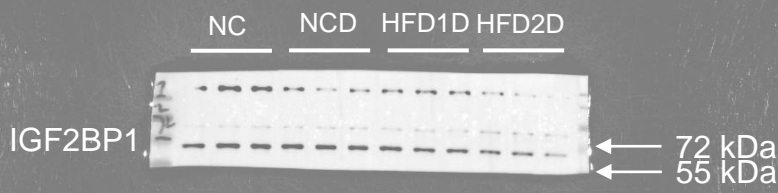

Figure. 7g

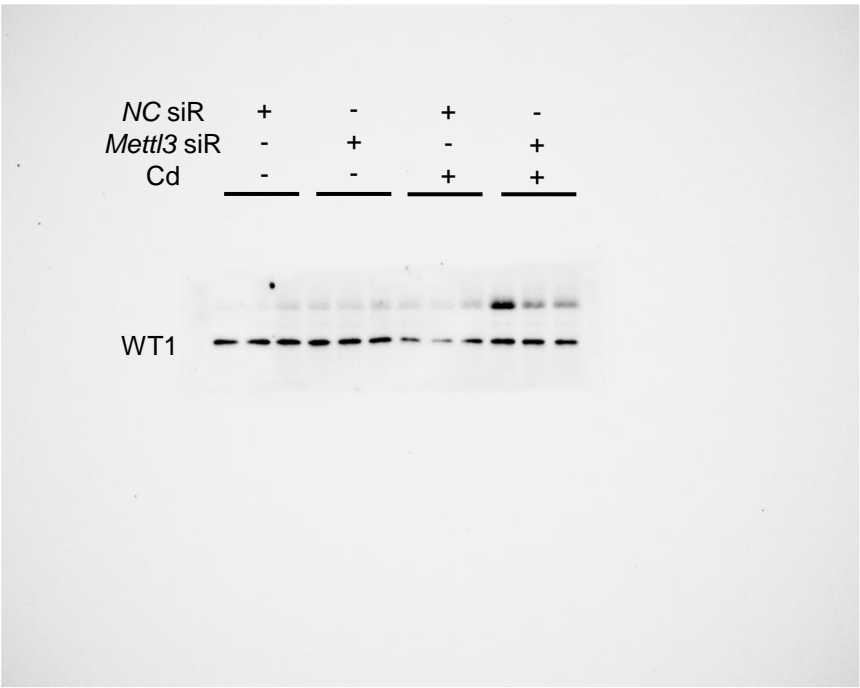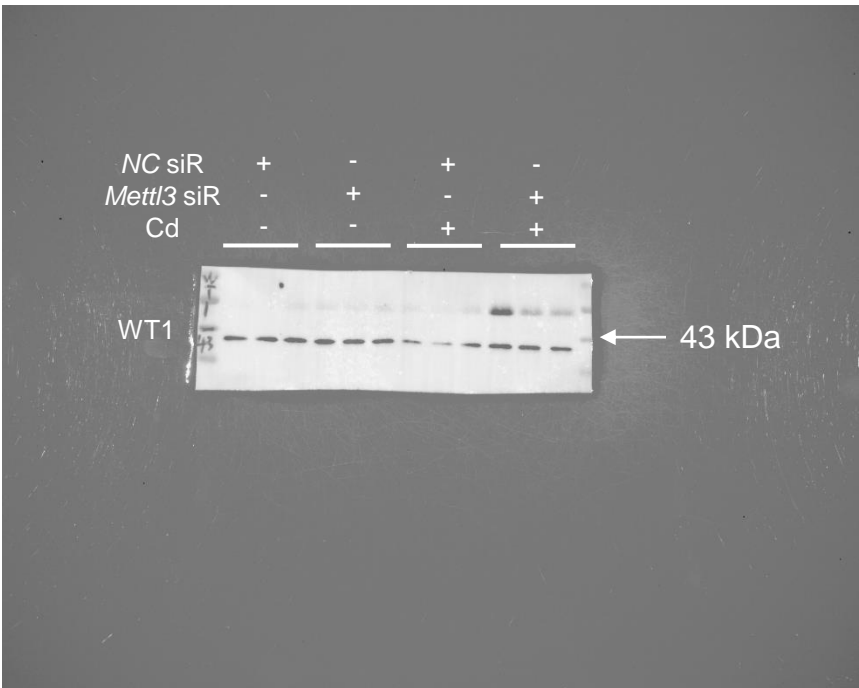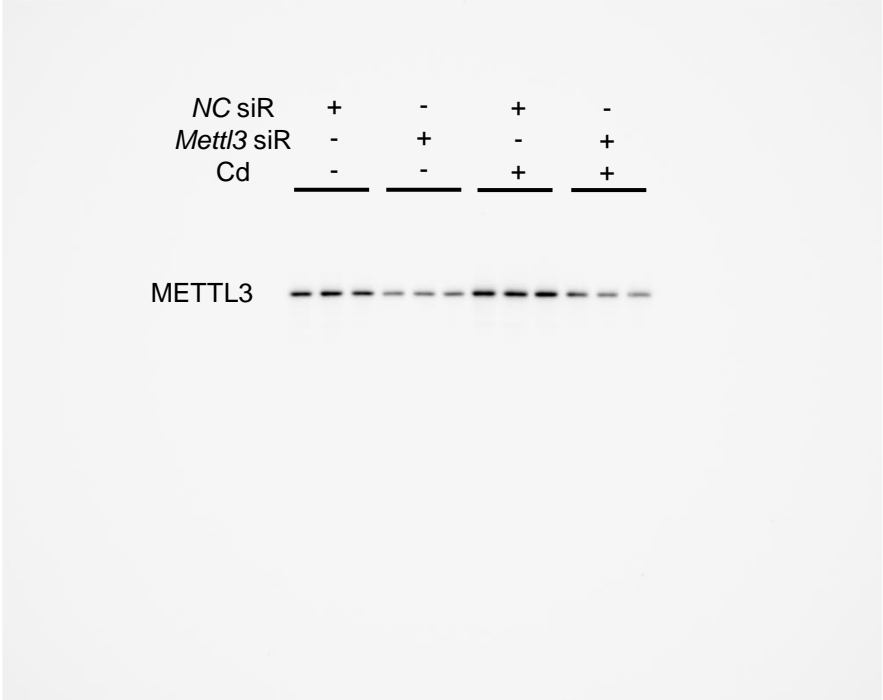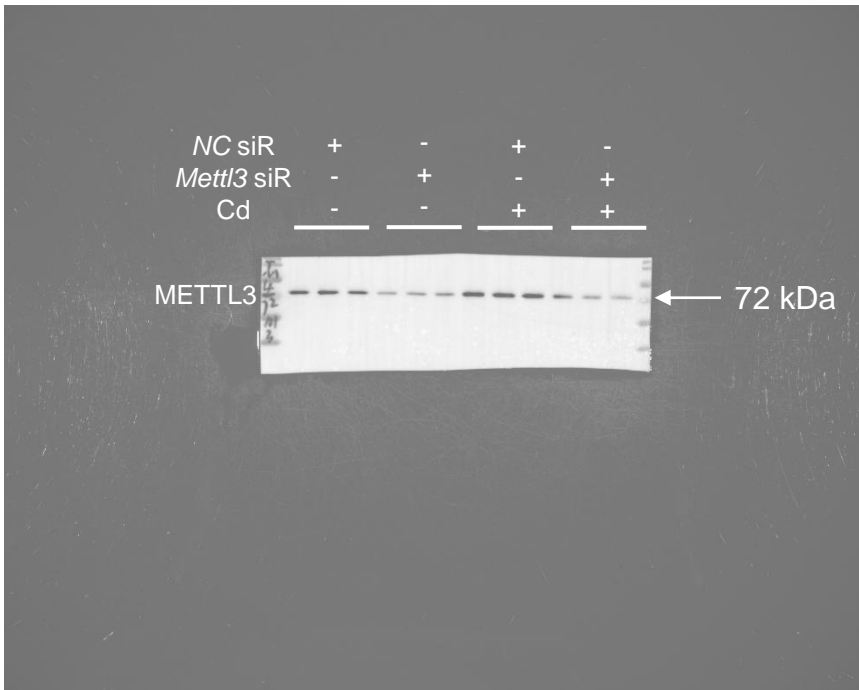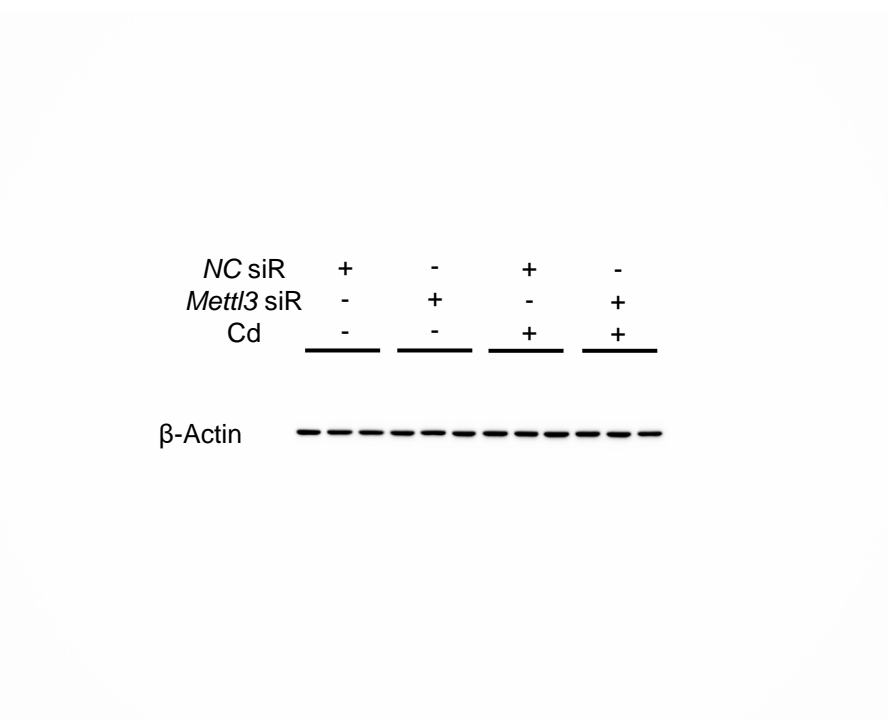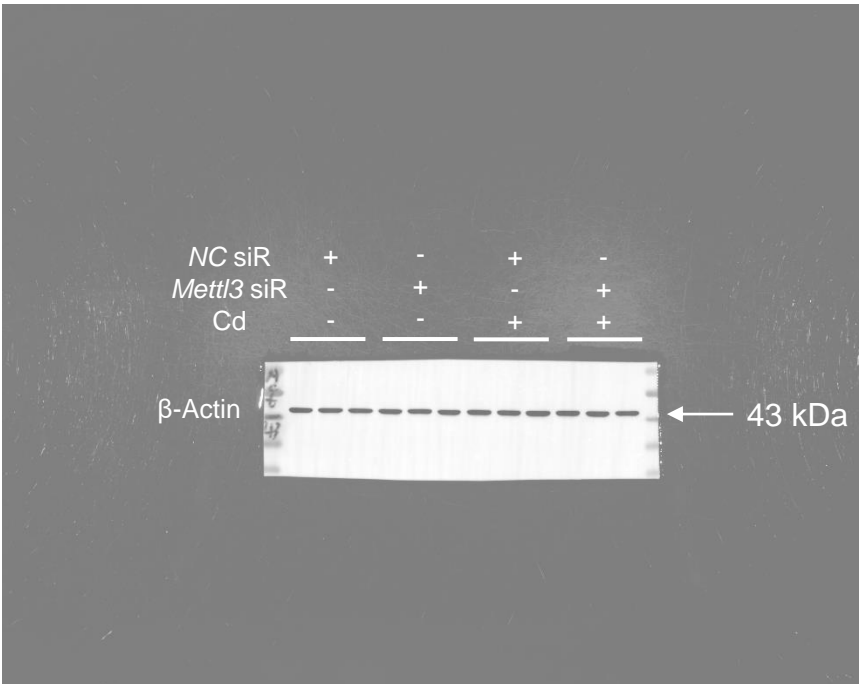

Figure. 7j

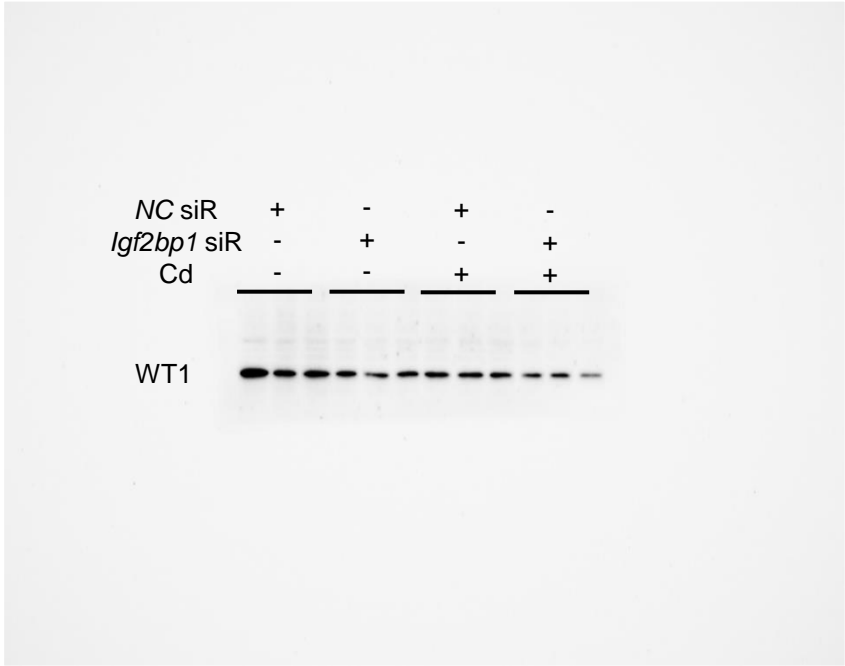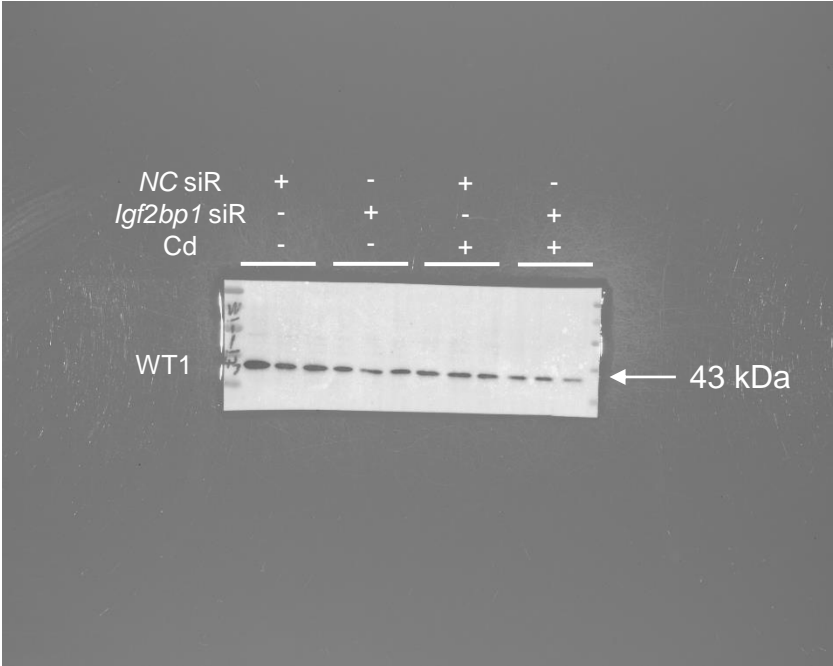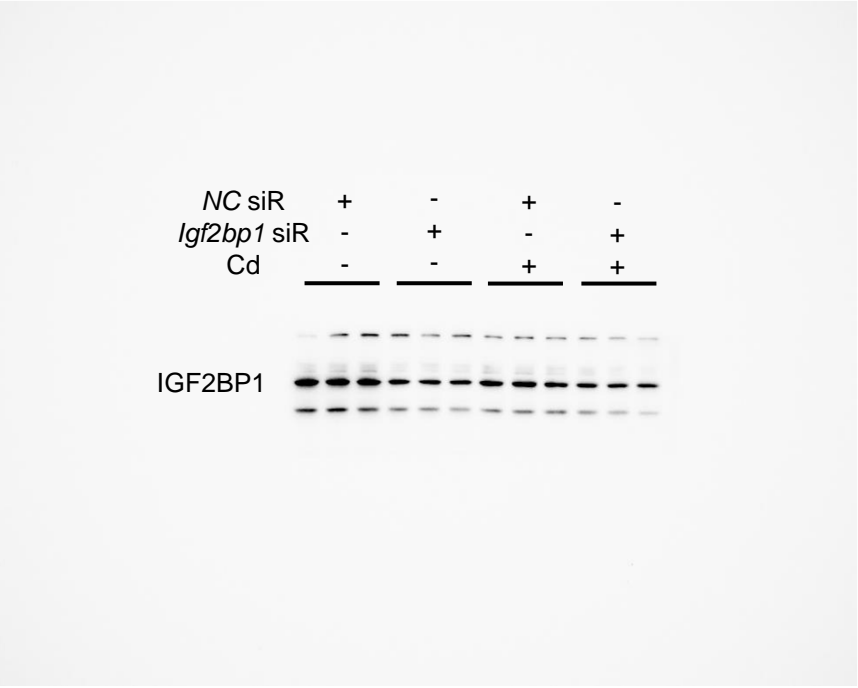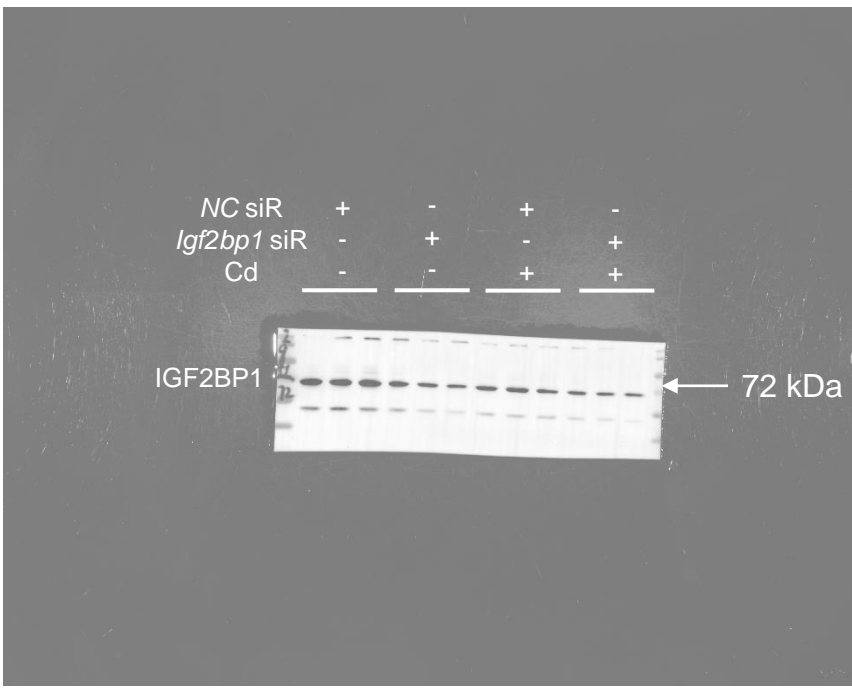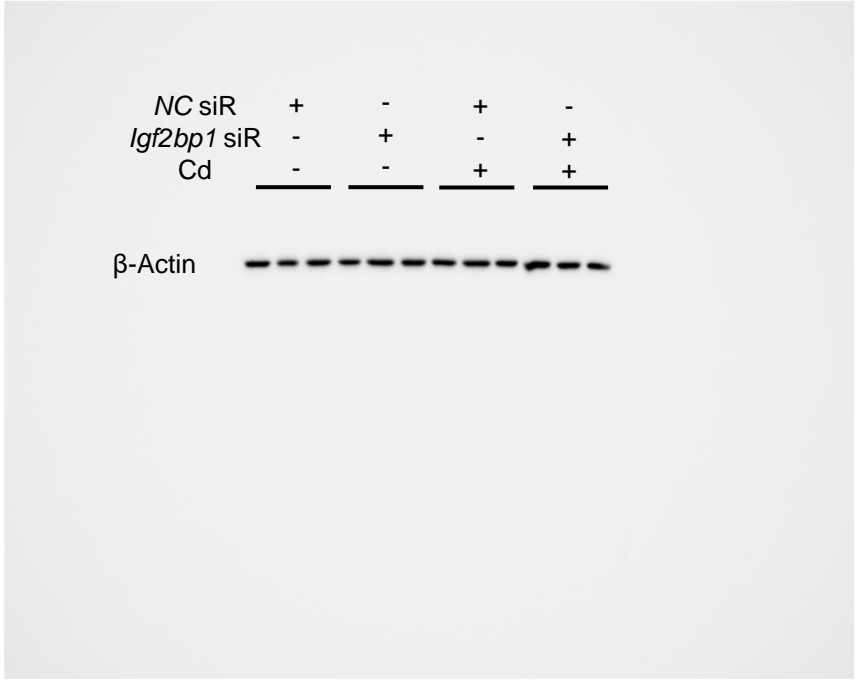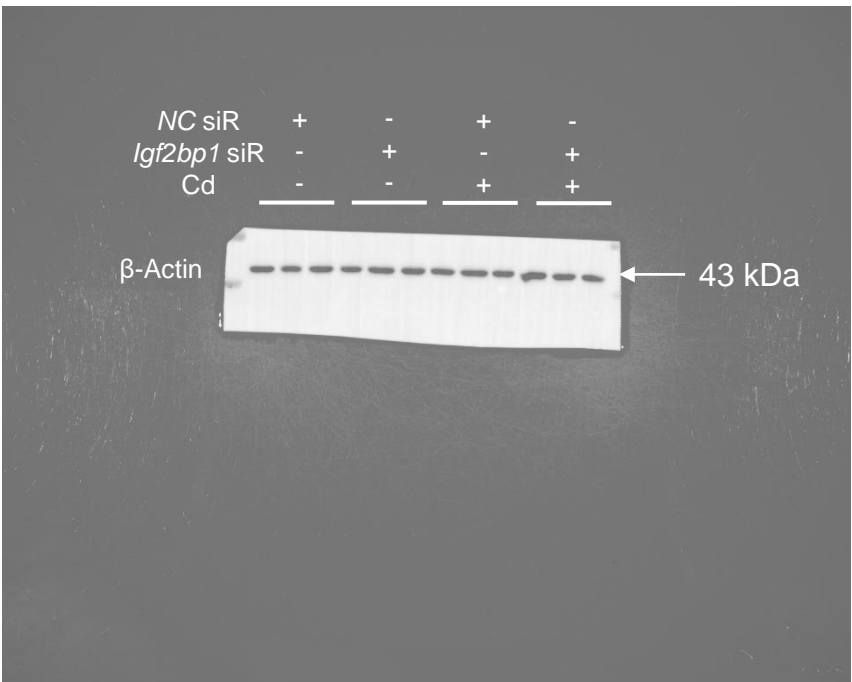

Figure 9d

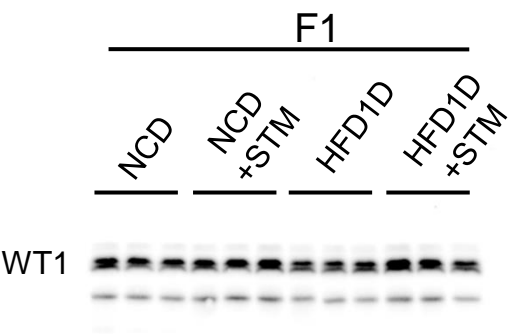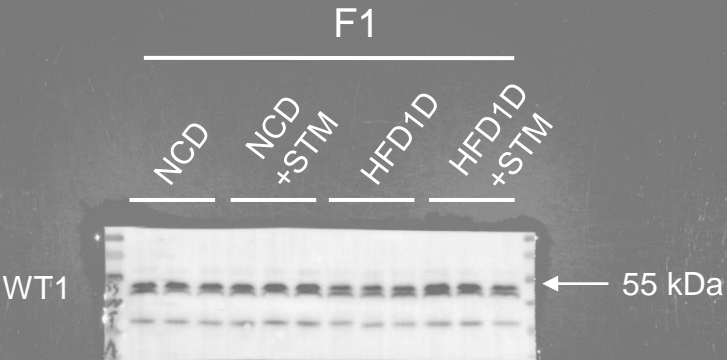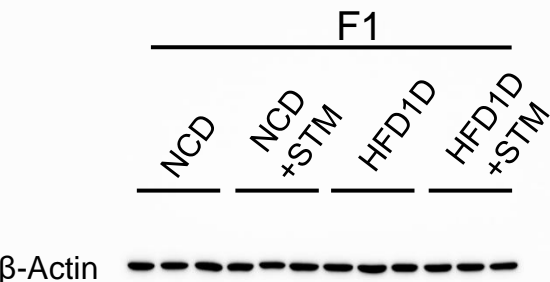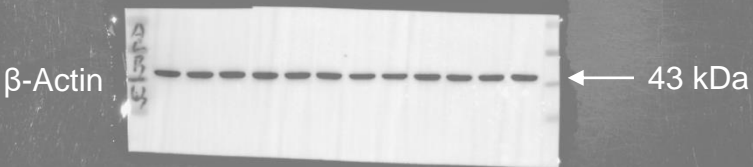

Figure 9h

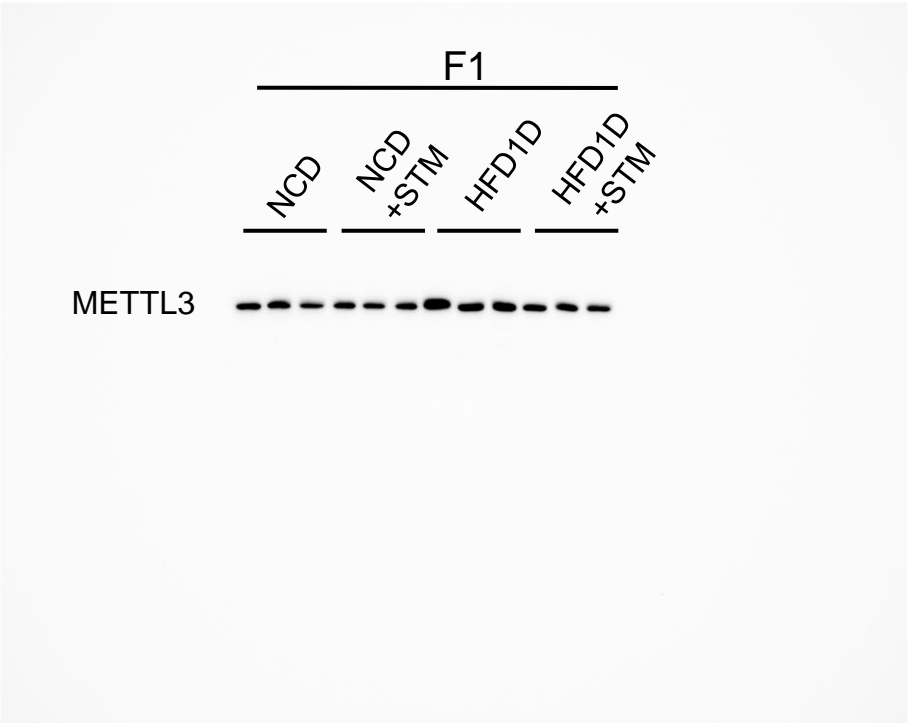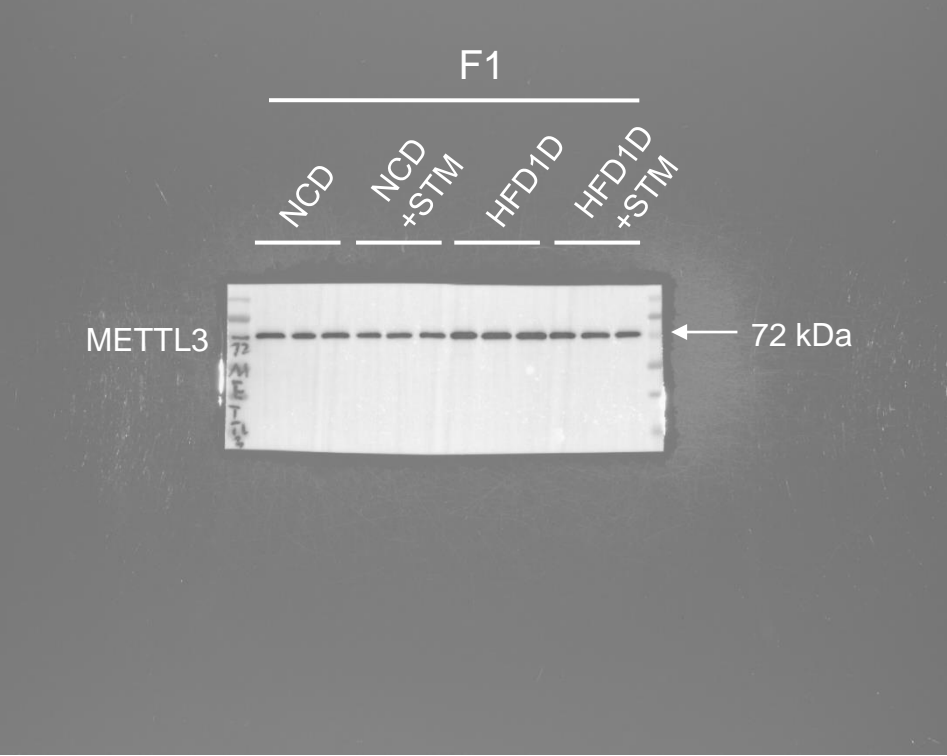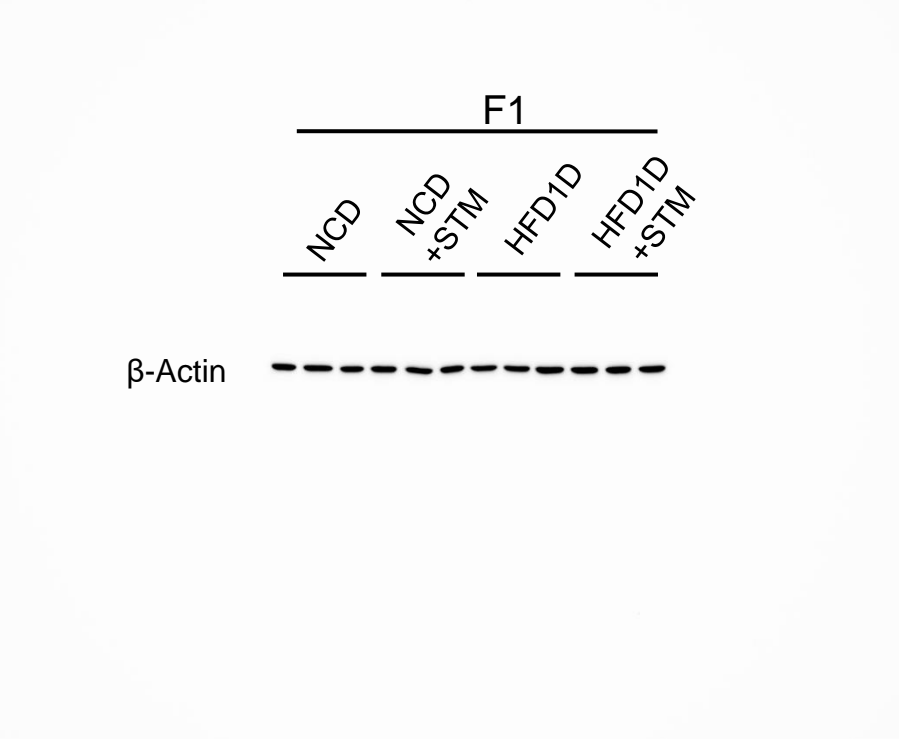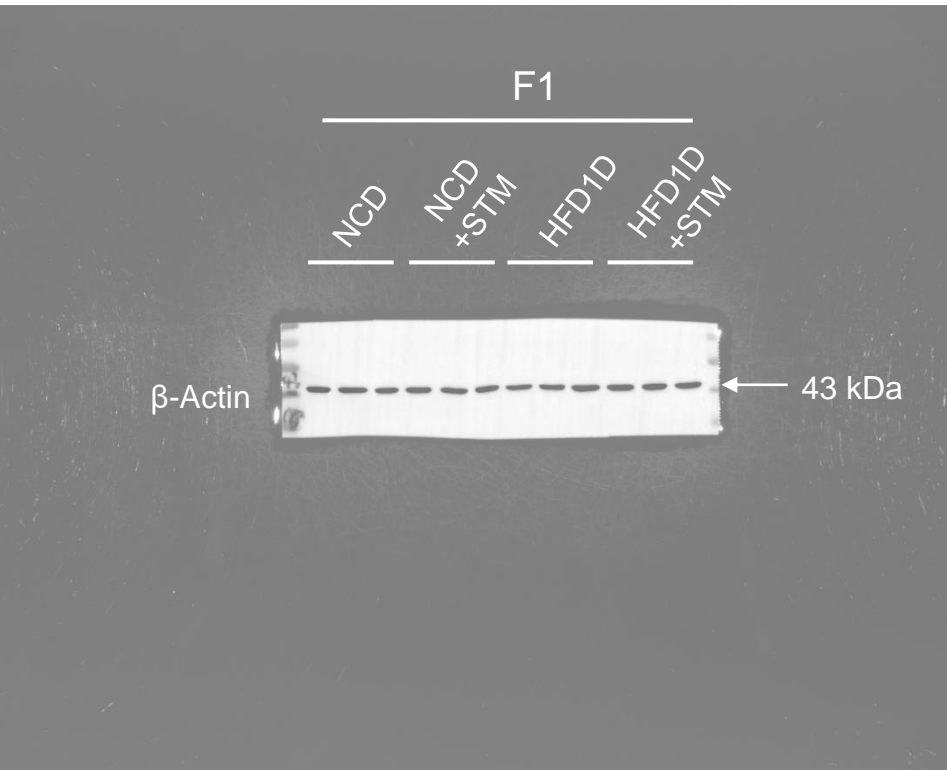

Supplementary Figure 4b

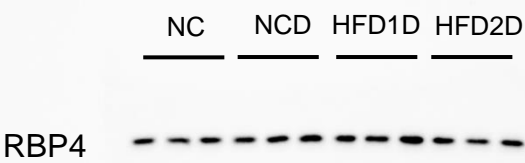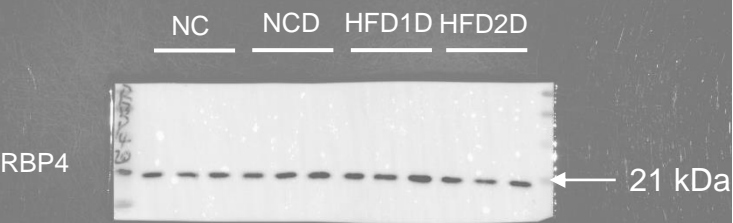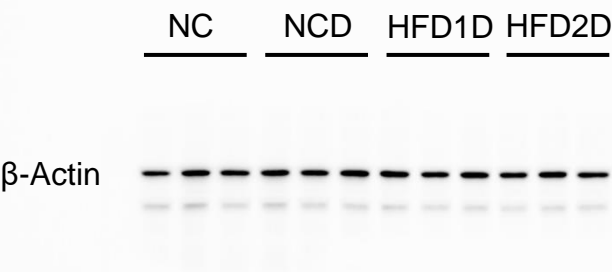

Supplementary Figure 5a

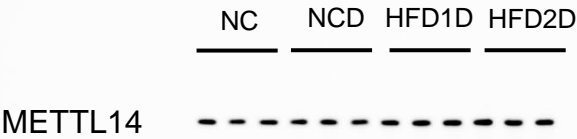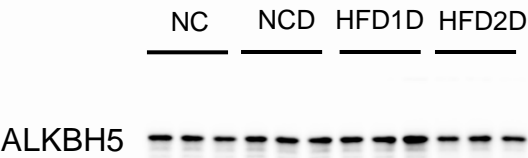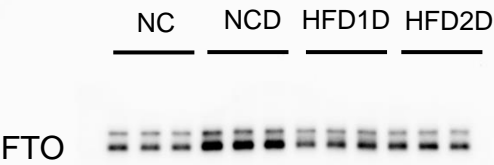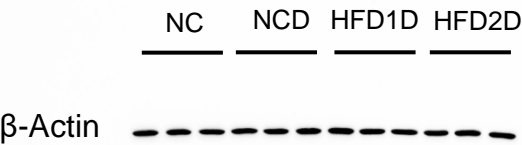

Supplementary Figure 7c

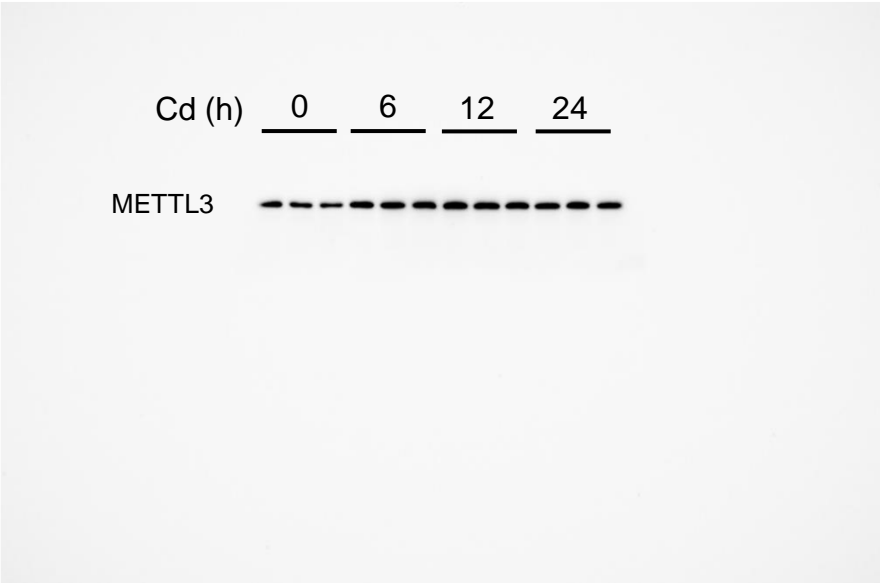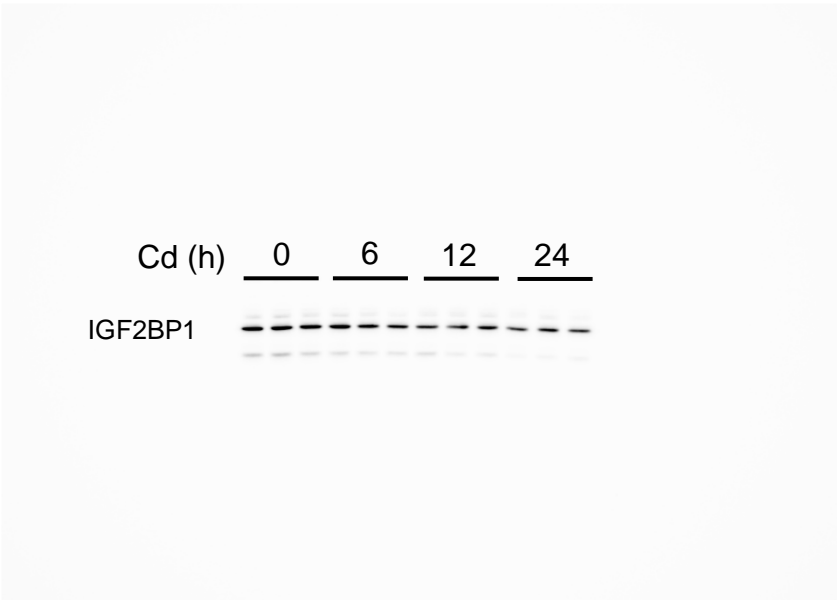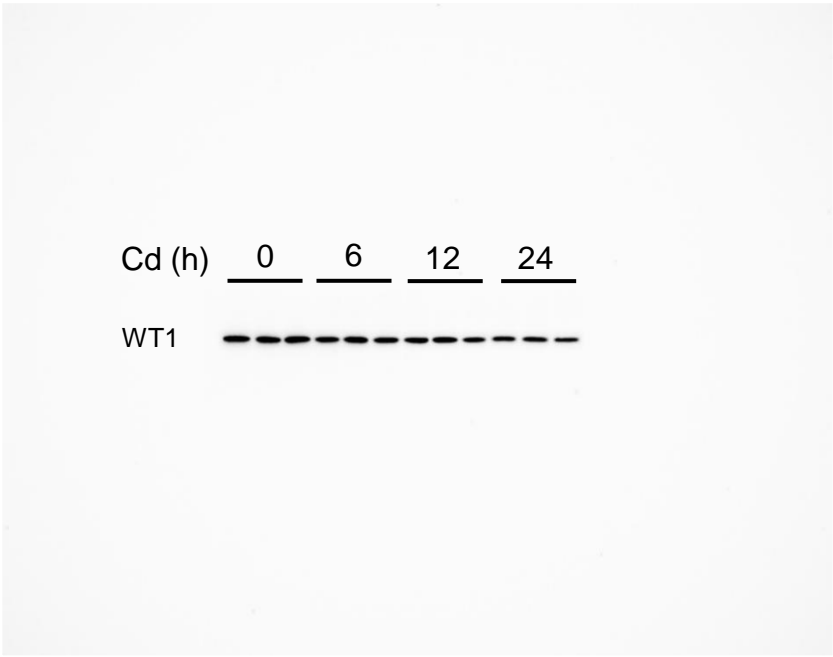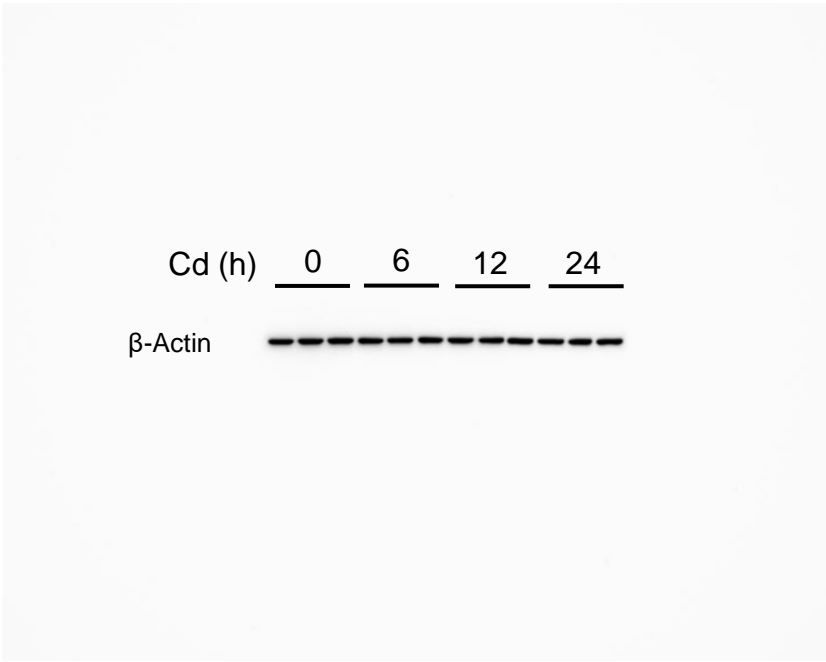

Supplementary Figure 8e

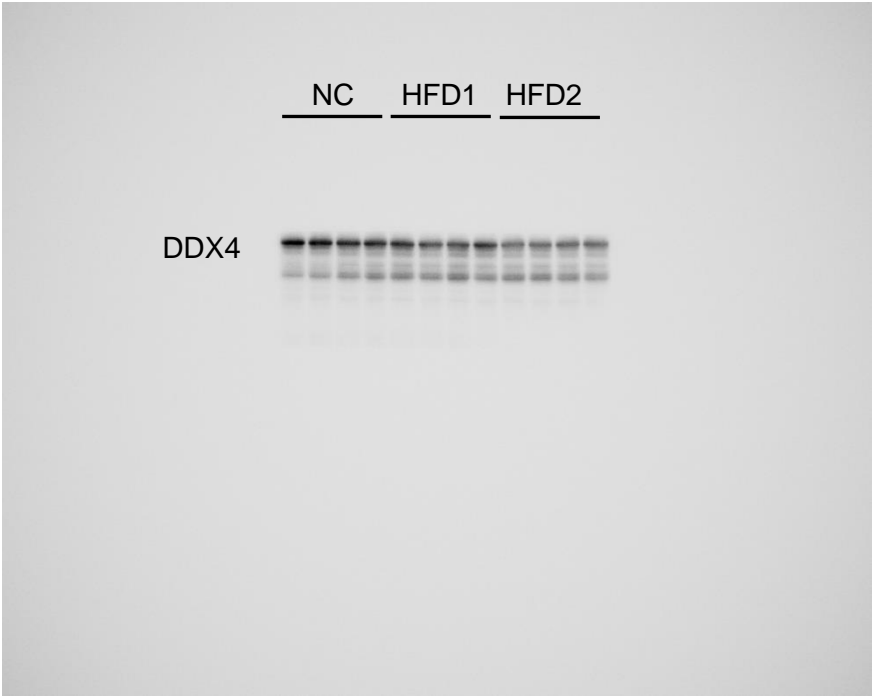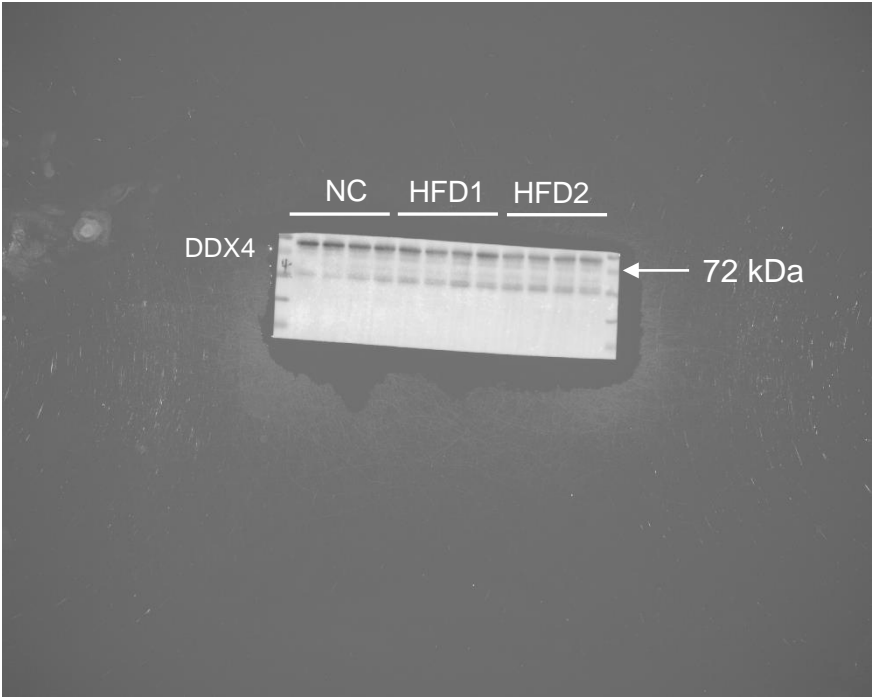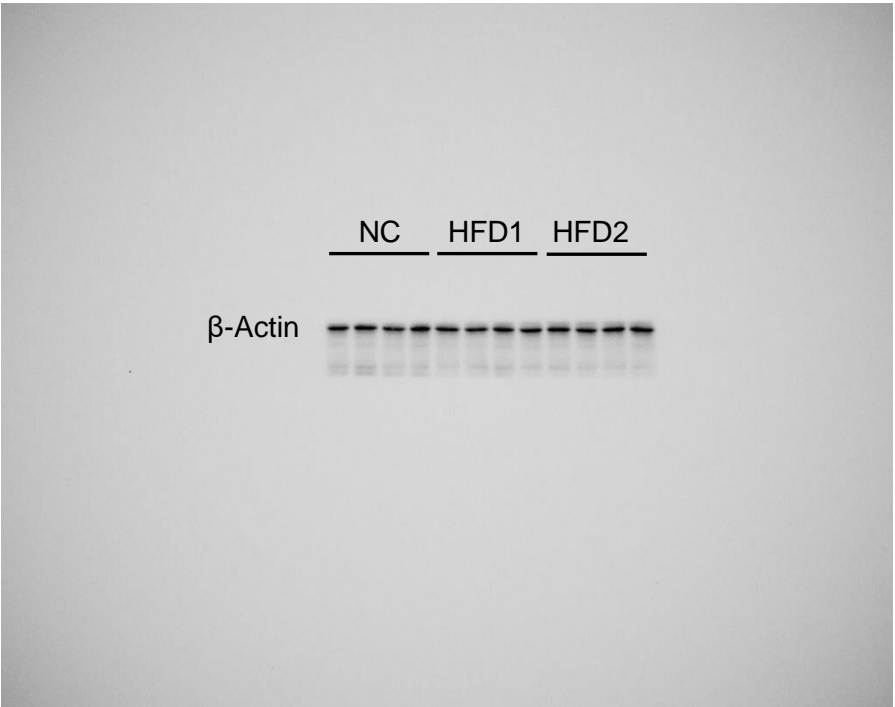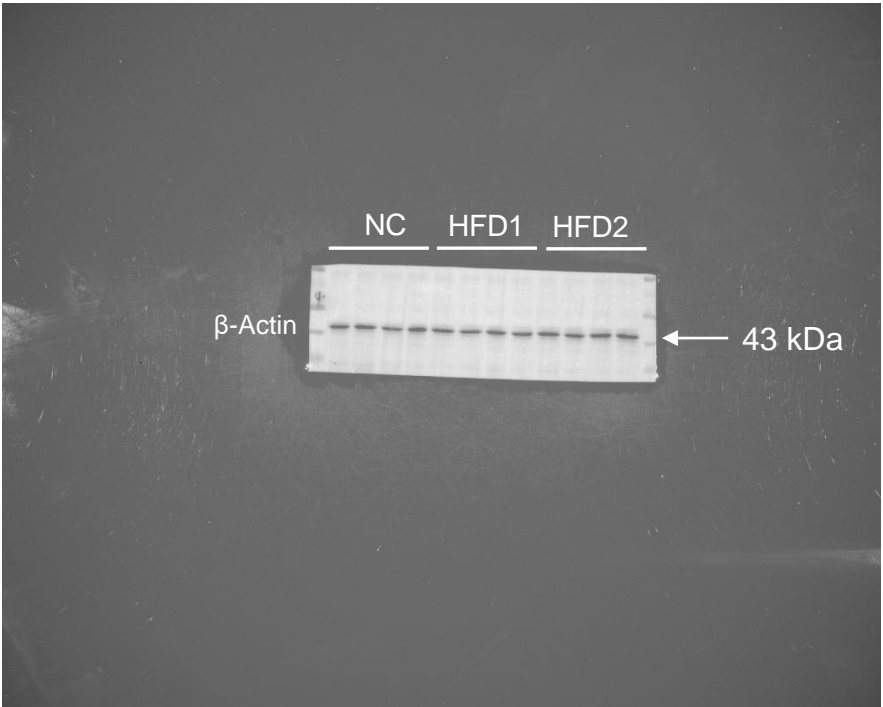

Supplementary Figure 8g

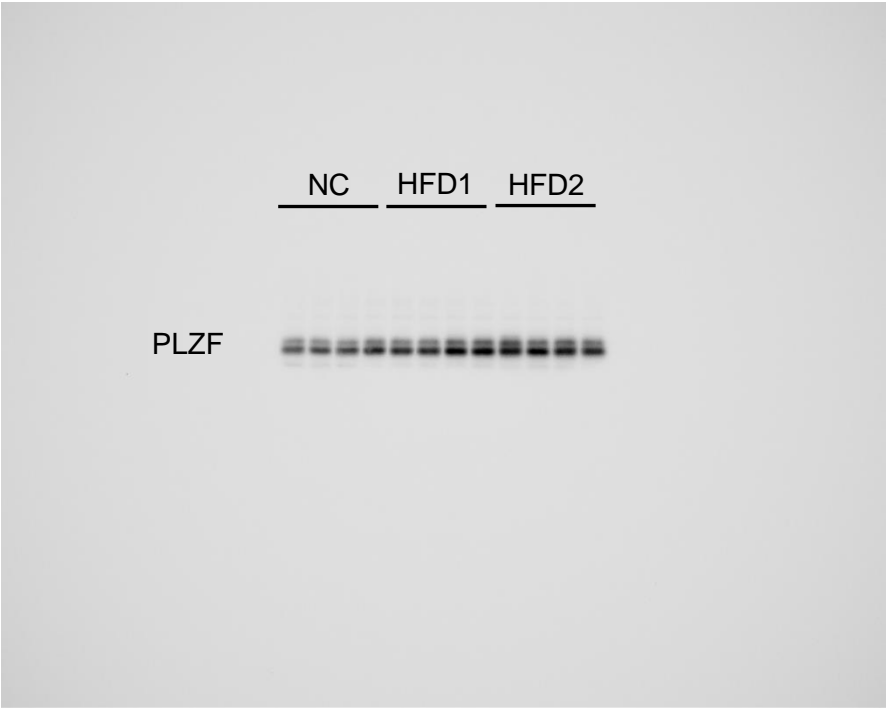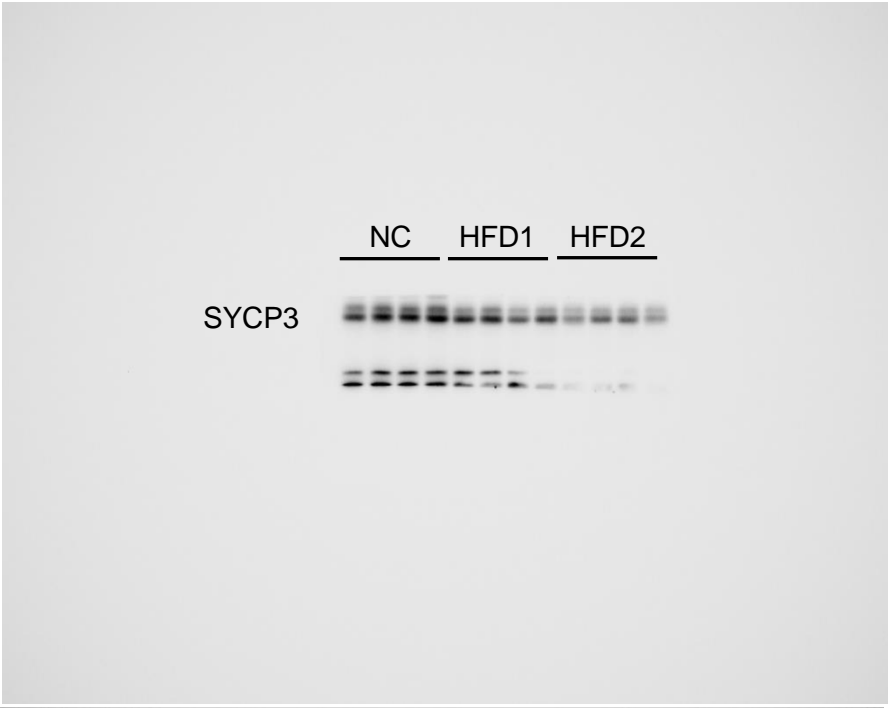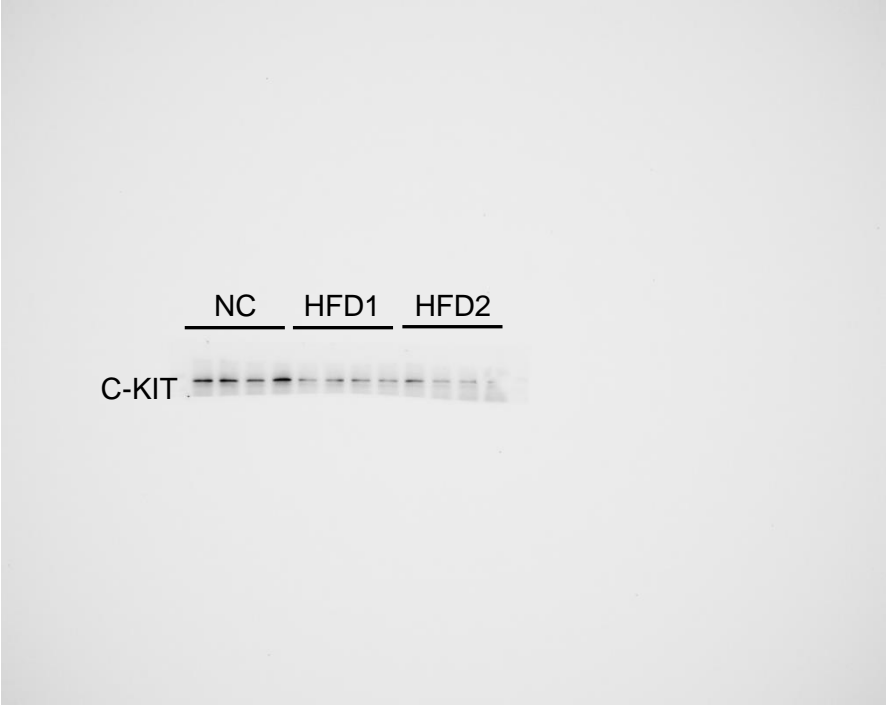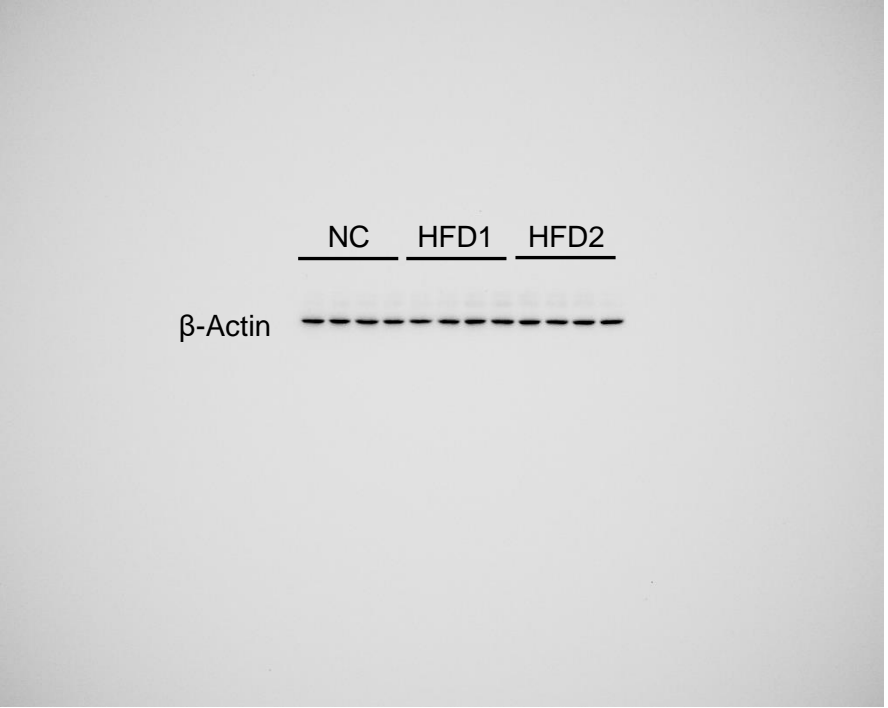

Supplementary Figure 9b

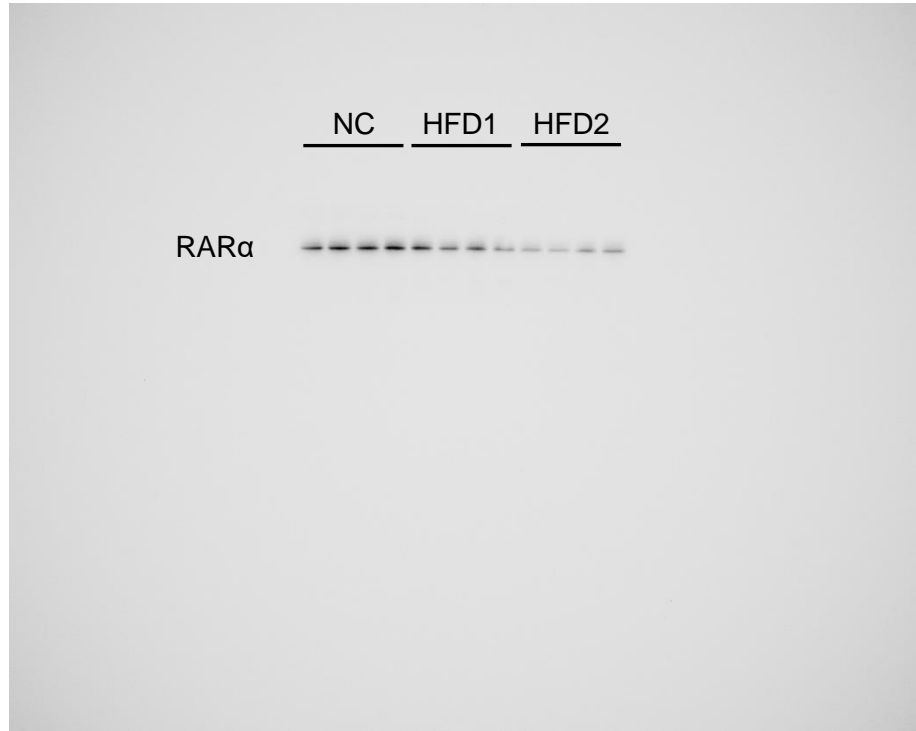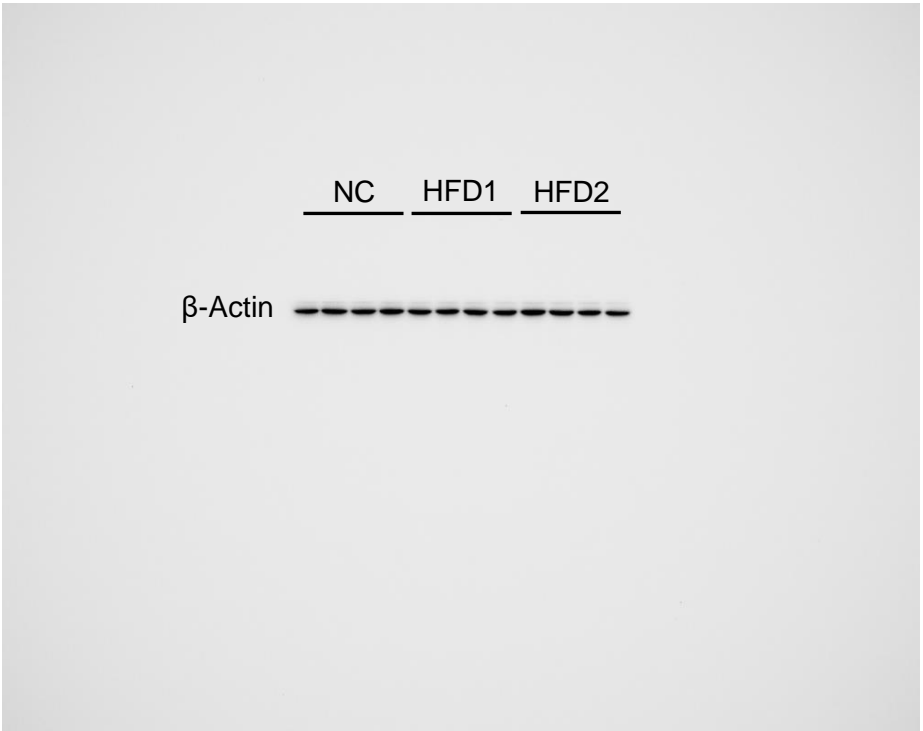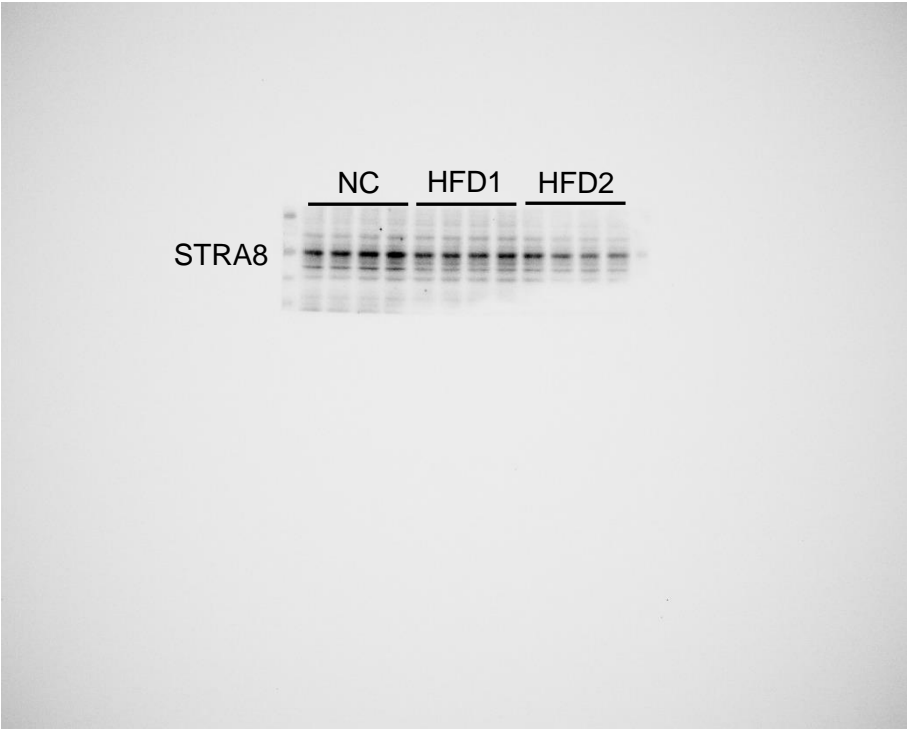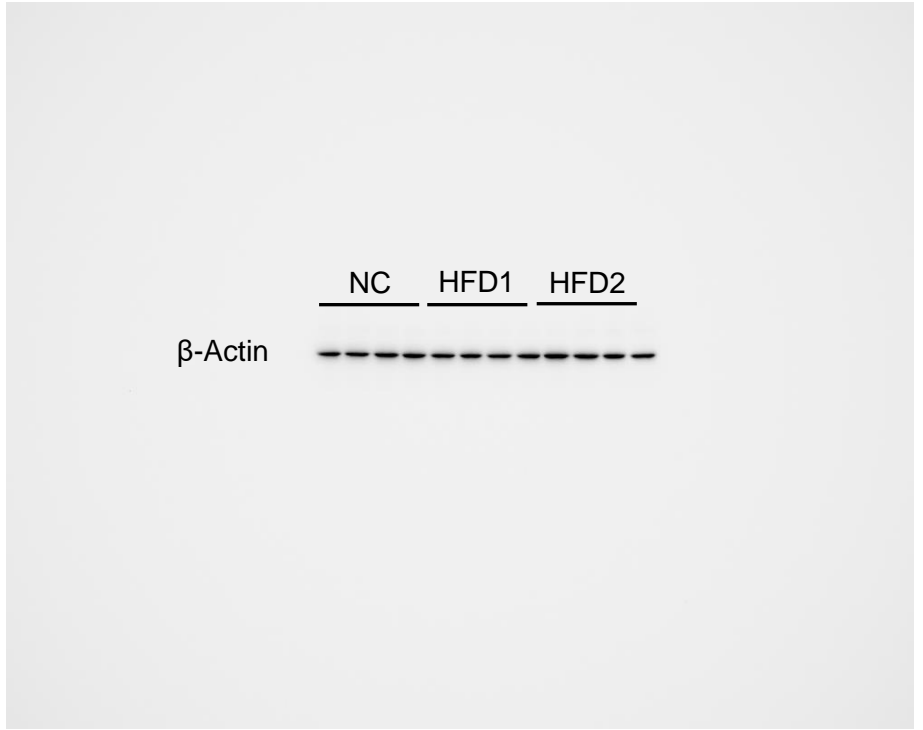

Supplementary Figure 9d

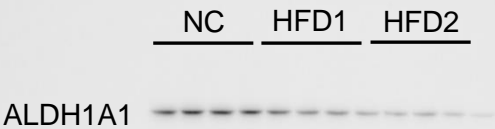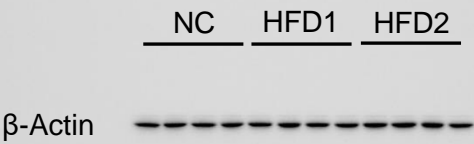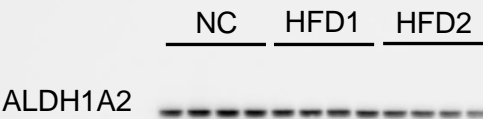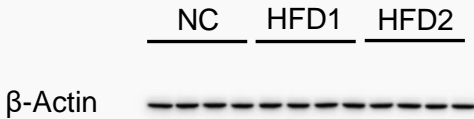

Supplementary Figure 9g

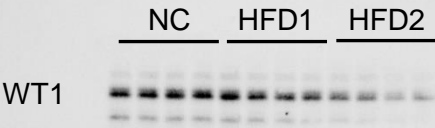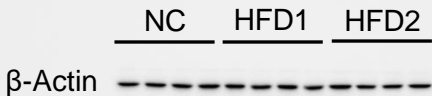

Supplementary Figure 10b

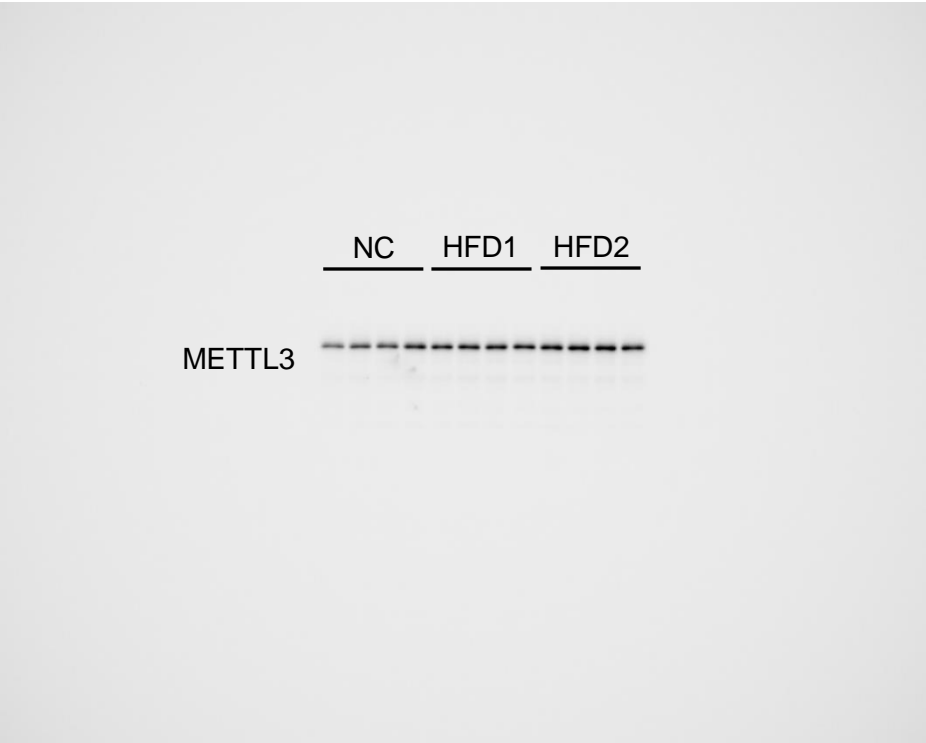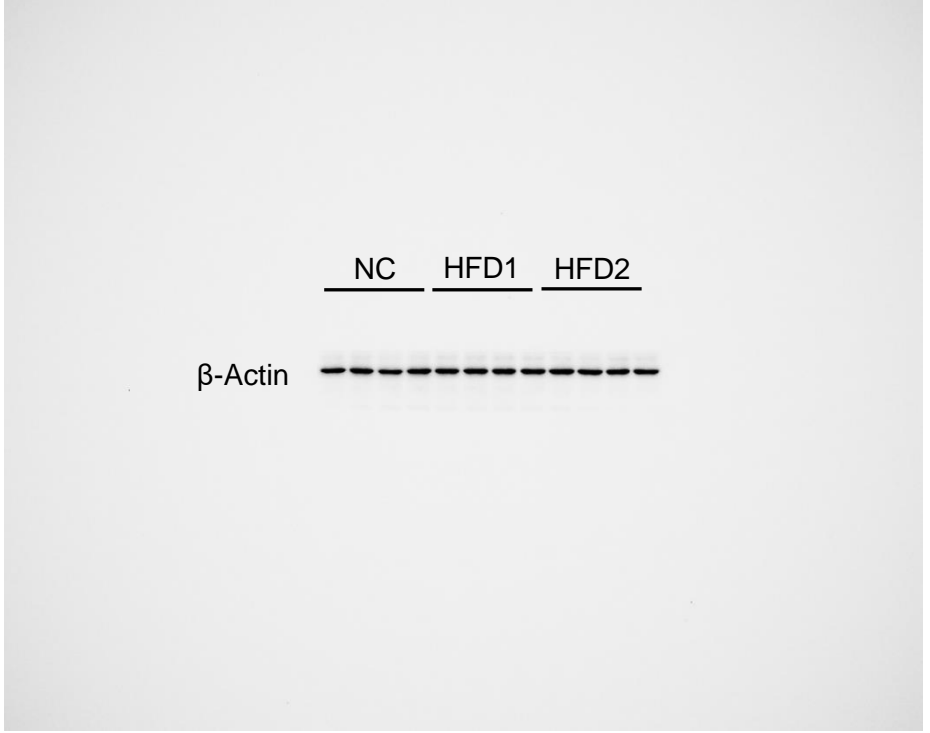

Supplementary Figure 10d

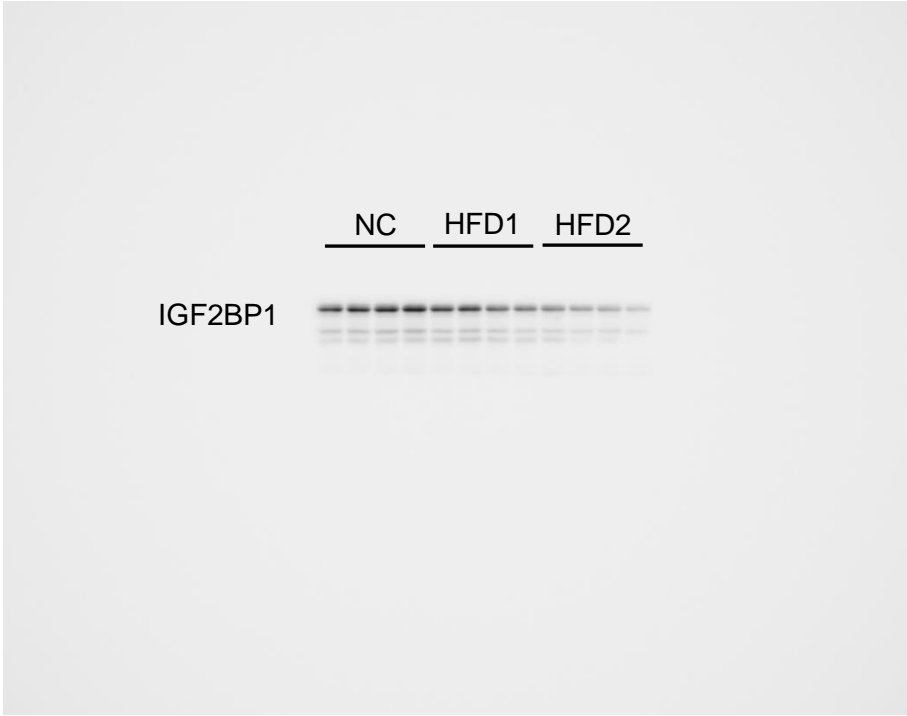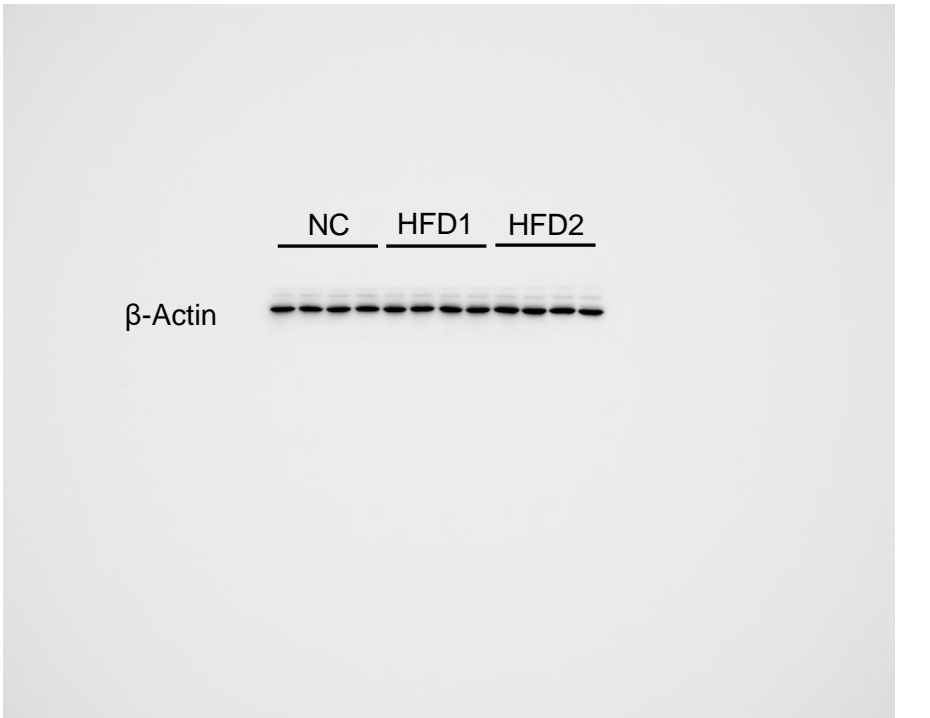

Figure 2b (sample 4-6)

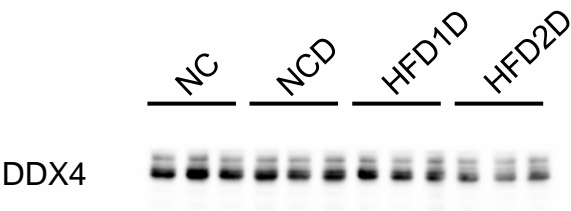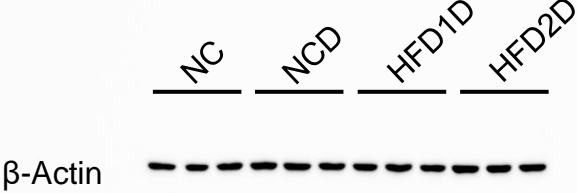

Figure 2e (sample 4-6)

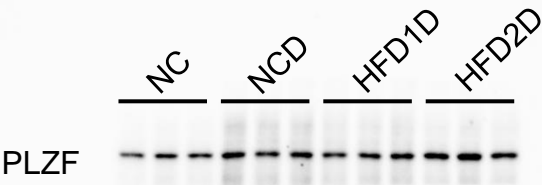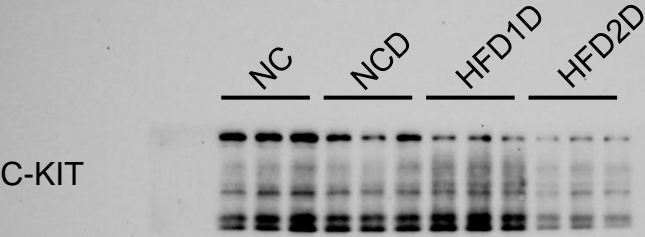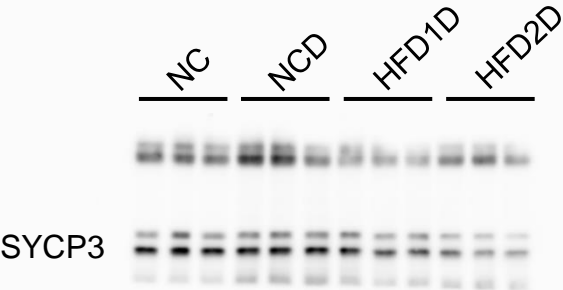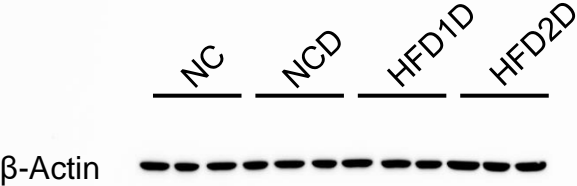

Figure. 3d (sample 4-6)

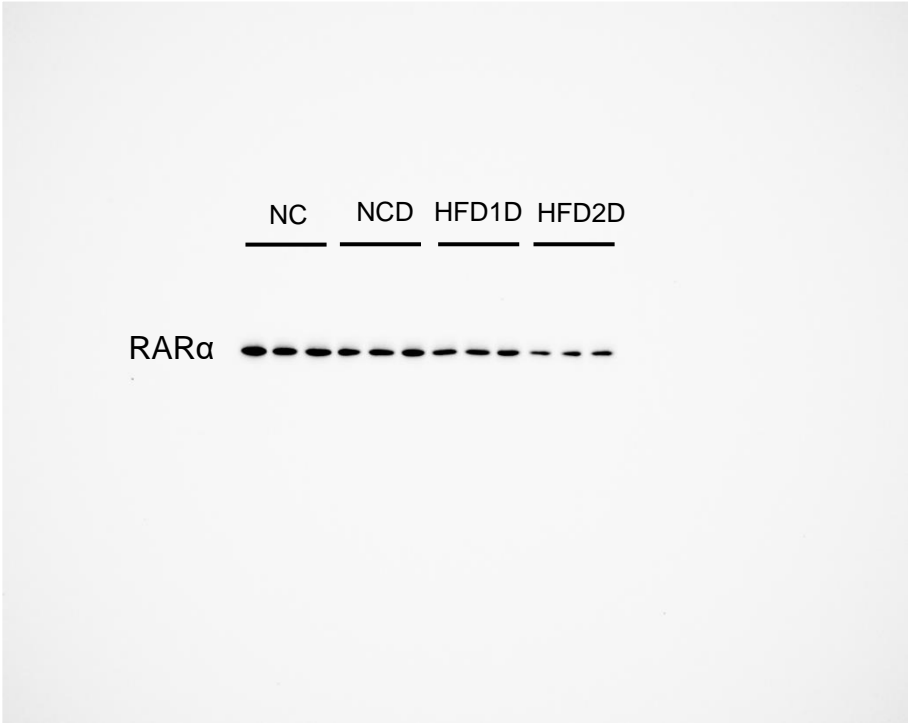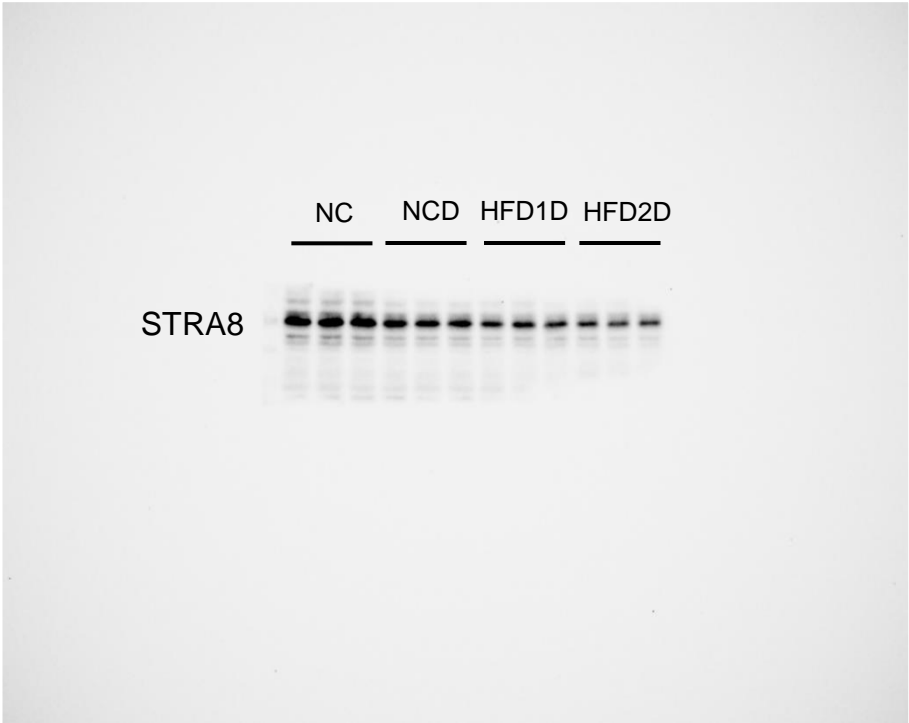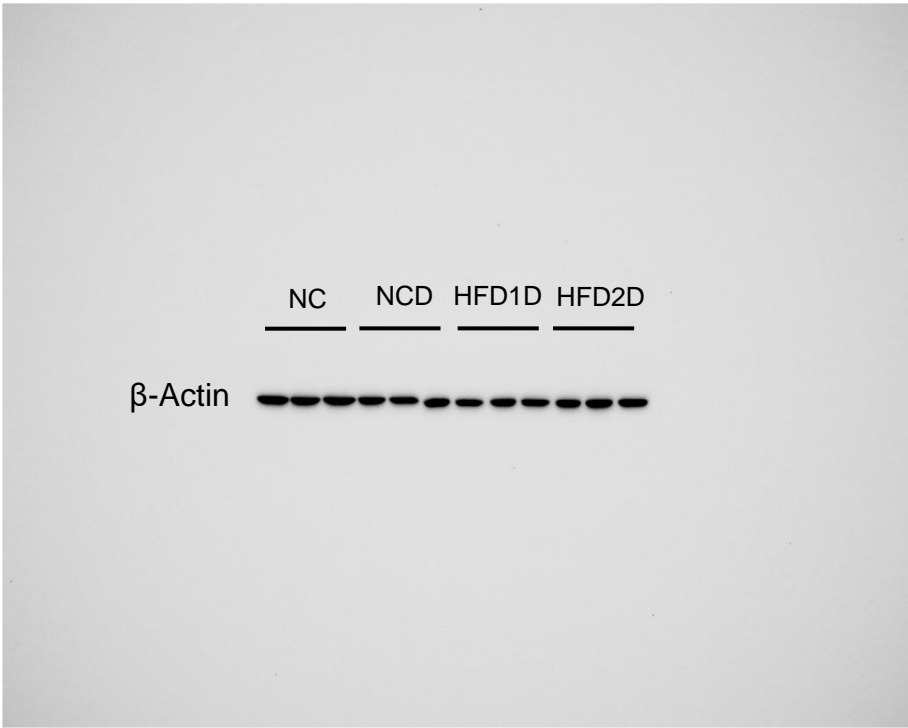

Figure 3g (sample 4-6)

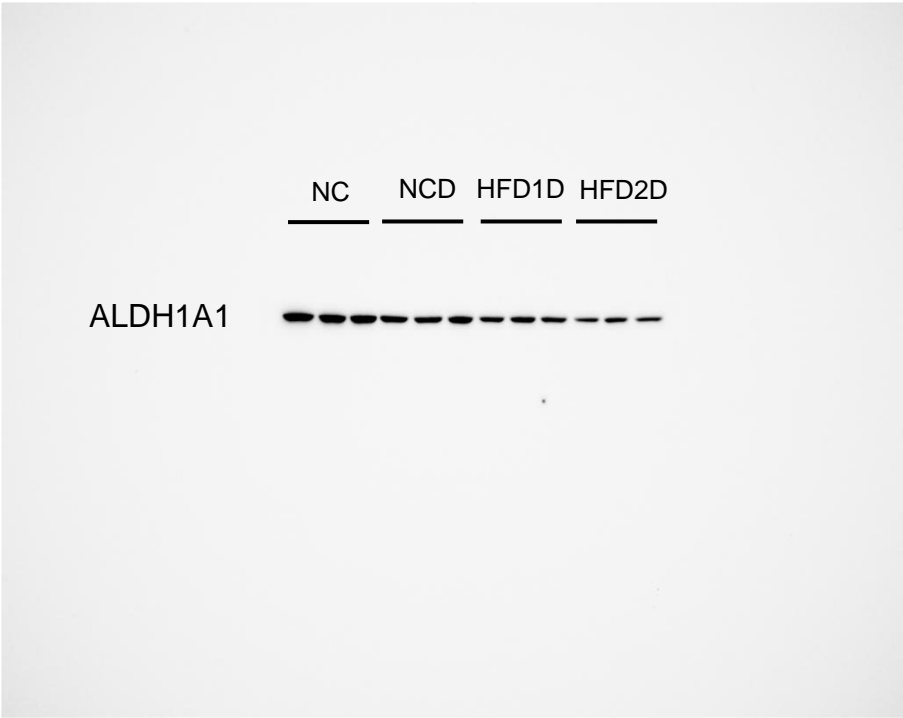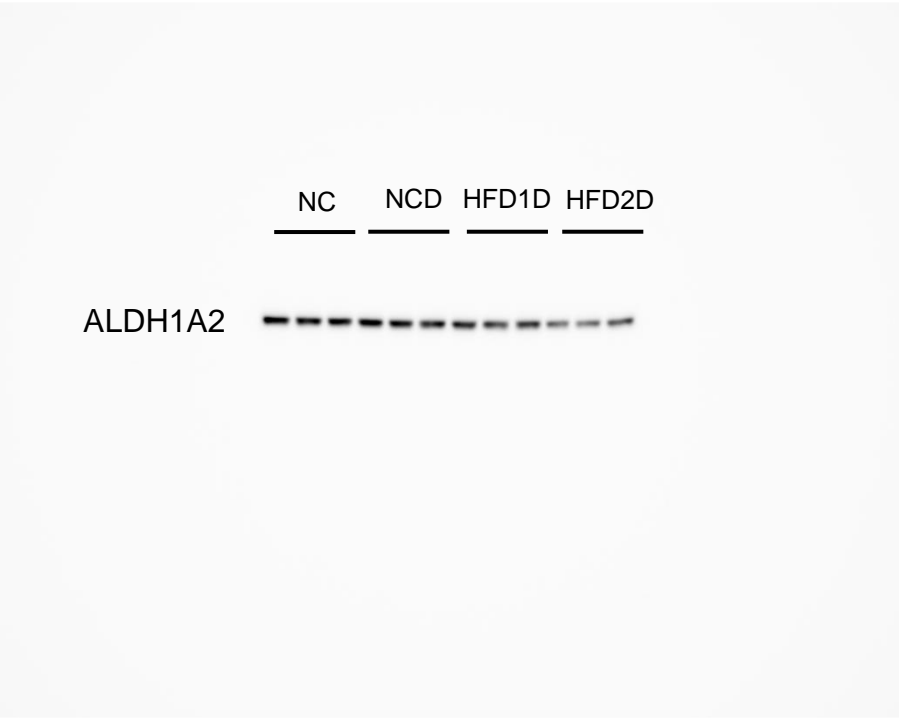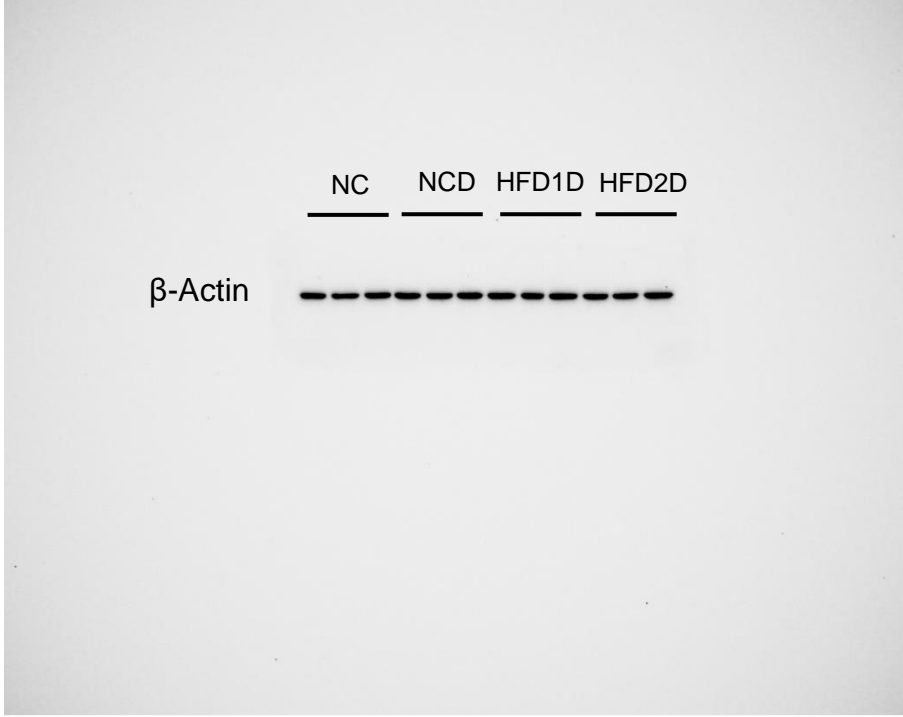

Figure 4c (sample 4-6)

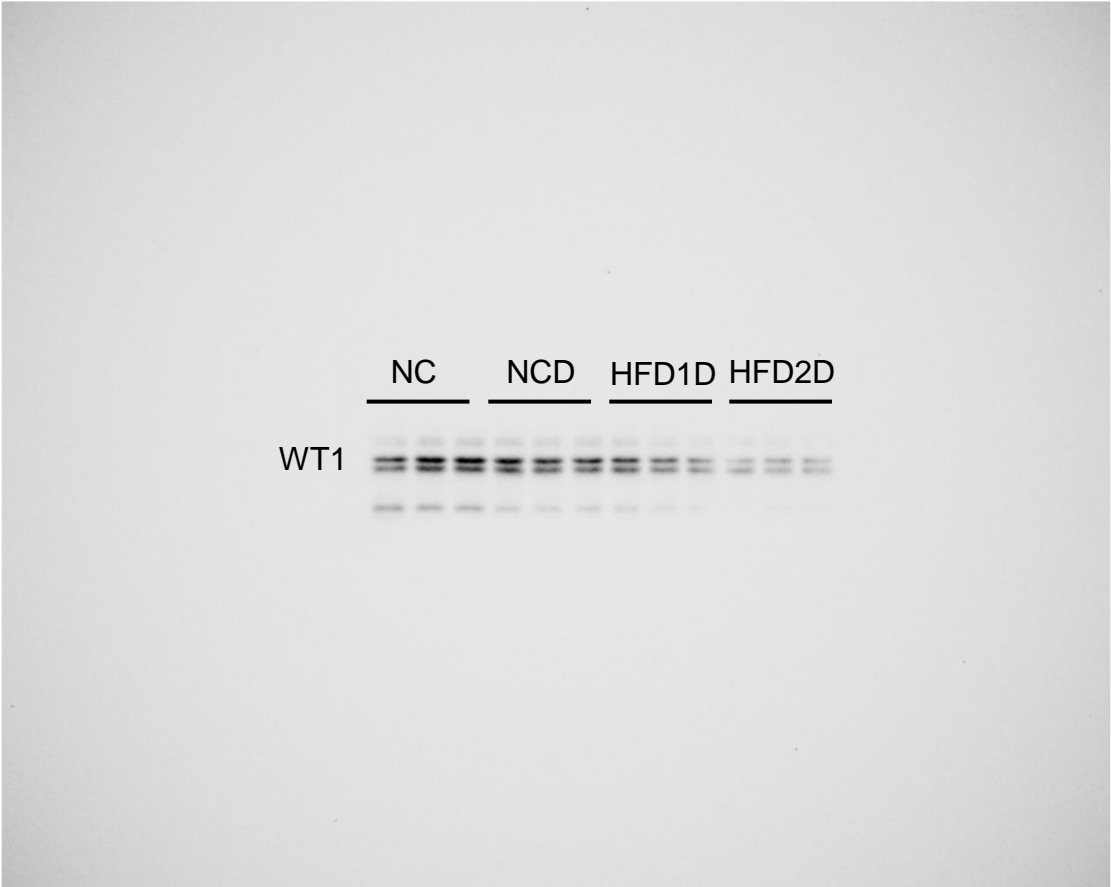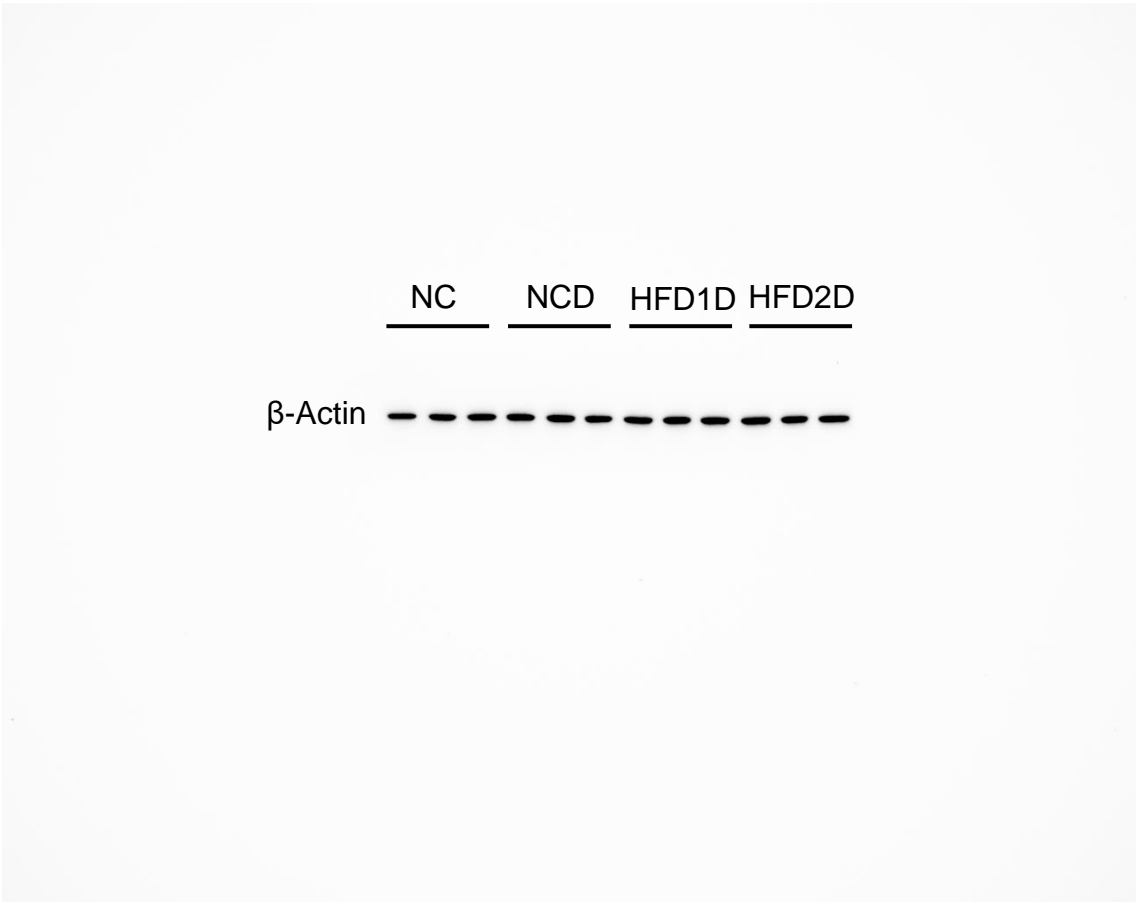

Figure 5d and h (sample 4-6)

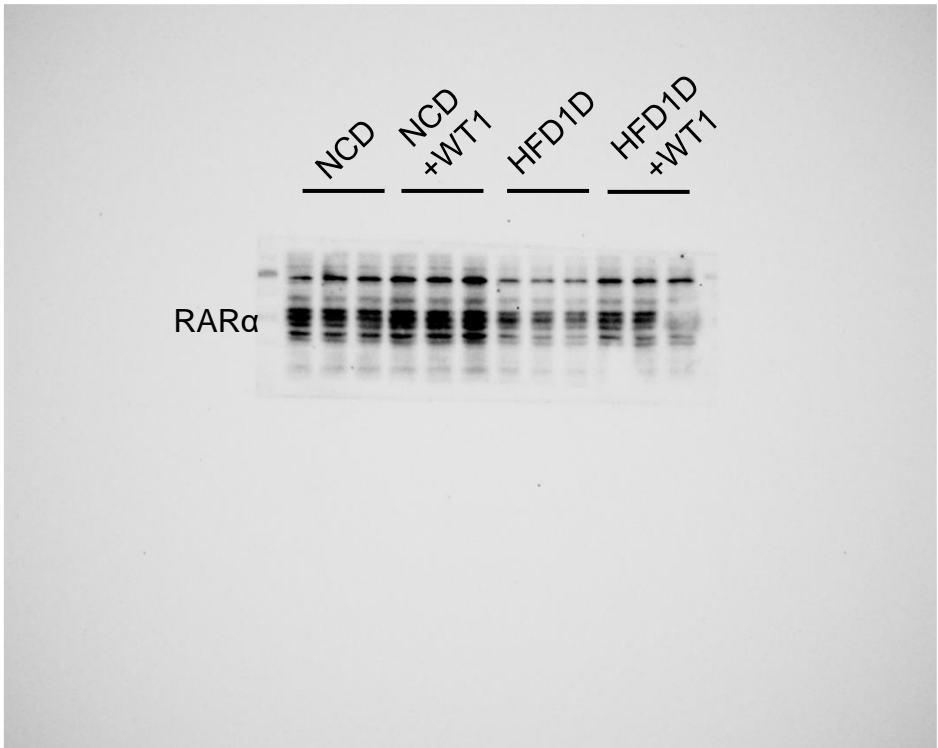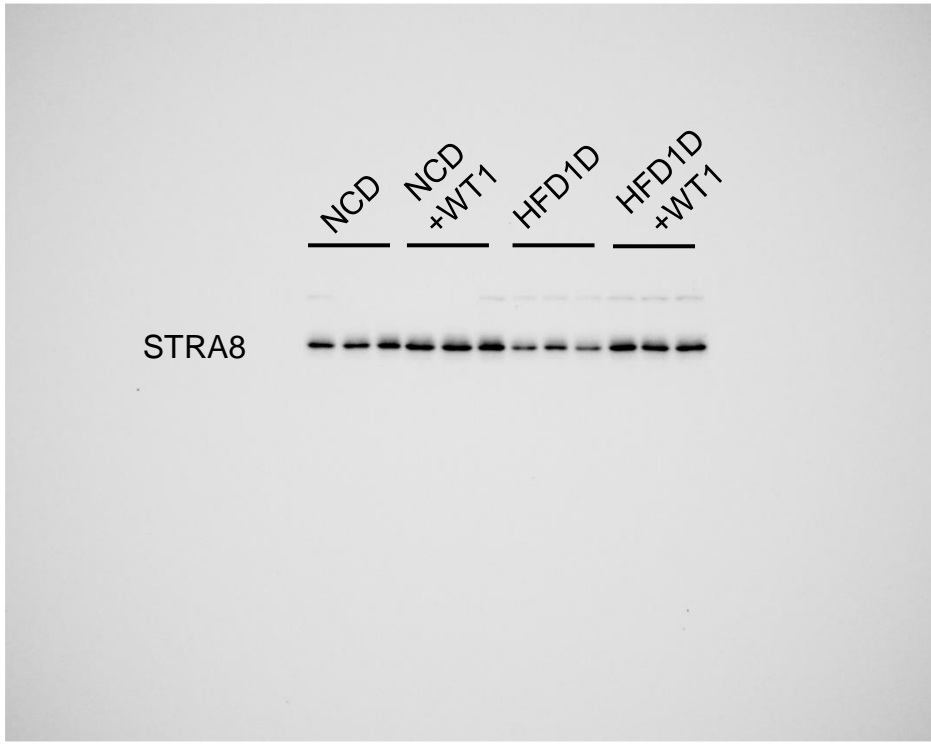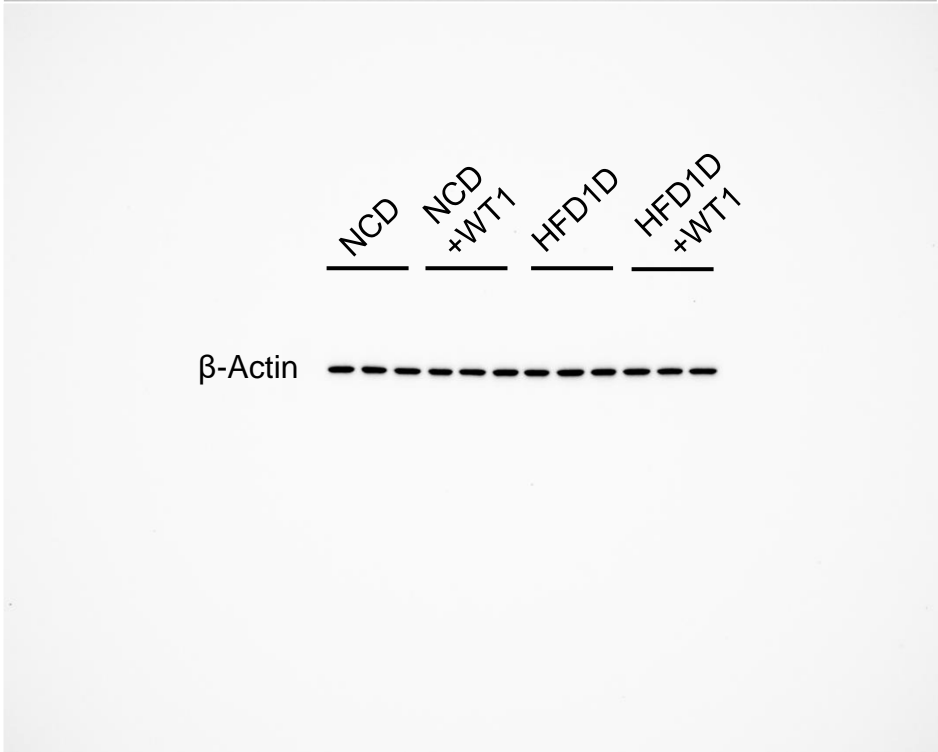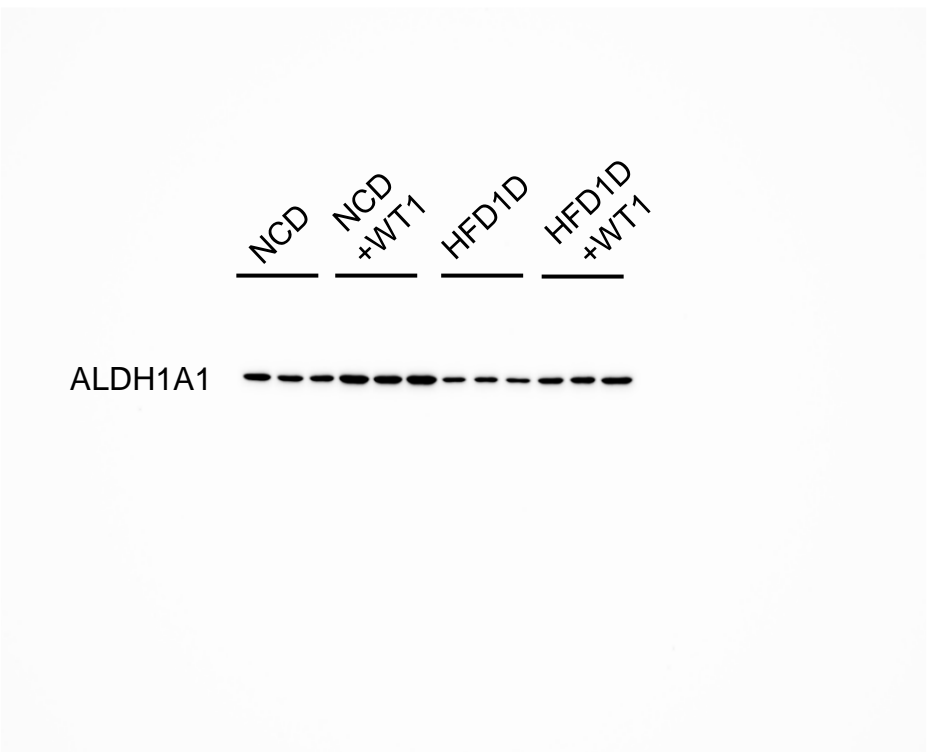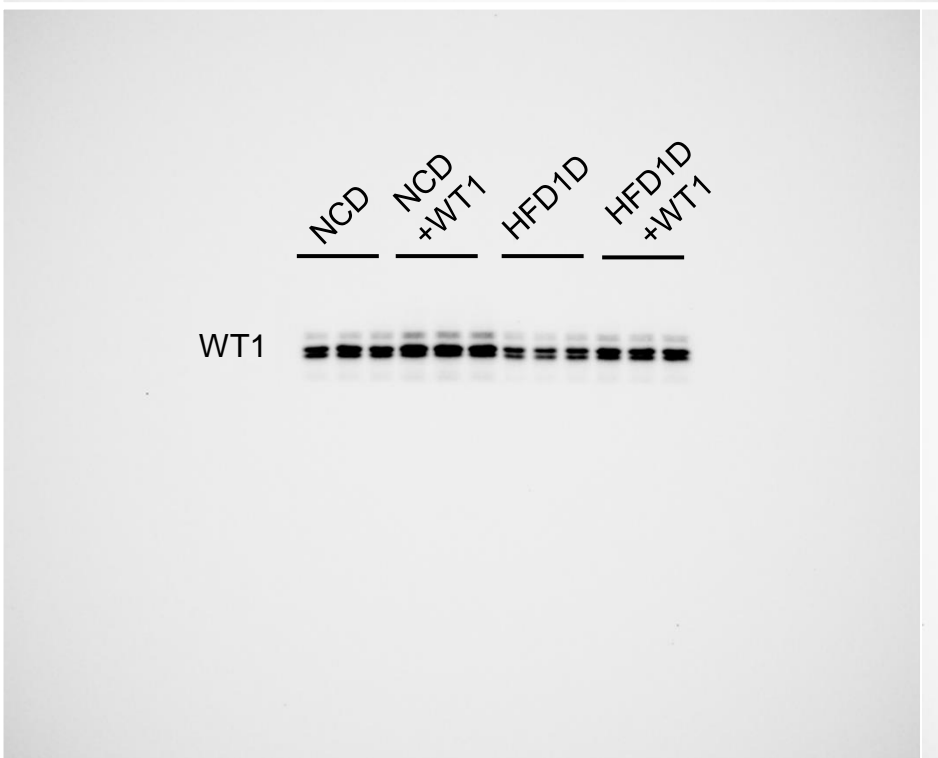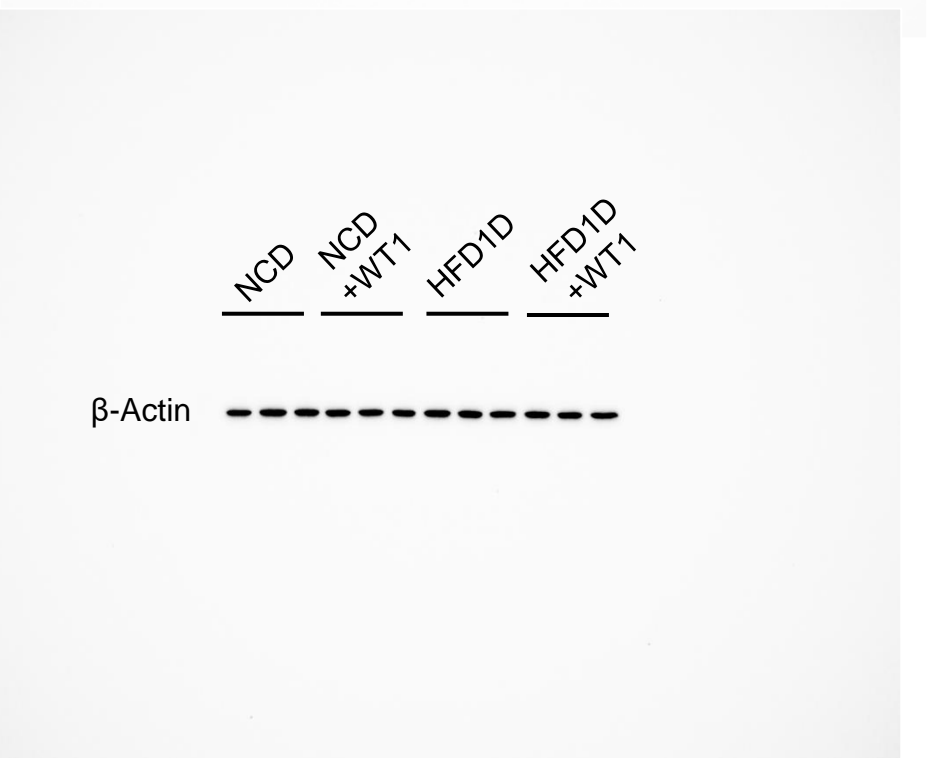

Figure. 6b and e (sample 4-6)

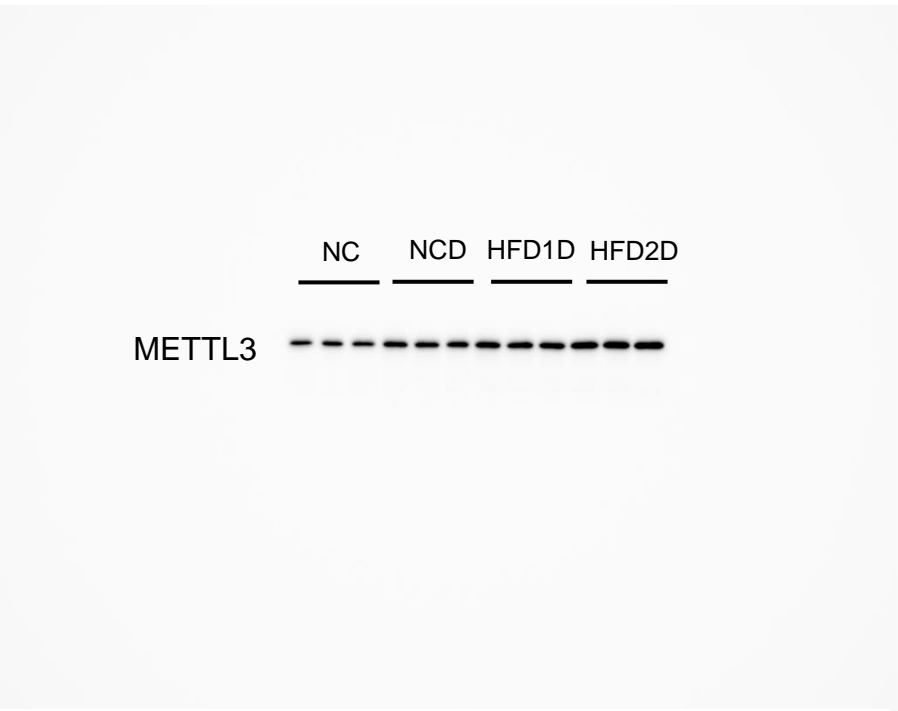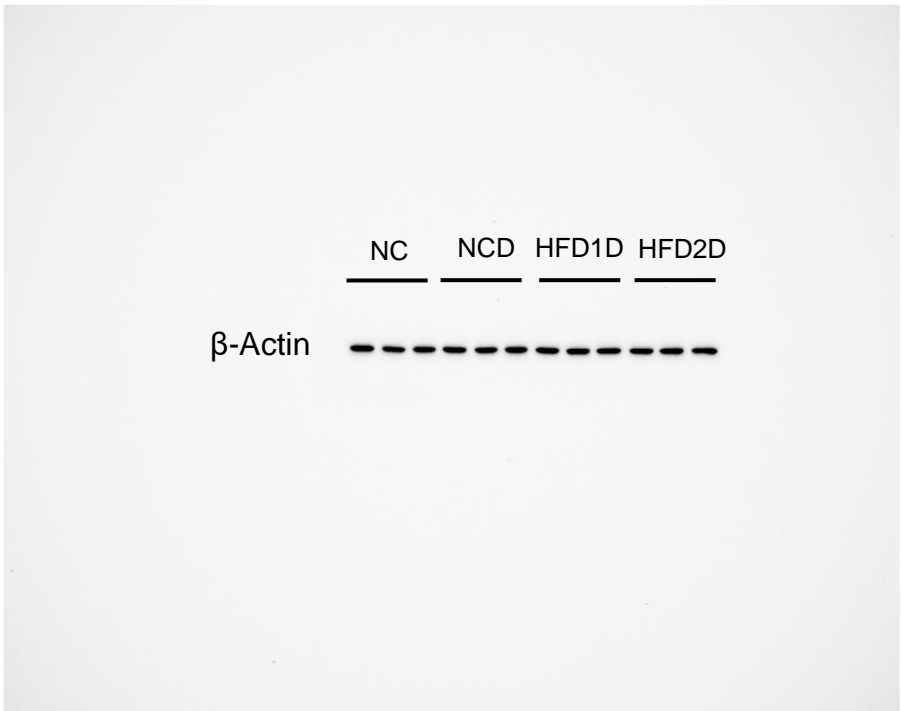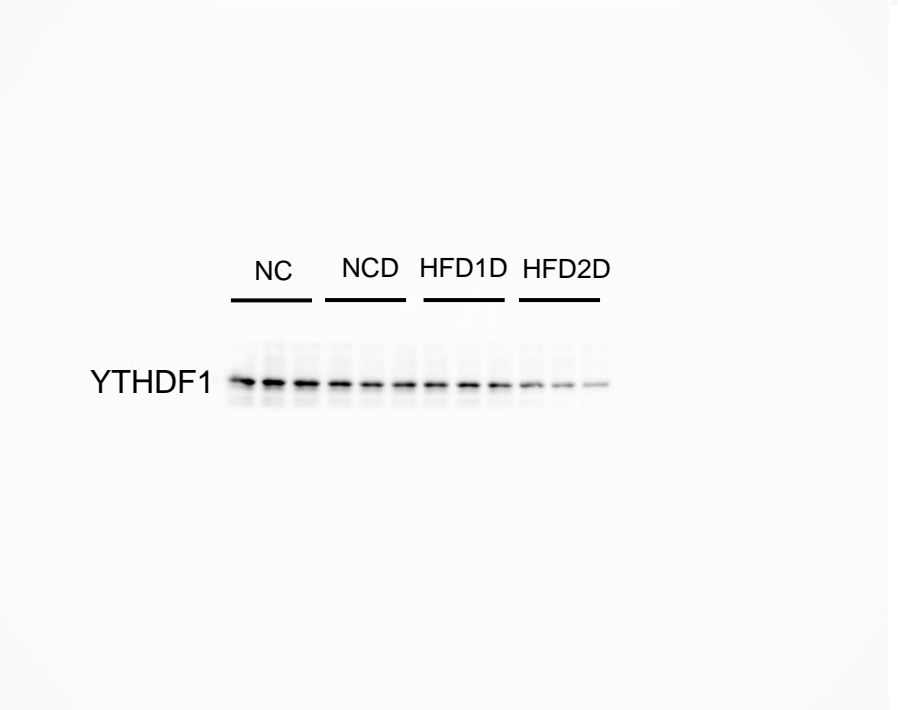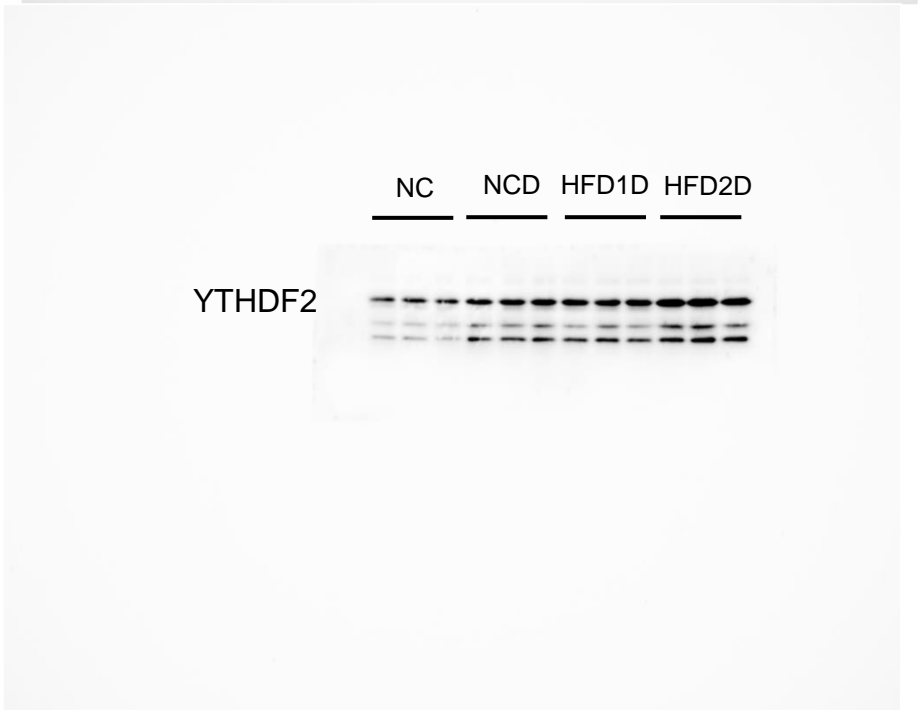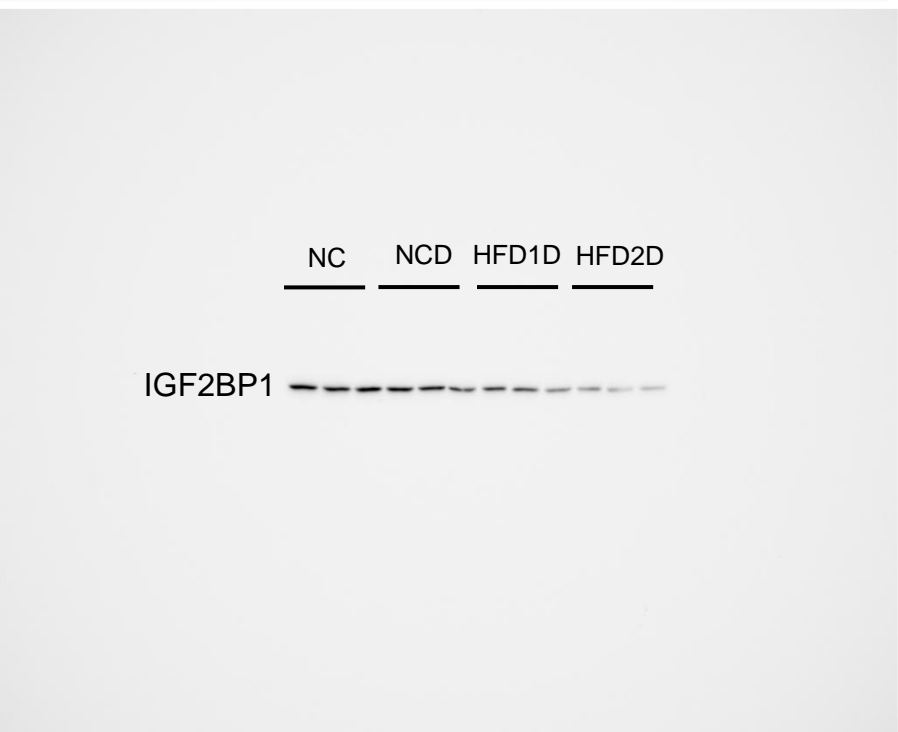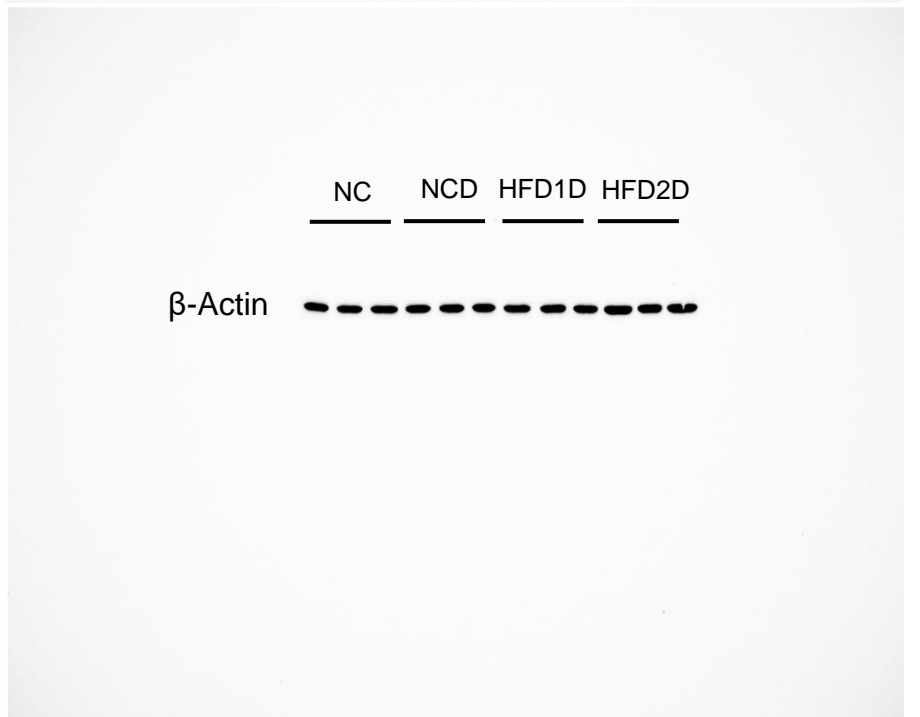

Figure 9d and h (sample 4-6)

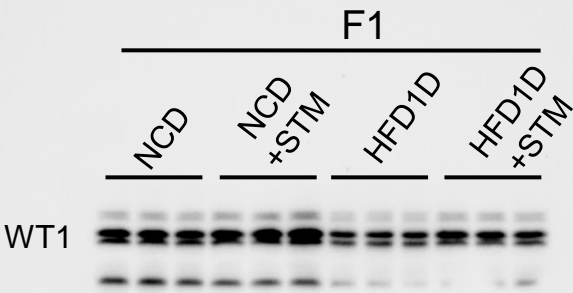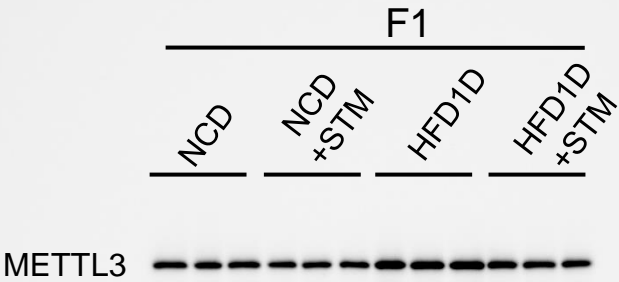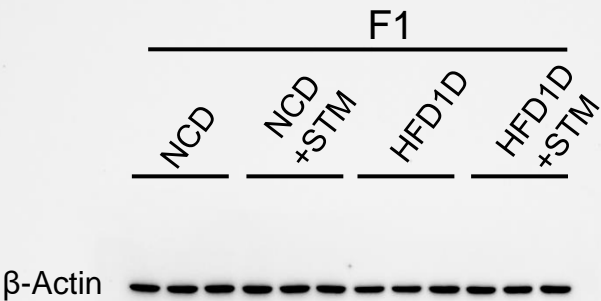

**Supplement:** Supplementary file 4 — Source data

How the deposited data were processed for this re-analysis (not part of the article)

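Sperm RNA from 3 NC and 3 HFD samples was measured on 6 two-color mRNA and lncRNA arrays. The authors deposited one scanner output per array, made with Agilent Feature Extraction 11.0.1.1. Its processed intensity of each spot was corrected by the authors' software for background and spatial trend and equalized between the dyes. The deposited files also hold the median intensity of each spot and of its local background, and flags for spots that are non-uniform or well above background. Samples were grouped by the deposited labels and the paper. One label of the NC 3 sample names another NC replicate, and its title was used.

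The plan set before the data were examined took normexp on mean intensities, or the processed intensity where mean intensities were missing. The files used here hold median intensities, so the processed intensity was used, floored at 1 and converted to log2. Control spots and spike-in probes were left out of the tests, spots flagged non-uniform in either channel were set to missing, and spots of one probe were averaged on the log2 scale. The log2 intensities of each channel were reduced by the mean of the spike-in probes that were well above background in both channels on all 6 arrays, 13 of 102. Probes well above background in at least 1 channel on at least 3 arrays, with at least 2 arrays left in each group, were tested, 30224 in all. The m6A level was IP/(IP+Sup), tested as log2, and expression was log2(IP+Sup). The paper's text does not name either measure.

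HFD was compared with NC with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) without a replicate block. A call needed a fold change over 1.5 and an unadjusted p under 0.05, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside them. Single values per array were compared by a two-sided exact permutation test, whose smallest p is 0.10. The functions were tested on simulated arrays with the 30224 probes and known changes. All of the 200 probes raised and 200 lowered by 1.5 on the log2 scale were recovered, with 0.59% of unchanged probes called. For the m6A level, the simulated changes were smaller, with a median log2 fold change of 0.99 found on the raised probes. Here 93% of 200 raised and 89% of 200 lowered probes were recovered, with 1.67% of unchanged probes called. The simulated noise was independent between probes, which real arrays are not, and of the same size for all probes of a channel. The simulated spike-in probes carried no error, so these simulations cannot show how an error in the spike-in normalization acts.

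The probes named were to be those with the largest fold change in each direction among calls whose 3 HFD arrays lay apart from the 3 NC arrays. The rule allowed 3 per direction, and 1 per direction is named because the files pair these IDs with no genes. For 45 of the 50 Agilent probes that carry an accession in the files, each with 10 spots, a gene symbol was found by accession in the GRCm38.p6 gene table. Over the 37 of these that were tested, the median SD between spots of one array was 0.11 in log2 IP and 0.17 in log2 Sup, against a median SD between arrays of a group of 0.35 and 0.28. Wt1, the m6A enzymes, the separation of mRNA from lncRNA, pathway analysis, and the lists of spermatogenesis genes and cell type markers written in advance are not analysed here, for want of gene names on the other probes, since 0 of the symbols found are Wt1, an m6A enzyme the paper names or a member of these lists. Alternatives covered the normalization, the background, the filter, the test, the measures of m6A level and expression, each array left out and the replicate number as a block.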

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

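Both tests of this pattern were chosen after the ratio was seen. The array carries control probes at the 3' and the 5' end of mouse Gapdh, which the paper does not report on. The ratio of the 3' to the 5' intensity in the Sup channel was 1.31 ± 0.19 (SD, n = 3) in NC and 1.68 ± 0.05 (SD, n = 3) in HFD, a difference of 0.368 (exact permutation test, two-sided, p = 0.10, the smallest that 3 arrays against 3 allow). The 3 HFD arrays lay above the 3 NC arrays, which happens in 5% of groupings by chance in this direction. In the IP channel the ratio was 2.70 ± 0.06 (SD, n = 3) in NC and 3.23 ± 0.53 (SD, n = 3) in HFD, also with the HFD arrays above. On the median intensities without background correction, the Sup ratio was 1.12, 1.39 and 1.46 on the NC arrays and 1.86, 1.71 and 1.66 on the HFD arrays.

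The separate scan of HFD 3 alone does not account for the difference, because the lower of the other HFD arrays was at 1.65, above the highest NC array at 1.50. More broken RNA in the HFD samples is a candidate explanation that stays open. The control probes for human GAPDH had a Sup ratio that was lower in HFD, with a difference of -0.199 and overlapping groups, but which mouse RNA they bind is not known, so these probes cannot decide it. A difference in Gapdh RNA ends between the diets also stays open and was not tested.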

How the results depend on the processing

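The alternatives were set before the data were examined, apart from normexp on median intensities, which was chosen after seeing the files. The counts are of hyper-methylated, hypo-methylated, upregulated and downregulated probes and of the overlap of hyper-methylated and downregulated probes, which were 913, 116, 3406, 555 and 36. Where a count moved, the cause was not tested, except where the construction of the alternative gives it.

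Median centring gave 235, 213, 1637, 1185 and 18. The hyper-methylated share of m6A calls went from 88.7% to 52.5% and the upregulated share of expression calls from 86.0% to 58.0%, and this centring removes a shift common to all probes by construction. Of the 235 hyper-methylated probes, 231 were also called under the spike-in normalization. The difference in median m6A level went from 4.61 to -0.167 percentage points, which the centring sets near 0. Loess gave 197, 274, 1437, 1298 and 12, with shares of 41.8% and 52.5%. No background correction gave 25, 9, 1387, 182 and 5. It used the median intensities, without dye equalization, because the files used here hold no mean intensities. Normexp on median intensities, with an offset of 50 and without dye equalization, gave 4, 6, 988, 75 and 1. Of its m6A calls, 40.0% were hyper-methylated. Using no filter raised the tested probes to 60618 and gave 2002 hyper-methylated, 358 hypo-methylated, 1893 downregulated and 226 overlapping probes, and 62.8% of expression calls were upregulated. The strict filter left 15197 probes and gave 170, 11, 1496, 175 and 3.

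The unmoderated test of each probe gave 394, 55, 1786, 306 and 6. With the adjusted p, 0, 0, 0, 1 and 0 were called, against 1743 probes in m6A level and 6396 in expression with an unadjusted p under 0.05. The IP/Sup ratio gave 1804 hyper-methylated and 202 hypo-methylated probes. IP quantity gave 4834 and 330, with an overlap of 1. The quantile-normalized sum gave 1471 upregulated and 1308 downregulated probes, with an upregulated share of 52.9%. Sup only gave 1933, 937 and an overlap of 110, with a share of 67.4%.

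Across the 6 fits that each left out one replicate, the hyper-methylated probes went from 560 without NC 1 to 2508 without NC 2, and were 1734 without NC 3. The hypo-methylated probes went from 124 to 202, the highest without HFD 3. The upregulated probes went from 2054 without HFD 1 to 4950, the downregulated probes from 436 to 796, and the overlap from 16 without NC 1 to 120 without NC 2, with 23 without HFD 2. The difference in median m6A level went from 1.20 percentage points without NC 1 to 6.86 without NC 2.

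With the replicate block, the counts were 1292, 176, 3513, 573 and 44. The numbers do not pair the samples. The correlations of same-numbered deviations were 0.02, -0.01 and -0.04 for the m6A level and -0.09, 0.11 and -0.22 for expression.

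More upregulated than downregulated probes were called in every setting that left over 1 expression call. More hyper-methylated than hypo-methylated probes were called in every setting with m6A calls except loess and normexp. The processed signal that was planned as an alternative is the setting used. Averaging probes of one gene, the settings for Wt1 and the fry test of the spermatogenesis list were not run, for want of gene names on the probes concerned.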

Differences from the paper's values

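The values here count probes of every RNA class and the paper's count mRNAs, which the files used here do not separate. For upregulated RNAs the value was 3406 against the paper's 662. None of the alternatives set before the data were examined closed the gap, and the nearest of those that left calls was 1387 without background correction. Normexp on median intensities, chosen after seeing the values, gave 988, within 1.5 times the paper's value. It did not come closer in the other counts. It gave 75 downregulated probes against the paper's 530, where the setting used gave 555, and an overlap of 1 against the paper's 72.

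For the overlap of hyper-methylated and downregulated RNAs, the value was 36 against the paper's 72. The fit without HFD 3 gave 53, within 1.5 times the paper's value. None of the other alternatives set before the data were examined did, with 46 for the IP/Sup ratio, 47 for the quantile-normalized sum and 110 for Sup only.

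For hyper-methylated RNAs, the value was 913 against about 3600 in Fig. 8f, read by eye as the paper's total. Of the alternatives set before the data were examined, the m6A measure of IP alone gave 4834 and the fit without NC 2 gave 2508, both within 1.5 times that number. The others did not, and the nearest of them was no filter, with 2002.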

Other observations

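The patterns below were noticed in the call counts, and the test of each was set before its own result was seen, except for the test of probe brightness, the odds ratios of the other splits and the choice of the 2 genes in the last paragraph, which came after.

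More probes were hyper-methylated than hypo-methylated. NC 1, the array with the lowest median m6A level, is not the whole cause, since 78.2% of m6A calls were hyper-methylated without it. The separate scan of HFD 3 is not the whole cause either, since the share was 75.2% without that array. Resampling the 13 spike-in probes 1000 times put the HFD minus NC shift in median log2 IP/Sup between 0.18 and 0.36 around 0.28. This cannot rule out the spike-in normalization as the cause. The processed intensities were equalized between the dyes, so the shift mirrors the spike-in IP/Sup of the arrays. Under the other normalizations, the hyper-methylated share of m6A calls was 52.5% (median centring) and 41.8% (loess). The resampling does not cover an error in the amount of spike-in RNA added to each sample, which stays open. On NC 1, one spike-in probe had a log2 IP/Sup of 3.24, where the other arrays had 0.44 to 1.81. Of the 10 splits of the 6 arrays, 2 gave as many calls in their larger direction, the real one included, and 8 gave as many as the hypo-methylated probes in their smaller direction. With 10 splits, chance cannot be told apart from the diet. In every split but one, more probes were hyper-methylated on the side without NC 1. The split of NC 1, HFD 1 and HFD 2 against the other arrays gave 356 on that side and 121 on its own. The exception, NC 1, HFD 1 and HFD 3, gave 167 and 236. A large part played by NC 1 therefore stays open.

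More probes were upregulated than downregulated. Upregulated probes were 86.1% of expression calls without NC 1, and also 86.1% without HFD 3. The resampled spike-in probes put the shift in median log2 expression between 0.04 and 0.30 around 0.17, so the lower end is close to 0. Only the real split gave as many upregulated probes, 1 of 10, and only the real split gave as many in its smaller direction as the downregulated probes, 1 of 10. The split of NC 1, NC 3 and HFD 3 against the other arrays gave 2392 in its larger direction. An error in the spike-in amounts and a difference between the diets stay open.

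The overlap of hyper-methylated and downregulated probes had an odds ratio of 2.28. In 100 simulated sets of arrays with no group difference, made with the noise of each channel and their residual correlation of 0.06, the odds ratio was 7.22. That noise was independent between probes, which real arrays are not. The 9 other splits of the real arrays carry part of any diet difference. Their median odds ratio over both directions was 3.05, and 12 of 18 were at least as large as the observed one. Outside the split of NC 1, NC 3 and HFD 3, each of these ratios rested on at most 13 shared probes. A candidate explanation for the overlap is therefore that both measures come from the same 2 channels, since a lower Sup intensity raises the m6A level and lowers the expression. Of the 10 splits, 2 gave as large an overlap, and the split of NC 1, NC 3 and HFD 3 against the other arrays gave 52. The biological link between methylation and expression was not tested beyond this.

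The hyper-methylated count fell from 913 to 25 with the background left in, a setting that also used the median intensities. Normexp on the median intensities, which corrects for background, gave 4. It added an offset of 50 to both channels and, like the first setting, left out the dye equalization. It therefore cannot tell whether the fall comes from leaving the background in. With the tested probes divided at the median of their mean log2 expression over all 6 arrays, the brighter probes made up 27.9% of the hyper-methylated probes, 6.03% of the hypo-methylated probes and 16.7% of the overlap. Signals near the background are a candidate explanation for part of these calls. They may not explain the excess of hyper-methylated probes, since 97.3% of m6A calls among the brighter probes were hyper-methylated, against 85.8% among the dimmer ones. No biological explanation was tested for this pattern.

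Of the 37 Agilent probes tested, 5 were called higher and 2 lower in expression. The 2 lower ones, Mbp and Chgb, were singled out after their values were seen. The log2 expression of Mbp was -1.90, 0.39 and -2.26 on the NC arrays and -4.69, -4.40 and -4.42 on the HFD arrays, a log2 fold change of -3.25 (standard error 0.58, adjusted p = 0.093 from limma's test). It was -3.61 under median centring, -1.43 without background correction (adjusted p = 0.040) and -0.83 under normexp (adjusted p = 0.0040). For Chgb the log2 fold change was -1.73 (standard error 0.38, adjusted p = 0.10), and -0.37 under normexp. No probe of this set was called in m6A level, where 2 had an unadjusted p under 0.05.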
